# Endothelial ERα promotes glucose tolerance by enhancing endothelial insulin transport to skeletal muscle

**DOI:** 10.1038/s41467-023-40562-w

**Published:** 2023-08-17

**Authors:** Anastasia Sacharidou, Ken Chambliss, Jun Peng, Jose Barrera, Keiji Tanigaki, Katherine Luby-Phelps, İpek Özdemir, Sohaib Khan, Shashank R. Sirsi, Sung Hoon Kim, Benita S. Katzenellenbogen, John A. Katzenellenbogen, Mohammed Kanchwala, Adwait A. Sathe, Andrew Lemoff, Chao Xing, Kenneth Hoyt, Chieko Mineo, Philip W. Shaul

**Keywords:** Nuclear receptors, Type 2 diabetes, Type 2 diabetes

## Abstract

The estrogen receptor (ER) designated ERα has actions in many cell and tissue types that impact glucose homeostasis. It is unknown if these include mechanisms in endothelial cells, which have the potential to influence relative obesity, and processes in adipose tissue and skeletal muscle that impact glucose control. Here we show that independent of impact on events in adipose tissue, endothelial ERα promotes glucose tolerance by enhancing endothelial insulin transport to skeletal muscle. Endothelial ERα-deficient male mice are glucose intolerant and insulin resistant, and in females the antidiabetogenic actions of estradiol (E2) are absent. The glucose dysregulation is due to impaired skeletal muscle glucose disposal that results from attenuated muscle insulin delivery. Endothelial ERα activation stimulates insulin transcytosis by skeletal muscle microvascular endothelial cells. Mechanistically this involves nuclear ERα-dependent upregulation of vesicular trafficking regulator sorting nexin 5 (SNX5) expression, and PI3 kinase activation that drives plasma membrane recruitment of SNX5. Thus, coupled nuclear and non-nuclear actions of ERα promote endothelial insulin transport to skeletal muscle to foster normal glucose homeostasis.

## Abstract (web summary)

Estrogen has anti-diabetic effects via estrogen receptor alpha (ERα). Here, authors show that via coupled nuclear and non-nuclear actions, ERα in endothelial cells promotes insulin transport to skeletal muscle to foster normal glucose homeostasis.

## Introduction

In addition to their classic roles in reproduction, estrogens have a potent impact on glucose homeostasis^1,2^. In female rodents and primates, ovariectomy leads to glucose intolerance and insulin resistance particularly in the setting of diet-induced obesity, and these effects are reversed by estrogens^2–5^. Estrogen receptors (ER) are members of the steroid hormone receptor superfamily that traditionally serve as transcription factors^6^, and the ER designated ERα modulates multiple aspects of glucose regulation^2–5^. The known relevant sites of action include the CNS, liver, skeletal muscle myocytes, pancreas, macrophages and adipose tissue^7–12^. In women, surgical or natural menopause increases the age-adjusted odds ratio of developing diabetes to 1.59 (CI 1.07-2.37) compared to the rate in premenopausal women^13^. In postmenopausal women, changes in glucose homeostasis also occur^14^, and hormone replacement therapy (HRT) with estrogens lowers the risk of developing diabetes^15^. In men, individuals with disruptive mutations in the ERα gene or the gene encoding aromatase, which produces estrogens by aromatizing androgens, have decreased glucose tolerance, and in the latter category 17β-estradiol (E2) administration improves glucose tolerance^16–18^. In parallel, male aromatase^-/-^ mice have insulin resistance that is reversed by E2^19^. Thus, estrogens and ERα have important impact on glucose homeostasis in both males and females.

Whereas the metabolic effects of estrogens partnering with ERα are well known in many cell types and tissues including adipocytes and skeletal muscle myocytes, the participation of ERα in endothelium in glucose control is unknown. Interestingly, in addition to predictably regulating endothelial gene expression, in endothelial cells there is a plasma membrane-associated subpopulation of ERα which uniquely mediates numerous non-nuclear processes, including E2 activation of endothelial NO synthase (eNOS)^20–23^. Mechanisms in endothelial cells influence both relative obesity and other processes in adipose that impact glucose homeostasis. Effective vascularization is essential to the healthy expansion of adipose tissue^24^, the endothelium governs adipose tissue inflammation and thereby influences adipokine and cytokine production^25^, and endothelial ERα actions are both proangiogenic and anti-inflammatory^26–28^. Based on these rationales, in the current work, experiments were designed in mice to determine if and how ERα in endothelium influences glucose homeostasis. They revealed that endothelial ERα excision in both male and female mice leads to glucose intolerance and insulin resistance, and surprisingly this was not due to changes in adiposity or processes in adipose that influence glucose control. Efforts then turned to the interrogation of endothelial mechanisms in other tissues involved in glucose control, and they uncovered a defect in skeletal muscle glucose disposal related to an impairment in muscle insulin delivery. Further work ultimately identified coupled nuclear and non-nuclear actions of ERα which promote endothelial insulin transport by upregulating expression of the vesicular trafficking regulator sorting nexin 5 (SNX5) and by activating PI3 kinase to drive plasma membrane recruitment of SNX5. These findings reveal a mode of action of estrogens and ERα that may represent a set of targets to leverage to improve glucose tolerance and insulin sensitivity.

## Results

### Endothelial ERα promotes glucose control by enhancing muscle insulin delivery

To begin determining how ERα in endothelium impact glucose homeostasis, fasting glucose and glucose tolerance tests (GTT) were performed in control floxed ERα mice (ERα^fl/fl^) and mice selectively deficient in the receptor in endothelial cells (ERα^ΔEC^, Supplementary Fig. 1a, b)^29^. Male ERα^ΔEC^ mice displayed fasting hyperglycemia and abnormal glucose tolerance tests (GTT), and they also had elevated HOMA-IR, and decreased glucose infusion rates (GIR) during a hyperinsulinemic, euglycemic clamp (Fig. 1a–d). In HFD-fed, ovariectomized females whereas E2 caused a dramatic normalization of GTT in ERα^fl/fl^ controls, the capacity of E2 to prevent HFD-induced glucose intolerance was completely absent in ERα^ΔEC^ (Fig. 1e). This finding is consistent with a prior study limited to GTTs that demonstrated glucose intolerance in HFD-fed intact female mice deficient in endothelial ERα^30^. Insulin tolerance tests (ITT) further revealed that the previously recognized capacity for E2 to improve insulin sensitivity is entirely absent in ERα^ΔEC^ females (Fig. 1f).

**Fig. 1:**
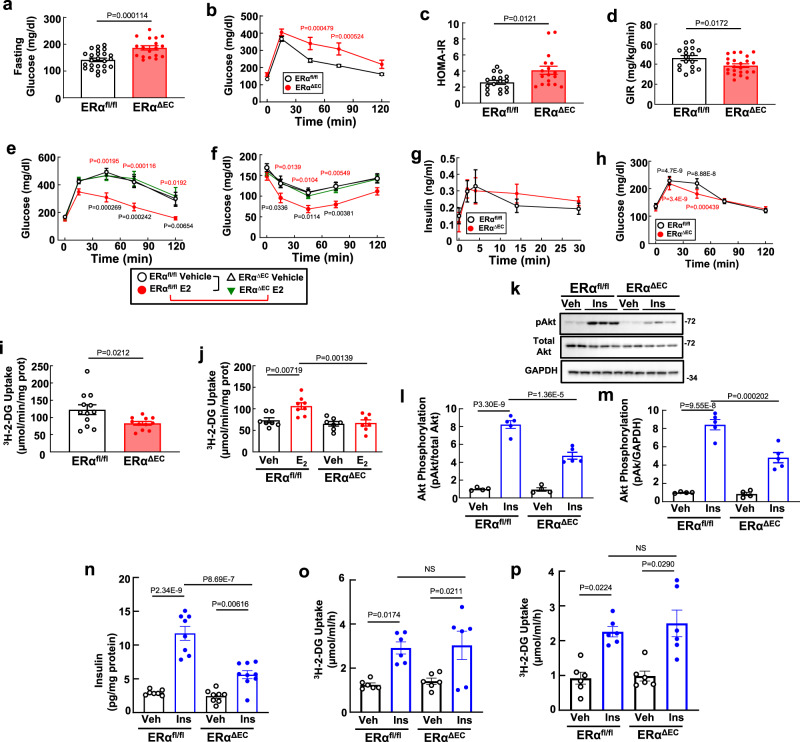
Endothelial ERα promotes glucose tolerance and insulin sensitivity by enhancing insulin delivery to skeletal muscle. **a**–**c** Fasting glucose (**a**, *n* = 24 and 18 mice) and glucose tolerance tests (**b**, GTT, *n* = 14 and 9 mice) were evaluated in male ERα^fl/fl^ and ERα^ΔEC^ mice, and HOMA-IR was determined (**c**, *n* = 17 and 17). **d** Additional males underwent hyperinsulinemic, euglycemic clamps and glucose infusion rate (GIR) was calculated (*n* = 17 and 23). **e**, **f** Ovariectomized high fat diet-fed female mice were administered vehicle or E2 for 12 weeks, and GTT (**e**) and insulin tolerance tests (**f**) were performed. In ERα^fl/fl^ given vehicle versus E2, and ERα^ΔEC^ given vehicle versus E2, *n* = 9, 10, 8 and 9 mice (**e**), and 11, 11, 10, and 10 mice (**f**). **g** In standard chow-fed males, plasma insulin levels were measured before and after IP D-glucose (*n* = 9 and 6 in ERα^fl/fl^ and ERα^ΔEC^). **h** Males also underwent pyruvate tolerance tests (*n* = 7 and 8 mice in ERα^fl/fl^ and ERα^ΔEC^). **i**, **j** Skeletal muscle glucose uptake was determined in males (**i**, *n* = 12 and 11 mice), and in ovariectomized, high fat diet-fed females following receipt of vehicle or E2 for 12 weeks (**j**, *n* = 7,8,7 and 7 mice). **k**–**n** Standard chow-fed males were injected with vehicle (Veh, saline) or insulin (ins, 1 unit/kg), 5 min later skeletal muscle was isolated, and lysates prepared for immunoblotting for phosphorylated Akt (Ser 473, pAkt), total Akt and GAPDH. **k** Example findings for 2 to 3 samples/group, and quantification for *n* = 4,5, 4 and 5 mice using total Akt or GAPDH as denominator (**l**, **m**). In muscle samples from mice studied as in (**k**), insulin content was quantified (**n**, *n* = 7,8,8 and 9 mice). **o**, **p** Insulin-stimulated glucose uptake was assessed ex vivo in soleus (**o**) and EDL (**p**) from male ERα^fl/fl^ and ERα^ΔEC^ mice (*n* = 6 mice/group). Data are mean ± SEM. *P* values by two-sided Student’s *t* test (**a**, **d**, **i**), Mann–Whitney testing (**c**), two-way ANOVA with Sidak’s post-hoc testing (**b**, **e**, **f**, **h**), one-way ANOVA with Tukey’s post-hoc testing (**j**,**l**–**o**), or Krusakal–Wallis with Dunn’s post-hoc testing (**p**) are shown. Source data are provided as a Source Data file.

In light of numerous mechanisms by which endothelial cells in adipose tissue influence relative adiposity and glucose control, body composition was next evaluated. Standard chow-fed male ERα^fl/fl^ and ERα^ΔEC^ mice had similar body weights, percent body fat and lean body mass (Supplementary Fig. 1c–e), and subcutaneous (inguinal) and visceral (gonadal) white adipose tissue (WAT) depots were similar in size (Supplementary Fig. 1f, g). In ovariectomized high-fat diet (HFD)-fed females, there was a partial blunting of E2-related body weight loss in ERα^ΔEC^, but E2-induced decreases in fat mass and increases in lean body mass were unaffected by endothelial ERα deficiency (Supplementary Fig. 1h–j). Thus, endothelial ERα does not influence adiposity in male mice or mediate the well-recognized protection from adiposity by E2 in female mice^5^.

The basis by which endothelial cell ERα influences glucose homeostasis was then further pursued in male mice. Recognizing that adipose tissue vascularity impacts insulin sensitivity^24^, transcript abundance for the endothelial markers Flk1 and PECAM1 was evaluated in subcutaneous and visceral WAT, and it was similar in ERα^fl/fl^ and ERα^ΔEC^ mice (Supplementary Fig. 2a–d). Since the endothelium within fat depots governs the degree of inflammation^25^, inflammatory cell abundance and cytokine expression were evaluated (Supplementary Fig. 2e–l), and levels of the macrophage marker F4/80, the leukocyte marker CD11, and IL-6 and TNFα transcripts were similar in the WAT depots of the two genotype groups. As such, endothelial ERα does not influence adipose tissue vascularity or inflammation, and the impact of endothelial ERα on glucose homeostasis entails processes other than those in adipose microvasculature that impact insulin sensitivity^24,25^.

Since the endothelium in the pancreas influences insulin secretion from beta cells^31^, pancreatic insulin production was evaluated, and increases in plasma insulin levels in response to an acute glucose load were similar in ERα^fl/fl^ versus ERα^ΔEC^ mice (Fig. 1g). Despite this finding, the insulin response of the pancreas may not be fully preserved in the ERα^ΔEC^ mice because they display relative fasting hyperglycemia that is not compensated by an increase in insulin secretion. Noting that processes in hepatic endothelium influence insulin action in the liver^32^, possible changes in hepatic insulin sensitivity were studied using pyruvate tolerance tests, and they were similar in ERα^ΔEC^ and ERα^fl/fl^ mice (Fig. 1h). Thus, ERα in endothelium does not impact hepatic insulin sensitivity, and if there is an impact on pancreatic insulin secretion, it is quite modest.

Next, we interrogated processes in the skeletal muscle, where up to 80% of whole-body glucose disposal occurs in both humans and rodents^33,34^. Glucose uptake in soleus and gastrocnemius was decreased by 33% in ERα^ΔEC^ males (Fig. 1i), and in HFD-fed ovariectomized females, whereas E2 caused a 47% increase in glucose uptake in ERα^fl/fl^ controls, the increase in uptake with E2 was completely absent in ERα^ΔEC^ (Fig. 1j). Insulin action in skeletal muscle was then queried in males by quantifying the activation of Akt kinase^35^, and compared to ERα^fl/fl^ controls, Akt Ser473 phosphorylation in response to insulin was attenuated in ERα^ΔEC^ employing either total Akt or GAPDH as the denominator (Fig. 1k–m, Supplementary Fig. 3a, b). Recognizing that mechanisms in the endothelium are critically involved in insulin delivery to the skeletal muscle myocytes^36–39^, muscle insulin delivery was tested. Whereas there was a 2.7- to 3-fold increase in skeletal muscle insulin content 5 min after bovine insulin injection in ERα^fl/fl^ controls, the increase was blunted by 60 to 64% in ERα^ΔEC^ mice (Fig. 1n, Supplementary Fig. 3c). To determine if endothelial ERα impacts a process specifically in endothelial cells and not in myocytes to alter muscle glucose uptake, we evaluated insulin-induced glucose uptake in isolated skeletal muscles ex vivo (Fig. 1o, p). In both soleus and EDL insulin-induced glucose uptake ex vivo was identical in muscle from ERα^fl/fl^ and ERα^ΔEC^ mice. This indicates that there are no changes in skeletal muscle myocyte processes regulating glucose homeostasis with endothelial ERα silencing independent of the effects on endothelial insulin transport. Thus, through endothelium-based mechanisms, ERα in endothelium supports skeletal muscle glucose disposal by promoting insulin delivery to muscle.

### Endothelial ERα promotes endothelial insulin transport via both nuclear and non-nuclear mechanisms

How endothelial ERα positively influences skeletal muscle insulin delivery was then determined. Since muscle insulin delivery and resulting glucose disposal are enhanced by insulin stimulation of skeletal muscle microvascular recruitment and blood flow^40–42^, the impact of endothelial ERα on muscle microvascular functional responses to insulin was evaluated. This was accomplished using contrast-enhanced ultrasound (CEUS) with a lipid-shelled perfluorocarbon-based microbubble (MB) contrast agent to image the muscle microvasculature before and during a hyperinsulinemic-euglycemic clamp. A representative still image of a CEUS region-of-interest (ROI) is shown in Fig. 2a, and a sample time-intensity curve is in Fig. 2b. Analysis of the curve yields parametric measures of capillary blood volume (CBV: peak intensity, *Ipk*), microvascular blood flow (MBF: time to peak intensity, *Tpk*; and wash-in rate, *WIR*), and both CBV and MBF (area under the curve, *AUC*; and wash-out rate, *WOR*)^43–48^. Supplementary Movies 1 and 2 show real-time CEUS imaging of MB in the skeletal muscle microvasculature of an ERα^fl/fl^ control mouse at baseline and during a clamp, respectively. The greater MB signal seen in the clamp movie, particularly early in the movie, reveals how insulin increases capillary recruitment and blood flow in the skeletal muscle. In the ERα^fl/fl^ control mice whereas there was no change in Tpk in response to insulin (Fig. 2c), Ipk, WIR, AUC and WOR increased (Fig. 2d–g), indicative of insulin-induced increases in CBV and MBF. Equal increases in Ipk, WIR, AUC and WOR occurred in ERα^ΔEC^, revealing that the promotion of muscle insulin delivery by endothelial ERα is not related to effects on insulin-induced microvascular recruitment and blood flow.

**Fig. 2:**
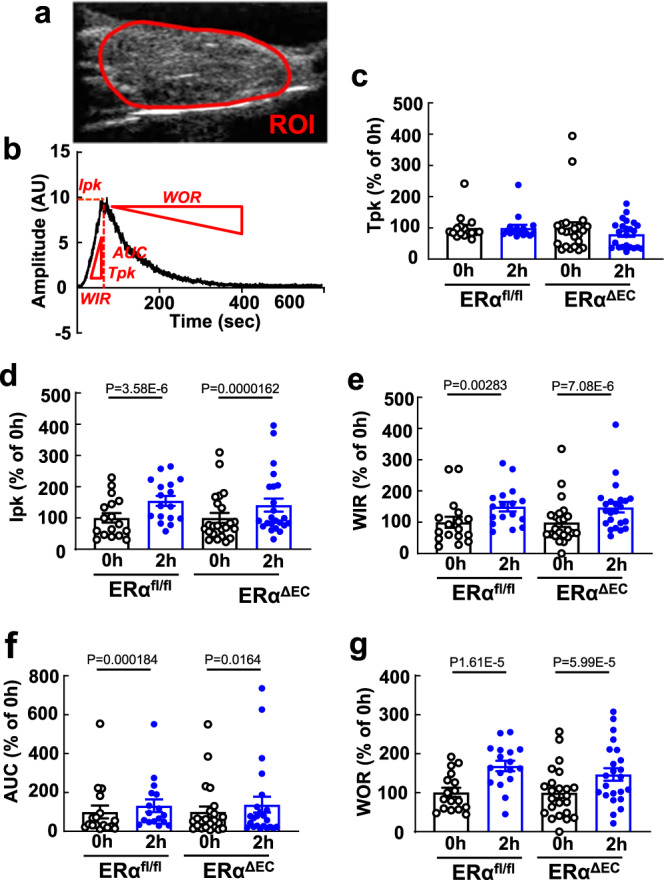
Endothelial ERα does not influence insulin-induced capillary recruitment in skeletal muscle. To evaluate insulin-stimulated increases in skeletal muscle capillary recruitment, contrast-enhanced ultrasound (CEUS) was performed in male ERα^fl/fl^ and ERα^ΔEC^ mice at baseline (0 h) and at 2 h of hyperinsulinemic-euglycemic clamp. *N* = 17 for ERα^fl/fl^ mice and *n* = 23 for ERα^ΔEC^ mice. **a** Representative CEUS still image of the hindlimb adductor muscle group. ROI= region of interest. **b** Representative CEUS time-intensity curve. Ipk=peak intensity, Tpk=time to peak intensity, WIR wash-in rate, AUC area under the curve, and WOR wash-out rate. **c**–**g** Findings for Tpk (**c**), Ipk (**d**), WIR (**e**), AUC (**f**), and WOR (**g**). Data are mean ± SEM. P values by Wilcoxon matched-pairs signed rank test (**c**–**f**), two-sided paired Student’s *t* test (**g**) are shown. Source data are provided as a Source Data file.

Since changes in intracellular vesicles have been previously observed in skeletal muscle capillary endothelium in mice with obesity-related insulin resistance^49^, such endothelial vesicles were then compared in ERα^fl/fl^ and ERα^ΔEC^ mice (Supplementary Fig. 4a). Between genotype groups, the total number of vesicles per unit area of endothelium was similar, as was the number of vesicles associated with the luminal plasma membrane or the abluminal plasma membrane, or localized intracellularly (Supplementary Fig. 4b, c). Interestingly, independent of genotype group, the number of vesicles associated with the abluminal plasma membrane was greater than those on the luminal plasma membrane or those localized intracellularly. Parallel findings were obtained regarding vesicle area relative to the endothelial area (Supplementary Fig. 4d, e). In addition, vesicle size was similar in ERα^fl/fl^ and ERα^ΔEC^ mice, and it was comparable in the three categories of vesicles (Supplementary Fig. 4f, g). Thus, changes in the frequency or size of capillary endothelial vesicles do not explain the observed differences in skeletal muscle insulin delivery in ERα^fl/fl^ and ERα^ΔEC^ mice.

Along with insulin-related changes in CBV and MBF, insulin delivery to skeletal muscle is controlled by processes governing its transcytosis across the endothelial monolayer, and there is evidence that the latter is rate-limiting for peripheral insulin action^36–39^. We therefore determined if ERα influences insulin transport by endothelial cells, first interrogating insulin uptake, the initial step in transcytosis, in human aortic endothelial cells (HAEC). As visualized in Fig. 3a and quantified in Fig. 3b, E2 caused a dramatic increase in the uptake of FITC-conjugated insulin, and the response was negated by the selective ERα antagonist methyl-piperidino-pyrazone (MPP). Knowing that PI3 kinase mediates many of the processes governed by the subpopulation of non-nuclear ERα in endothelial cells^50^, the effect of the PI3 kinase inhibitor LY294002 was tested, and it too fully prevented the stimulation of insulin uptake by E2 (Fig. 3a, b). Since the in vivo observations pertain to skeletal muscle microvascular endothelium, we then studied human skeletal muscle microvascular endothelial cells (HSMEC), and found that E2 causes an ERα- and PI3 kinase-dependent increase in insulin uptake in HSMEC (Fig. 3c). Endothelial insulin transcytosis was then evaluated, and E2 caused a more than 10-fold ERα- and PI3 kinase-dependent increase in insulin transcytosis in HAEC (Fig. 3d, e). Importantly, parallel findings for insulin transcytosis were made in HSMEC (Fig. 3f). In the transwell assays transendothelial electric resistance (TEER) was in the range of 350-450 Ωcm^2^ and similar in the various study groups within each experiment (Supplemental Fig. 5a–c), indicating that comparable monolayer barriers were present, and strengthening the evidence that the insulin transport being interrogated is transcellular^51^. In primary mouse skeletal muscle endothelial cells, in which studies of insulin uptake are feasible, E2 caused a 3.2-fold increase in uptake in endothelium from ERα^fl/fl^ mice which was prevented by PI3 kinase inhibition, and uptake was not stimulated by E2 in endothelium from ERα^ΔEC^ mice (Fig. 3g). These findings strengthen the evidence that ERα and PI3 kinase are required, and they help link the in vivo and cell culture observations.

**Fig. 3:**
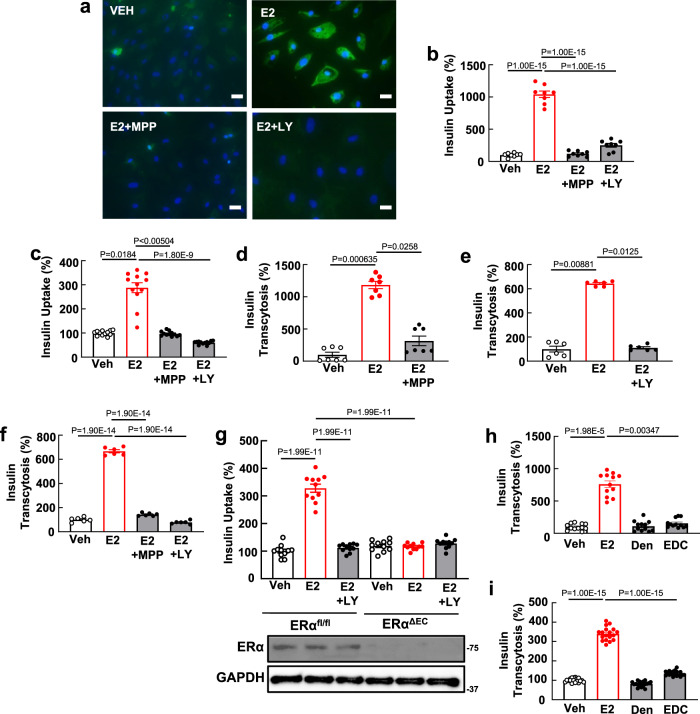
Endothelial ERα promotes insulin transport by skeletal muscle microvascular endothelial cells via nuclear and non-nuclear actions of the receptor, with the latter entailing activation of PI3 kinase. **a**–**c**. HAEC (**a**, **b**) or HSMEC (**c**) were incubated with FITC-insulin (5 × 10^−5^ M) and vehicle or E2 (10^−8^ M), in the absence or presence of the selective ERα antagonist methyl-piperidino-pyrazone (MPP, 1 × 10^−5^M) or the PI3 kinase inhibitor LY294002 (5 × 10^−5^M) for 30 min, and insulin uptake was evaluated by fluorescence microscopy (**a**; HAEC, bar=50um) or by FITC-insulin uptake assay (**b**, **c**; HAEC and HSMEC, *n* = 8 and 12 wells of cells per treatment, respectively). **d** HAEC were grown in transwells to confluency, FITC-insulin was added to the upper chamber along with vehicle, E2, or E2 plus MPP, and the amount of insulin transcytosed to the lower chamber was evaluated after 30 min, *n* = 7 transwells per treatment. **e** The effect of LY294002 on E2-induced insulin transcytosis was also determined in HAEC, *n* = 6. **f** Parallel experiments were performed evaluating insulin transcytosis in HSMEC, evaluating the effect of E2 in the absence versus presence of MPP or LY294002, *n* = 6 transwells per treatment. **g** Skeletal muscle microvascular endothelial cells from male ERα^fl/fl^ and ERα^ΔEC^ mice were incubated with FITC-insulin and vehicle or E2 in the absence or presence of LY294002, and insulin uptake was evaluated by FITC-insulin uptake assay (upper panel, *n* = 11 wells of cells per treatment). ERα abundance was evaluated by immunoblotting (lower panel). **h**, **i** To determine whether non-nuclear ER activation is sufficient to activate insulin transcytosis in HAEC (**h**, *n* = 12 transwells per treatment) and HSMEC (**i**, n = 18 transwells per treatment), the effect of E2 was compared to that of the estrogen dendrimer conjugate (EDC) at equimolar concentrations of E2, and empty dendrimer (Den) served as control. Data are mean ± SEM. *P* values by one-way ANOVA with Tukey’s post-hoc testing (**b**, **f**, **g**, **i**), and Kruskal–Wallis with Dunn’s posthoc testing (**c**–**e**, **h**) are shown. Source data are provided as a Source Data file.

Demonstrating a requirement for PI3 kinase activation, we then determined if non-nuclear actions of endothelial ERα are sufficient to promote endothelial insulin transcytosis employing the estrogen dendrimer conjugate (EDC), which selectively activates non-nuclear ER^26^. In contrast to E2, EDC did not stimulate insulin transcytosis in either HAEC or HSMEC (Fig. 3h, i, Supplementary Fig. 5d, e). This observation is consistent with our prior demonstration in ovariectomized, HFD-fed female mice that EDC does not afford the protection from insulin resistance observed with E2 treatment^52^. Thus, both the initial step of insulin uptake and the capacity of endothelial cells to transcytose insulin are potently stimulated by endothelial ERα activation, and these processes require both nuclear and non-nuclear actions of the receptor, with the latter entailing PI3 kinase activation.

### Interrogating the endothelial ERα interactome and transcriptome

To further investigate the basis by which ERα in endothelial cells promotes insulin transport, we leveraged the observation that non-nuclear and nuclear actions of the receptor are required, and queried both sets of processes using non-biased approaches. Since non-nuclear ERα function in endothelial cells requires dynamic receptor interaction with other proteins^50^, we employed immunoprecipitation (IP) and liquid chromatography/tandem mass spectrometry (LC/MS-MS) to interrogate the ERα interactome in endothelial cells and how it is influenced by E2 (Fig. 4a, Supplementary Fig 6a). E2 treatment for 30 min caused both the recruitment and the dissociation of numerous proteins from the receptor. Supplementary Table 1 lists the 449 proteins recruited to ERα and the 214 proteins dissociated from the receptor upon E2 liganding. Pathway analysis using biological process terms from Gene Ontology analysis^53^ revealed that a number of the proteins disassociated from the receptor mediate processes in leukocytes, whereas a number of the proteins recruited to ERα are involved in cell export (Supplementary Fig. 6b, c). The findings regarding the ERα interactome in endothelial cells were compared to 3 available reports for ERα interacting proteins in MCF-7 breast cancer cells (Supplementary Table 2). They interrogated the ERα interactomes in MCF-7 cells involving extra-nuclear proteins^54,55^ or nuclear proteins^56^. When the combined findings in these reports are compared to the present observations for proteins disassociated from ERα in response to E2 in endothelial cells, the commonality includes proteins involved in membrane localization (Supplementary Fig. 6d, e); for proteins recruited to the receptor with E2 treatment in endothelial cells, the common proteins are involved in cytoskeletal organization (Supplementary Fig. 6f, g).

**Fig. 4:**
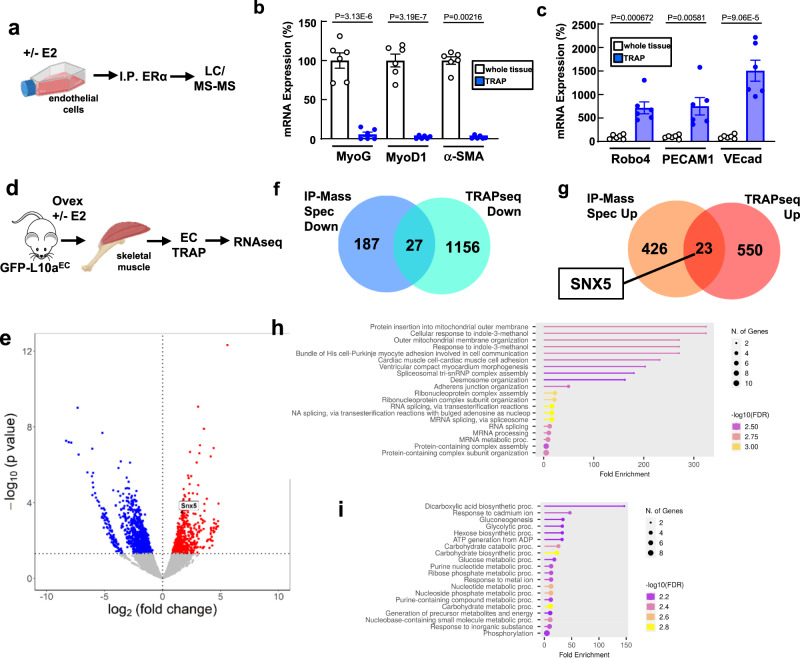
Interrogating non-nuclear and nuclear ERα functions in endothelial cells. **a** Schematic for IP-mass spec experiment in cultured endothelial cells. Created by BioRender.com. **b**, **c** Establishment of TRAPseq strategy in skeletal muscle microvascular endothelium. Skeletal muscle was harvested from GFP-L10a^EC^ mice, total RNA was isolated (whole tissue), ribosome-bound RNA was isolated from endothelium (TRAP), and Q-RT-PCR was done to detect (**b**) the skeletal muscle-specific genes myogenin (MyoG), myosin D1 (MyoD1) and α-smooth muscle myosin (α-SMA), and (**c**) the endothelium-specific genes roundabout (Robo), PECAM-1 and VECad. In (**b**, **c**) values are mean ± SEM, *n* = 6 mice, and *p* values by two-sided Student’s *t* test are shown. **d** TRAPseq was performed on skeletal muscle endothelial cells from ovariectomized female mice treated with vehicle versus E2 for 4 weeks. Created by BioRender.com. **e** Volcano plot for TRAPseq findings for E2 downregulation and upregulation of gene translation in skeletal muscle microvascular endothelial cells in vivo in mice. **f** Venn diagram of proteins which disassociate from ERα (IP-mass spec) in cultured endothelial cells in response to E2 and genes whose translation is downregulated by E2 in skeletal muscle endothelial cells in vivo (TRAPseq, *p* ≤ 0.05). **g** Venn diagram of proteins recruited to ERα (IP-mass spec) in cultured endothelial cells in response to E2 and genes whose translation is upregulated by E2 in skeletal muscle microvascular endothelial cells in vivo (TRAPseq, *p* ≤ 0.05). **h**, **i** Pathway analyses of the intersection of proteins disassociated from ERα and genes whose translation is downregulated by E2 (**h**), and of the intersection of proteins recruited to ERα and genes whose translation is upregulated by E2 (**i**). Gene ontology (biological processes) gene sets are listed and fold enrichment ratios are shown for the top 20 pathways based on the false discovery rate ≤0.05. Source data are provided as a Source Data file.

To query the nuclear actions of the E2/ERα tandem that promote microvascular endothelial insulin transport in skeletal muscle, we interrogated the translatome in mouse skeletal muscle microvascular endothelial cells in vivo. Translating ribosome affinity purification (TRAP) followed by RNA-seq (TRAPseq) was performed in mice expressing a GFP-tagged version of the ribosomal protein L10a selectively in endothelial cells (GFP-L10a^EC^). To establish the approach, skeletal muscle (gastrocnemius and soleus) was harvested from the GFP-L10a^EC^ mice, total RNA was isolated from the muscle, and TRAP RNA was purified from the muscle endothelium by anti-GFP immunoprecipitation. Q-RT-PCR revealed that whereas RNAs for the myocyte-specific genes myogenin (MyoG), myosin D1 (MyoD1) and alpha-smooth muscle actin (α-SMA) were enriched in the whole tissue and not in the TRAP RNA (Fig. 4b), RNAs for the endothelium-specific genes roundabout (Robo), PECAM-1, and VECad were highly enriched in the TRAP RNA (Fig. 4c). E2 modulation of gene translation in the skeletal muscle microvascular endothelium was then interrogated by TRAPseq in the skeletal muscle of ovariectomized female GFP-L10a^EC^ mice treated with E2 for 4 weeks (Fig. 4d). 

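In GFP-L10a EC mice, endothelial cells make a GFP-tagged ribosomal protein, so that an anti-GFP antibody retrieves their ribosomes together with the RNAs being translated. The libraries came from TRAP RNA of gastrocnemius and soleus muscle of mice given vehicle or E2 pellets (6 µg per day) for 4 weeks. There were 3 libraries from vehicle-treated mice and 3 from E2-treated mice. Each library is labelled with the numbers of 2 mice, whereas the paper gives 6 biological replicates per group, and the replicate in the comparisons of E2 with vehicle is the library. The paper states that ovariectomy was done at 6 weeks of age and that libraries were made with a ribosome profiling kit. The sample labels give mice of 4 weeks of age and a stranded total RNA kit. The authors mapped the reads to the mouse genome (mm10) with STAR and counted them per gene with featureCounts, and they deposited whole-number counts for 24062 genes without normalization. Whether the counting used the strand of the reads is not given in the sources used here. The counts summed to 288838, 451034 and 84823 in vehicle replicates 1, 2 and 3 (median 288838) and to 125932, 198537 and 201010 in E2 replicates 1, 2 and 3 (median 198537). The paper gives 30 to 40 M reads sequenced per library, and the values here rest on the counts on genes. The ribosomal RNA gene Rn45s held between 28.5% and 42.9% of the counts of a library, and 14057 genes had a count in any library. In vehicle replicate 3, 1 count corresponds to 11.8 CPM (counts scaled to a library total of 1 M), and in vehicle replicate 2 to 2.22 CPM. A list of skeletal muscle fiber genes summed to between 76872 and 129394 CPM in a library, and a list of endothelial genes to between 175 and 1246 CPM. No library of whole muscle was analysed, so enrichment of endothelial RNA cannot be judged here. A change between these libraries need not be a change in endothelial cells.

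Differential expression was computed with edgeR's quasi-likelihood test after TMM normalization. It covered the 1682 genes that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment over these genes. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1. Across the genes tested, Pearson's r of log2(CPM + 1) was 0.949 between vehicle replicates 1 and 2, and 0.569 and 0.575 between these and vehicle replicate 3. Vehicle replicate 3 had an r between 0.676 and 0.768 with the E2 libraries, which had an r between 0.797 and 0.873 among themselves. Over all genes with a count, vehicle replicate 3 had an r of 0.649 and 0.666 with vehicle replicates 1 and 2. With E2 replicates 1, 2 and 3 it was then 0.651, 0.662 and 0.645. These correlations are across genes, which are not independent replicates. No pair of libraries differed by less than the sampling noise (lowest chi-square per degree of freedom 2.89). Transcripts of 4 Y-linked genes had 40 counts in vehicle replicate 1, 63 in vehicle replicate 2 and 0 in each of the other 4 libraries, although all mice are described as female.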

As is shown in the volcano plot in Fig. 4e, the translation of a large number of genes was downregulated or upregulated in the skeletal muscle microvascular endothelium in response to E2 treatment. 

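At an adjusted p below 0.05 in edgeR's quasi-likelihood test, 50 genes were lower and 42 were higher with E2. Vehicle replicates 1 and 2 alone held Y-linked transcripts. They also held 453 and 691 counts of pancreatic acinar genes, against 1 to 4 in the other libraries. What sets these libraries apart and an effect of E2 cannot be separated by these calls. At the paper's own threshold, an unadjusted p of 0.05 or less with an average log2 CPM of 0 or more, there were 254 lower and 177 higher genes. All 1682 genes tested had an average log2 CPM above 0, so that part of the threshold removed no gene. Without the filter on low counts, 957 lower and 459 higher genes passed the same threshold. The paper does not name which of edgeR's tests it used. A likelihood ratio test without the filter, chosen after seeing the paper's values, gave 1202 lower and 706 higher genes, the sizes of the paper's lists. The vehicle and E2 libraries did not overlap for 38 of the 50 lower and 41 of the 42 higher genes. These genes were called on the same libraries, so no chance value applies to them. Among all genes tested, 361 (21.5%) had no overlap, where chance gives 10%. The counts rose most when vehicle replicate 3 was left out, after which 526 genes were lower and 477 higher at an adjusted p below 0.05. With 10 counts required in every library, which left 578 genes, the same test called 0 lower genes (89 at the paper's threshold) and 11 higher ones. With any other library left out, between 2 and 11 genes were lower and between 6 and 15 were higher. Setting vehicle replicates 1 and 2 with E2 replicate 3 against the rest gave 417 genes at the paper's threshold, where the real split gave 431. At the adjusted p it gave 0 genes, where the real split gave 92.

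**Figure D1:**
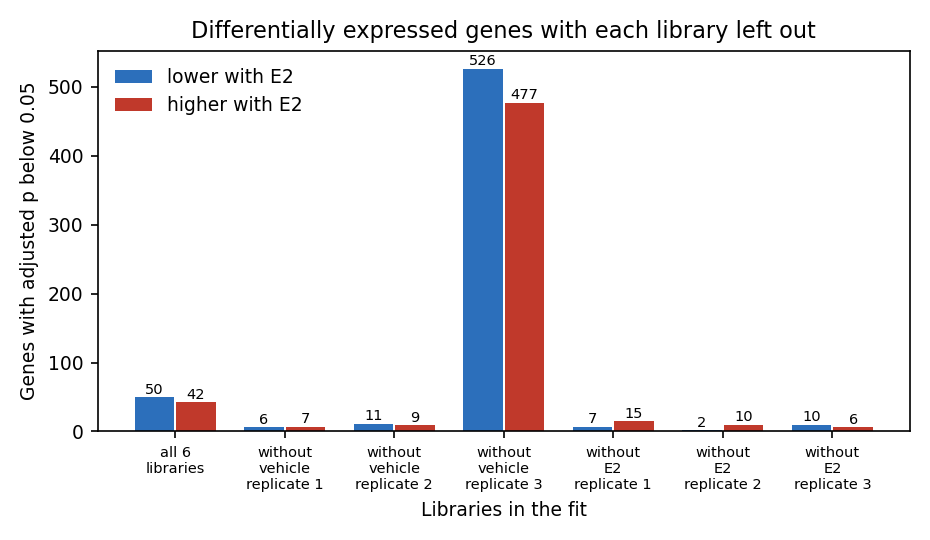
Number of genes with an adjusted p below 0.05 in edgeR's quasi-likelihood test (vertical axis) for all 6 libraries and with each library left out in turn (horizontal axis). Blue bars are genes lower with E2 and red bars are genes higher with E2, and without vehicle replicate 3 they reach 526 and 477.

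Among genes called at the adjusted p whose libraries did not overlap between the groups, the lowest log2 fold change was that of Hoxa7 (-3.46, standard error 0.62, adjusted p = 0.00767 from edgeR's quasi-likelihood test). Safb, Cyb5b, Sf3b2, Ptms and Hnrnpul2 followed with log2 fold changes of -2.98, -2.80, -2.72, -2.67 and -2.51. The highest was that of the long noncoding RNA Gm12505, on chromosome 4 of mm10 from 55410443 to 55418842, with a log2 fold change of 5.57 (standard error 0.71, adjusted p = 0.000408 from the same test). It had 56, 90 and 78 counts in the vehicle libraries and 2223, 1937 and 5193 in the E2 libraries. B430319G15Rik, Adarb2, Cmah, 4931440P22Rik and Eif3i followed with 3.74, 3.28, 3.24, 3.19 and 3.08. Each of these 12 genes kept its direction under every alternative in which it was tested, and most of them were not tested when 10 counts were required in every library. With 1 library left out, the adjusted p rose to 0.05 or more at least once for each of the 6 lower genes and for Adarb2 and Cmah, and it stayed below 0.05 for Gm12505, B430319G15Rik, 4931440P22Rik and Eif3i. Exons of 4931440P22Rik overlap Tiparp on the opposite strand. From the volcano plot, the paper states that E2 down- or upregulated the translation of a large number of genes.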

Genes demonstrating upregulated and downregulated translation are listed in Supplementary Table 3, along with their human homologs. 

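Supplementary Table 3 of the paper lists 1202 downregulated and 706 upregulated mouse genes, of which 1185 and 697 are found under the same symbol in the counts. Over the 6 libraries together, the median gene of the downregulated list had 38 counts and that of the upregulated list had 15. Fewer than 10 counts were present in all for 202 (17.0%) of the downregulated and 260 (37.3%) of the upregulated genes. The E2 libraries lay below all vehicle libraries for 547 (46.2%) of the former and above them for 344 (49.4%) of the latter. The filter on low counts left 287 and 163 of the listed genes to be tested, and all of these had the direction the paper lists. Of them, 252 downregulated and 154 upregulated genes had an unadjusted p of 0.05 or less in edgeR's quasi-likelihood test, and 49 and 42 had an adjusted p below 0.05. The study drew its lists from these libraries, so neither the shared direction nor these counts are independent evidence.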

TRAPseq on muscle microvascular endothelium will also be useful in other paradigms in mice in which muscle endothelial insulin transport is altered, such as in the setting of insulin resistance caused by diet-induced obesity^48^.

Next, we pursued the concept that genes upregulated by E2 whose gene products are recruited to E2-liganded ERα in endothelial cells may reveal those involved in the promotion of endothelial insulin transport, and merged the findings by IP-LC/MS-MS and TRAPseq. The overlap of E2-downregulated ERα-interacting proteins and transcripts identified 27 genes (Fig. 4f, h and Table 1), some of which are involved in mRNA processing. Conversely, with E2 treatment there were 23 proteins recruited to ERα whose gene translation was also increased by E2 (Fig. 4g, i, and Table 1). 

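All 27 genes of Table 1 with lower translation were found in the counts, with 7 to 1223 counts each over the 6 libraries (median 59). Of these, 7 passed the filter on low counts, all with a log2 fold change below 0, between -2.31 and -0.84. At an unadjusted p of 0.05 or less there were 4, namely Asph (-1.21), Col4a2, Ctnnb1 (-1.29) and Luc7l3 (-1.10), and there were 2 without vehicle replicate 1 or E2 replicate 2 and 12 without vehicle replicate 3. Only Col4a2 passed the adjustment over all genes tested (log2 fold change -2.31, standard error 0.53, adjusted p = 0.0215 from edgeR's quasi-likelihood test), and 3 passed when adjusted over the list alone. The study chose this list on these libraries, so the latter count is not independent evidence. The adjusted p of Col4a2 was between 0.0583 and 0.168 with any library but vehicle replicate 3 left out, 2.56e-05 without vehicle replicate 3 and 0.0676 with limma-voom. Col4a2 had 68, 108 and 6 counts in the vehicle libraries and 6, 7 and 5 in the E2 libraries. Exons of Asph and of Ctnnb1 overlap a gene on the opposite strand. Among the genes for mRNA processing, Luc7l3 had 439 counts in all and its adjusted p was 0.163 (standard error 0.49). Prpf31, Prpf6, Snrnp200, Rbm39, Tra2b and Upf2 had between 20 and 71 counts in all and were too low to be tested. For 13 of the 27 genes, all E2 libraries lay below all vehicle libraries, and some of these libraries had counts of 0 or 1. This share cannot be set against the 10% that chance gives, since the study chose the list on these libraries.

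The proteins that left ERα in the presence of E2 number 214 in Supplementary Table 1 of the paper. Of these, 29 had a gene among the 1682 tested and 4 were among the 254 genes with lower translation, where independent lists would share 4.38 (Fisher's exact test, one-sided, p = 0.659). Without the filter on low counts, 23 were shared with the lower genes, where independent lists would share 10.6 (Fisher's exact test, one-sided, p = 3.27e-04). Random gene lists matched on abundance shared a median of 15 there, and 2.19% of them shared as many.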

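The 23 genes of Table 1 with higher translation had between 3 and 372 counts over the 6 libraries (median 34). The filter left 6 of them, all with a log2 fold change above 0, between 1.23 and 2.14. Each of the 6 had an unadjusted p of 0.05 or less, 2 passed the adjustment over all genes tested, and 6 passed when adjusted over the list alone, which the study chose on these libraries. Without vehicle replicate 1, 3 genes of the list had an unadjusted p of 0.05 or less. C3 had the largest change (log2 fold change 2.14, standard error 0.49, adjusted p = 0.0222 from edgeR's quasi-likelihood test), with 10, 35 and 2 counts in the vehicle libraries and 16, 54 and 41 in the E2 libraries. Its adjusted p was 0.161 without vehicle replicate 1, 0.0966 without E2 replicate 2 and 0.0862 without E2 replicate 3, and stayed below 0.05 with any other library left out. Slc3a2 had a log2 fold change of 1.28 (standard error 0.44, adjusted p = 0.0794 from the same test). The libraries of the groups did not overlap for 10 of the 23 genes, and for some of them, such as Uqcrc2, this rests on a count of 0. As the list was chosen on these libraries, chance is not a fair comparison for this share. Gstp2 and Prps1l1 had 3 counts each in all, and 0 in the vehicle libraries.

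Supplementary Table 1 of the paper lists 449 proteins recruited to ERα with E2, and 76 of their genes were tested. Among the 177 genes with higher translation there were 7 of them, C3, Gapdh, Got1, Naca, Slc3a2, Snx5 and Tpi1, where independent lists would share 8.00 (Fisher's exact test, one-sided, p = 0.706). Without the filter there were 16, where independent lists would share 12.2 (Fisher's exact test, one-sided, p = 0.167), and 53.3% of random lists matched on abundance shared as many. The paper merges the protein and translation data, and proposes that genes upregulated by E2 whose products are recruited to ERα may reveal those that promote endothelial insulin transport.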

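Among the metabolic enzymes of this list, Gapdh, an enzyme of glycolysis, had 28, 93 and 13 counts in the vehicle libraries and 23, 104 and 111 in the E2 libraries (log2 fold change 1.63, standard error 0.51, adjusted p = 0.0663 from edgeR's quasi-likelihood test). Exons of Gapdh overlap Iffo1 on the opposite strand. Tpi1, of the same pathway, had a log2 fold change of 1.75 (standard error 0.69, adjusted p = 0.125 from the same test), and the aspartate aminotransferase gene Got1 had one of 1.23 (standard error 0.51, adjusted p = 0.133). In each of these 3 genes the vehicle and E2 libraries overlapped. Without vehicle replicate 3, the adjusted p was 0.00139 for Gapdh, 0.00206 for Tpi1 and 0.00363 for Got1. With any other library left out it was above 0.05 for all 3 genes and rose to 0.336 for Gapdh (without vehicle replicate 1) and, without vehicle replicate 2, to 0.522 for Tpi1 and 0.694 for Got1, whose log2 fold change was then 0.70. Pgk1 had 54 counts, Gyg 13 and Uqcrc2 6 in all, too few to be tested. All E2 libraries lay above all vehicle libraries for Pgk1 and not for Gyg. Uqcrc2 had 0 counts in each vehicle library and 1, 2 and 3 in the E2 libraries, too few to order the groups.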

Interestingly these included a number involved in metabolic processes.

**Table 1:** Proteins disassociated from ERα whose gene translation is decreased, and proteins recruited to ERα whose gene translation is upregulated in response to E2

Disassociated proteins and downregulated genes	Recruited proteins and upregulated genes
Acsl3	Actg1
Asph	Arcn1
Col3a1	Arpc1a
Col4a2	C3
Ctnnb1	Eif2s3x
Cyb5r3	Gapdh
Dsp	Got1
Epha4	Gstp2
Gna11	Gyg
Hmgn5	Hspb1
Hsp90aa1	Mapk1
Immt	Pcna
Jup	Pebp1
Lmo7	Pgk1
Luc7l3	Prps1l1
Myh9	Psma5
Pex14	Rac2
Ppm1g	Slc25a12
Prpf31	Slc3a2
Prpf6	Snx5
Rbm39	Ssr3
Samm50	Tpi1
Snrnp200	Uqcrc2
Stt3b	
Sub1	
Tra2b	
Upf2	

### ERa promotes endothelial insulin transport via coupled nuclear and non-nuclear actions on SNX5

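Snx5 (ENSMUSG00000027423.15) lies on the minus strand of chromosome 2 of mm10, from 144250123 to 144270906. In the GENCODE annotation (mouse release M21), its exons overlap those of Mgme1, on the plus strand, by 206 bases. The small nucleolar RNA gene Snord17 lies within it on the same strand as Snx5. The exons that the authors counted on may differ from these. Where the exons overlap, reads of Mgme1 could not be told apart from those of Snx5 unless the counting used the strand. If reads were counted on the strand opposite to their gene, the counts listed for Snx5 would be reads from the plus strand. Mgme1 had 1 count in all. Snx5 had 6, 13 and 2 counts in the vehicle libraries and 11, 17 and 15 in the E2 libraries. Its level was 24.4 ± 4.09 CPM (SD, n = 3) with vehicle and 82.5 ± 6.90 CPM (SD, n = 3) with E2. The log2 fold change was 1.84 (standard error 0.49, adjusted p = 0.0380 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every E2 library lay above every vehicle library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The 95% Poisson intervals, which cover counting error only, reached from 7.62 to 45.2 CPM in vehicle replicate 1, from 15.3 to 49.3 in vehicle replicate 2 and from 2.86 to 85.2 in vehicle replicate 3. In the E2 libraries they began at 43.6, 49.9 and 41.8 CPM.

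**Figure D2:**
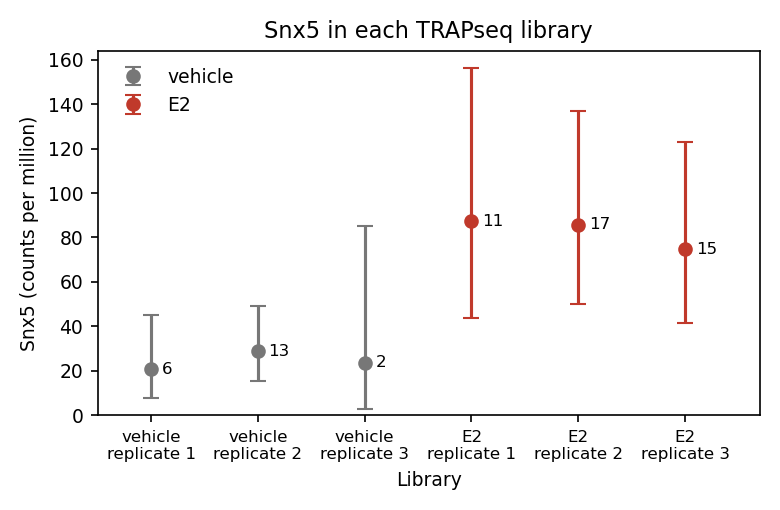
Snx5 in each TRAPseq library (horizontal axis) in CPM (vertical axis), with vehicle in grey and E2 in red. Bars are exact 95% Poisson intervals for counting error, the number beside each point is the count, and the E2 libraries (74.6 to 87.3 CPM) lie above the vehicle libraries (20.8 to 28.8 CPM).

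With each library left out in turn, the log2 fold change stayed between 1.68 and 2.06. The adjusted p then lay between 0.0995 and 0.257, except without vehicle replicate 3, where it was 0.00202. Under the other alternatives in which Snx5 was tested, the adjusted p ranged from 0.00204 to 0.178, and the gene was not tested when 10 counts were required in every library. Of the related genes, Snx1 had 4, Snx2 had 29 and Snx6 had 7 counts in all, and none passed the filter on low counts. Snx2 went the other way, with 6, 22 and 0 counts in the vehicle libraries and 0, 0 and 1 in the E2 libraries (exact permutation test, two-sided, p = 0.4). Without a filter, its adjusted p was 0.0876 in edgeR's likelihood ratio test, in a setting chosen after seeing the data.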

As highlighted in Fig. 4g, one of the 23 endothelial genes with increased translation by TRAPseq and increased gene product recruitment to ERα by LC/MS-MS in response to E2 was sorting nexin 5 (SNX5). SNX5 is a member of the SNX protein family of cytoplasmic and membrane-associated proteins that mediate vesicular trafficking of plasma membrane proteins^57–59^. Immunoblotting of the anti-ERα coimmunoprecipitated proteins from HAEC subjected to LC/MS-MS displayed SNX5 following cell treatment with E2 (Fig. 5a). Independent co-immunoprecipitation studies demonstrated parallel E2 promotion of ERα-SNX5 interaction in HAEC and HSMEC (Fig. 5b, c), and E2-induced upregulation of SNX5 expression was directly demonstrated in both HAEC and HSMEC (Fig. 5d, e). In addition, E2 enhancement of SNX5 gene translation in vivo in the skeletal muscle microvascular endothelium was shown by QPCR on TRAP RNA (Fig. 5f). To determine if nuclear actions of ERα mediate the upregulation of SNX5 expression by E2, experiments were performed in HAEC in which endogenous ERα was replaced with either wild-type ERα (WT) or two mutant forms of ERα with altered nuclear function (Fig. 5g). Whereas reconstitution with WT ERα caused a return of SNX5 upregulation in response to E2, upregulation did not occur in cells harboring mutant ERα lacking nuclear localization signals 2 and 3 (ERαΔ250-274) or the DNA binding domain (ERαΔ185-251)^60,61^. These findings are consistent with the observations made using the nonbiased approaches, confirming that the activation of ERα increases both SNX5 expression through nuclear actions of the receptor and SNX5 interaction with the receptor in endothelial cells.

**Fig. 5:**
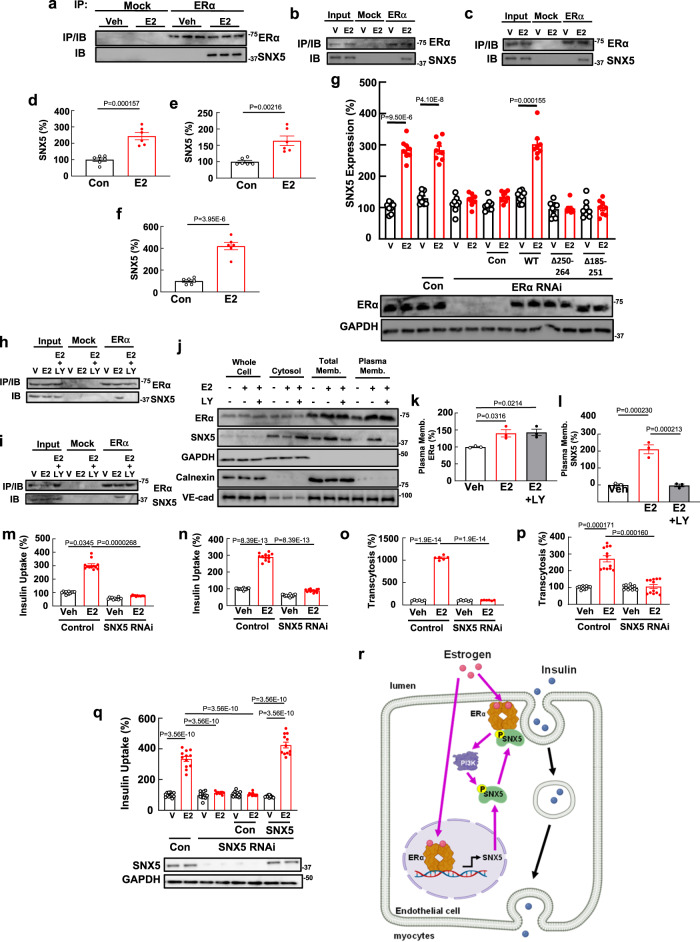
ERα promotion of endothelial insulin transport requires sorting nexin 5 (SNX5). **a** HAEC were treated with vehicle (Veh) or E2 and co-immunoprecipitation was performed with mock IgG or anti-ERα antibody to yield samples subjected to LC/MS-MS (*n* = 3). Immunoblots for ERα and SNX5 are shown. **b**, **c** E2 upregulation of ERα-SNX5 interaction in HAEC (**b**) and HSMEC (**c**). **d**, **e** E2 upregulation of SNX5 expression in HAEC (**d**) and HSMEC (**e**), with *n* = 6 wells/treatment. **f** E2 increases SNX5 gene translation in skeletal muscle endothelial cells in vivo in mice. *N* = 6 mice per treatment. **g** E2/ERα upregulation of SNX5 requires nuclear ERα action. E2 effect on SNX5 expression in HAEC was determined before and after ERα knockdown and reconstitution with empty vector control (Con), wild-type ERα (WT), ERαΔ250-274 or ERαΔ185-251. *N* = 8 wells/ group. Lower panel displays ERα knockdown and reconstitution by immunoblotting. **h**, **i** ERα interaction with SNX5 in HAEC (**h**) and HSMEC (**i**), and effect of E2 in the absence or presence of LY294002. **j**–**l** E2-stimulated, PI3 kinase-dependent recruitment of SNX5 to the plasma membrane. Representative immunoblots are shown (**j**), and plasma membrane-associated ERα and SNX5 abundance is expressed relative to VE-cadherin (**k** and **l**, respectively, *n* = 3 wells/treatment). **m**–**p** E2 stimulation of insulin uptake (**m**, **n**, *n* = 12 wells/group) and transcytosis (**o**, **p**, *n* = 6 and 12 wells/group, respectively) by HAEC (**m**, **o**) and HSMEC (**n**, **p**), in cells expressing versus lacking SNX5. **q** Effect of E2 on insulin uptake in HAEC following SNX5 knockdown and reconstitution with empty vector control (Con) or wild-type SNX5. *N* = 12 wells/group. Lower panel displays SNX5 knockdown and reconstitution by immunoblotting. Data are mean ± SEM, and *p* values by two-sided Student’s *t* test (**d**, **f**, **g**), Mann–Whitney testing (**e**, **g**), one-way ANOVA with Tukey’s post-hoc testing (**k**, **l**, **q**), and Kruskal–Wallis testing with FDR method of Benjamini and Hochberg (**m**) or Dunn’s post hoc testing (**n**–**p**) are shown. **r** E2 and ERα promote skeletal muscle microvascular endothelial cell insulin transcytosis through coupled nuclear and non-nuclear receptor actions on SNX5. The non-nuclear processes entail PI3 kinase-dependent recruitment of SNX5 to the plasma membrane and to ERα. Created by BioRender.com. Source data are provided as a Source Data file.

SNX5 and related SNX family members contain a phosphoinositide-binding Phox (or PX) domain which binds PIP3 to mediate SNX5 localization to membranes^62^. Recognizing that E2 liganding of ERα in endothelial cells activates PI3 kinase^50^, and having found that E2 stimulation of endothelial cell insulin transport is PI3 kinase-dependent (Fig. 3b, c, e–g), we determined if PI3 kinase participates in the modulation of SNX5 in endothelium by the E2-ERα tandem. LY294002 treatment prevented E2 promotion of ERα-SNX5 interaction in both HAEC and HSMEC (Fig. 5h, i), in response to E2 both ERα and SNX5 were recruited to the plasma membrane, and the SNX5 trafficking required PI3 kinase (Fig. 5j–l). As such, the requirement for PI3 kinase stimulation in E2-related enhancement of endothelial insulin transport likely reflects the role of the kinase in SNX5 recruitment to the plasma membrane and to ERα. In addition, RNAi was employed to determine if there is a requirement for SNX5 in E2 stimulation of endothelial cell insulin transport in HAEC and HSMEC. Importantly, the knockdown of SNX5 did not alter insulin receptor or insulin receptor substrate-1 expression in endothelial cells, as was previously observed in renal proximal tubule cells (Supplementary Fig. 7a–c, e–g)^63^. Since insulin receptor substrate-2 in endothelial cells is critical to insulin transport^64^, its expression was also assessed and it was unchanged by SNX5 knockdown (Supplementary Fig. 7a, d, e, h). However, the loss of SNX5 fully attenuated E2-stimulated insulin uptake and transcytosis in both HAEC and HSMEC (Fig. 5m–p). Since insulin transcytosis requires its endocytosis, the combined findings likely indicate that the primary process modulated by the coupling of ERα to SNX5 is insulin endocytosis. Finally, SNX5 reconstitution studies demonstrated that the loss of E2-stimulated insulin uptake with SNX5 silencing is not due to off-target effects of SNX5 RNAi (Fig. 5q). Thus, SNX5 is a linchpin that couples ERα to endothelial cell insulin transport (Fig. 5r), providing the molecular underpinnings of the first demonstration of a steroid hormone receptor promoting a transcytotic process.

## Discussion

Serving as both a transcription factor and an initiator of non-nuclear signaling in response to estrogens^20,65^, it is well recognized that ERα in endothelial cells modulates angiogenesis and inflammation^26–28^. Since angiogenesis and inflammation greatly influence mechanisms in adipose tissue and adipose impact on glucose homeostasis^24,25^, in our interrogation of endothelial ERα impact on metabolism, it was surprising to find a lack of effect of endothelial ERα on adipose tissue. Instead, we discovered that endothelial ERα promotes glucose tolerance by enhancing insulin delivery to skeletal muscle and thereby increasing glucose disposal. We further found that this is not related to impact on insulin-induced capillary recruitment or blood flow in muscle, or changes in skeletal muscle capillary endothelium vesicle structure. Alternatively, the transcytosis of insulin across skeletal muscle endothelial cells is potently stimulated by E2 activation of endothelial ERα. The contribution of this process to the anti-diabetic properties of E2 is substantial, as endothelial ERα deletion fully negated the antidiabetic actions of the hormone in HFD-fed ovariectomized female mice.

Springboarding from the findings of non-biased interrogation of the ERα interactome and translatome in the endothelium, it was further revealed in cell culture that ERα governance of endothelial insulin transport requires coupled nuclear and non-nuclear actions on sorting nexin 5 (SNX5). SNX5 is a member of the SNX protein family of cytoplasmic and membrane-associated proteins that mediate vesicular trafficking of plasma membrane proteins^57–59^. We show that in order for the E2-ERα tandem to enhance endothelial insulin transport, ERα must serve as a transcription factor upregulating SNX5 expression and also as a means of PI3 kinase activation, which targets SNX5 to join ERα on the plasma membrane. We have determined that SNX5 knockdown attenuates both E2-stimulated insulin uptake and transcytosis. Since the process of transcytosis requires insulin uptake, these combined findings likely indicate that the SNX5-ERα complex regulates insulin endocytosis.

Similar to the SNX5-related mechanisms revealed in cell culture, there are now two sets of observations that begin to address the participation of both nuclear and non-nuclear processes involving ERα promotion of insulin sensitivity in vivo. In prior work, we demonstrated that non-nuclear ER activation alone with EDC in ovariectomized, HFD-fed female mice does not afford the protection from insulin resistance observed with E2 treatment^52^. In the present work, we demonstrate that the translation of the SNX5 gene is increased by E2 in the skeletal muscle microvascular endothelium in vivo (Fig. 5f). Thus, the nuclear ERα action found to be critical to endothelial insulin transport in culture is relevant in vivo, and non-nuclear ERα action is insufficient in vivo.

Along with deepening our understanding of the metabolic actions of estrogens, the present work identifies a physiologic process that promotes endothelial insulin transport to skeletal muscle to foster normal glucose homeostasis. The present discoveries further raise the possibility that therapeutic strategies can be developed which will combat type 2 diabetes by enhancing endothelial cell insulin transport, thereby increasing insulin delivery and ultimately glucose disposal in skeletal muscle.

## Methods

### Mouse models

Mice with endothelial cell-specific deletion of ERα (ERα^ΔEC^) were generated by crossing ERα floxed mice (ERα^fl/fl^)^66^ with vascular endothelial cadherin promoter-driven Cre mice (VECad-Cre)^29,67^. Cre-negative ERα^fl/fl^ mice served as controls. To assess the efficiency and cell-specificity of ERα deletion from endothelial cells in vivo, primary endothelial cells were cultured from mouse aorta as previously described^68^, and then further purified using rat anti-mouse CD31 (1:500, ThermoFisher cat. No. RM5200) and covalently bound sheep anti-rat IgG on magnetic beads (Dynabeads, ThermoFisher). Myeloid lineage cells were purified from bone marrow using biotinylated rat anti-mouse Mac-1 antibody (1:200, BD Biosciences cat. No. 557395), streptavidin particles (BD Biosciences), and Easysep kits (STEMCELL Technologies)^68^. RNA was isolated from the endothelial cells or myeloid lineage cells, and quantitative RT-PCR for mouse ERα was performed, expressing steady-state ERα transcript levels relative to mouse hypoxanthine guanine phosphoribosyl transferase (HPRT) endogenous control^52^, and then normalized to abundance in Cre negative ERα^fl/fl^ mice. Quantitative RT-PCR TaqMan assay information is provided in Supplementary Table 4.

Experiments were performed in both male and female mice. The mice were housed at 23 °C with light cycles of 12 h of light beginning at 6:00am and 12 h of dark beginning at 6:00 pm, humidity was 30-70%, and food and H_2_O were provided ad libitum. Beginning at 5 weeks of age, the males received a standard chow (Harlan Teklad 2016, 12% calories from fat) and the females received a high-fat diet (HFD; Harlan Teklad TD88137, 42% calories from fat, 0.2% cholesterol) for 12 weeks. The females also underwent ovariectomy at 6 weeks of age, at which time treatment was initiated with vehicle or E2 at 6 ug/d using subcutaneously implanted pellets (Innovative Research of America). Effective loss of endogenous estrogen action versus successful E2 delivery was confirmed at the time of euthanasia by measurement of uterine wet weights.

Additional experiments were performed in female mice to evaluate the effects of E2 on actively translated genes in the skeletal muscle microvascular endothelium. This was accomplished by crossing mice in which the Rosa26 locus has been targeted with a construct containing a floxed stop codon and GFP-*Rpl10a*, which encodes the ribosomal protein L10a with a GFP tag (Rosa26^fsTRAP^)^69^, with VECad-Cre mice to enact endothelial cell-specific expression of GFP-L10a (designated GFP-L10a^EC^). The female GFP-L10a^EC^ mice were ovariectomized at 6 weeks of age and treated with vehicle versus E2 pellets as described above for 4 weeks. All animals were treated and cared for in accordance with the Guide for the Care and Use of Laboratory Animals [National Institutes of Health (NIH), Revised 2011], and the Institutional Animal Care and Use Committee of the University of Texas Southwestern Medical Center approved all experiments.

### Evaluation of adiposity

Fat mass and lean body mass were determined by NMR (Minispec NMR Analyzer; Bruker). In select experiments, at the time of euthanasia subcutaneous white adipose tissue (WAT) was quantified by determining the weight of the inguinal fat pad, and visceral WAT was quantified by determining the weight of the gonadal fat pad^70^.

### Evaluation of glucose homeostasis

Following fasting for 4–6 h, glucose tolerance tests (GTT) and insulin tolerance tests (ITT) were performed in response to an IP injection with D-glucose (1 g/kg BW) or insulin (1unit/kg BW), respectively^71^. Tail vein blood samples were obtained at the indicated times for plasma glucose measurement by glucometer (ONE TOUCH Ultra2, Johnson & Johnson). In select studies, homeostasis model assessment of insulin resistance (HOMA-IR) was determined as previously described to assess relative insulin sensitivity^70^, or hyperinsulinemic-euglycemic clamps were performed using our established approach^48,71^. In brief, in the clamps hyperinsulinemia was initiated with a primed continuous infusion of insulin (20 mU/kg/min), while a variable infusion of 50% dextrose and monitoring of blood glucose every 5 min by glucometer allowed for the achievement of a targeted blood glucose level between 115-125 mg/dl. The glucose infusion rate was calculated. To evaluate pancreatic insulin secretion, mice fasted for 16 h were administered an IP injection of D-glucose (3 g/kg BW), and plasma samples were obtained at baseline and 2, 5, 15, and 30 min post-injection. Plasma insulin concentrations were determined by ELISA (Crystal Chem Inc. #90080 Ver. 15)^71^. To evaluate relative hepatic insulin sensitivity by assessing hepatic gluconeogenesis, pyruvate tolerance tests (PTT) were performed. Mice were fasted for 4 h, and changes in plasma glucose were evaluated over 120 min following an IP injection of pyruvate (2 g/kg body weight)^70^.

### Quantitative real-time PCR for adipose genes

RNA from inguinal (subcutaneous WAT) and gonadal (visceral WAT) fat pads was isolated using RNAzol RT reagent (Sigma) according to the manufacturer’s instructions, and cDNA was generated from 2 µg total RNA using the High Capacity RNA-to-cDNA Kit (Applied Biosystems). Flk1, PECAM-1, F4/80, CD11, IL-6, and TNFα gene expression was evaluated by quantitative RT-PCR as previously described (Supplementary Table 4)^72^. HPRT expression was assessed in parallel to indicate total RNA abundance, and relative expression was determined by the 2^−∆∆CT^ method and is reported normalized to the abundance of the transcript in the control group samples.

### Skeletal muscle glucose uptake, insulin signaling, and insulin delivery

Skeletal muscle glucose uptake was measured in vivo as previously reported^73,74^. Briefly, fasted mice were injected IP with 2-deoxy-[^3^H]glucose ([^3^H]-2-DOG, Amersham; 2 g/kg; 10 µCi/mouse) mixed with dextrose (20%), and blood glucose was measured at 0–90 min. The glucose-specific activity (disintegrations/min/µmol) was calculated by dividing the radioactivity by the glucose concentration, and the area under the curve (AUC) was integrated for the duration of the experiment (90 min). Skeletal muscle (soleus and gastrocnemius) was harvested at 90 min, and the specific accumulation of [^3^H]-2-DOG was calculated by dividing the radioactive counts (disintegrations/min) by the integrated glucose-specific activity (AUC) and the sample protein content (Bradford assay, Bio Rad Laboratories).

To evaluate skeletal muscle insulin delivery and signaling to Akt, fasted mice received tail vein injections with vehicle (saline) or bovine insulin (1 unit/kg BW), 5 min later the soleus and gastrocnemius were harvested and homogenized in PBS, and protein content was quantified (Bradford, BioRad). Phosphorylated Akt and total Akt were detected by immunoblotting using anti-phospho-Akt (S473,1:1000, Cell Signaling cat. No. 9271), anti-Akt (1:1000, Cell Signaling cat. No. 9272) and anti-GAPDH antibodies (1:2500, Santa Cruz Biotech cat. No. 47724). Insulin abundance was measured by ELISA (Crystal Chem Inc. cat. No. 90095). The ELISA detects both mouse and bovine insulin, with 2.1-fold greater sensitivity for bovine versus mouse insulin^48^.

To determine if the impact of endothelial ERα deletion on skeletal muscle glucose uptake entails processes limited to the endothelium, ex vivo studies of insulin-stimulated glucose uptake were performed in isolated soleus and extensor digitorum longus muscle using our previously established methods^71^. Briefly, the muscles were excised and incubated at 30 °C in the absence or presence of 2 nmol/L insulin for 40 min in Krebs-Henseleit buffer supplemented with 5 mmol/L Hepes, 0.1% BSA, and 2 mmol/L pyruvate. Muscles were further incubated for an additional 20 min in Krebs-Henseleit buffer containing 1 mmol/L [^3^H]2-DOG (2.5 mCi/mL) and 19 mmol/L [^14^C]mannitol (0.7 mCi/mL) at 30 °C. After incubation, muscles were digested in 0.5 mol/L NaOH, and extracellular space and intracellular 2-deoxyglucose concentrations were determined.

### Contrast-enhanced ultrasound (CEUS) of skeletal muscle microvasculature

CEUS was performed on the proximal hind limb adductor muscle group (adductor magnus and semimembranosus) to determine the microvascular response to a 2-hour hyperinsulinemic-euglycemic clamp entailing an insulin infusion at 20 mU/Kg/min and maintenance of blood glucose at 115–125 mg/dl as previously described^46,48^. In brief, under isoflurane anesthesia a right jugular vein catheter was placed, and following stabilization the muscle was imaged using a Siemens Sequoia ultrasound system equipped with a high-frequency 15L8 transducer and a microbubble (MB) contrast agent–sensitive imaging mode (cadence pulse sequencing, CPS) with a transmit frequency of 10 MHz. CEUS imaging was performed at baseline and at the end of the clamp, immediately before and for 10 min after a 1 min, constant rate-controlled i.v. infusion of a lipid-shelled perfluorocarbon-based MB contrast agent (Advanced Microbubbles Laboratories). The 1-min constant infusion avoids issues with microbubble floatation in the infusion syringe and catheter tubing during a longer infusion. Data were recorded and processed offline using prior methods^48^^.^ An automated region-of-interest (ROI) selection was performed which includes only the vessels detected by MB signal in the skeletal muscle depicted in the CEUS image after deleting the tissue scatter signal^47^. The ultrasound transducer was fixed for the entire study including the repeat in vivo ultrasound imaging sessions. After the selection of the initial ROI from the baseline imaging session, the same area was superimposed and maintained for all repeat quantifications. With this approach any increases in tissue perfusion are due to microvascular recruitment in response to the insulin clamp as a signal from the larger vessels is the same for each imaging session/time point. Average time-intensity curves were generated and analyzed to extract parametric measurements of capillary blood volume or CBV (peak intensity, *Ipk*), microvascular blood flow or MBF (time to peak intensity, *Tpk*; and wash-in rate, *WIR*), and both CBV and MBF (area under the curve, *AUC*; and wash-out rate, *WOR*)^43–48^.

### Electron microscopy of skeletal muscle capillary endothelium

Male mice (*n* = 6/group) were fed standard chow beginning at weaning, and at 17 weeks of age the gastrocnemius was harvested for electron microscopic analysis. Tissues were fixed in glutaraldehyde (2.5% in cacodylate buffer pH7.4) followed by osmium tetroxide (1% in cacodylate buffer). Six capillaries were imaged per mouse using a JEOL 1400 Plus electron micrograph. Vesicles were designated as associated with the luminal plasma membrane or the abluminal plasma membrane, or localized intracellularly. The number of vesicles was manually counted and divided by the entire area of the endothelium. For the assessment of vesicle area, three randomly chosen regions were selected per capillary (6 capillaries/mouse, a total of 18 areas/mouse), and the area of each vesicle was measured manually using Image J.

### Endothelial cell insulin transport and gene expression

Human aortic endothelial cells (HAEC) were purchased from Lonza and maintained in EGM-2 and Endothelial Growth Medium with added growth factors (Lonza). Human skeletal muscle endothelial cells (HSMEC) were obtained from Cell Biologics and were maintained in Complete Human Endothelial Cell Medium with added growth factors (Cell Biologics). Cells were used within 3 to 6 passages. To strengthen the parallel observations in HSMEC and in vivo in mice, select experiments were performed using primary microvascular endothelial cells isolated from the skeletal muscles (soleus and EDL) of 5-6 week-old male ERα^fl/fl^ and ERα^ΔEC^ mice. Briefly, following the dissociation of the tissue with Collagenase IV (0.2% (w/v) and Dispase (1.25 U/ml), the cell pellet was treated to lyse red blood cells, CD31 MicroBeads (Miltenyi Biotech) were added to resuspended cells, and the CD31+ fraction was isolated using a magnetic separator^75^.

Prior to the study of insulin transport the cells were placed in media lacking growth factors with 1% FBS added for 18 h. To assess insulin uptake the cells were placed in media containing vehicle or E2 (10^−8^ M) and FITC-conjugated insulin (5 × 10^−5^ M, Sigma-Aldrich) for 30 min at 37 °C and immunofluoresence was detected by microscopy (NIKON Eclipse TE2000, ×20 magnification) or by POLARstar Omega plate reader (BMG LABTECH). To evaluate the participation of ERα or PI3 kinase, the cells were treated with vehicle or MPP (10^−5^ M) or LY294002 (5 × 10^−5^ M) during a 120 min preincubation at 37 °C and during the incubations with FITC-insulin. In select experiments, the requirement for SNX5 in E2-stimulated insulin uptake was interrogated in HAEC and HSMEC. Cells were transfected with 5 nM control siRNA (Dharmacon, cat. No. D-001810-02-20) or siRNA targeting SX5 (Silencer Select, ThermoFisher cat. No. 439240), and insulin uptake was studied 24 h later. Effective knockdown of SX5 was confirmed by immunoblotting (1:1000, Abcam cat. No. ab5983). To assess effects of SNX5 on other key participants in endothelial insulin transport, additional experiments in both HMEC and HSMEC evaluated how SNX5 knockdown impacted IR, IRS-1 and IRS-2 expression using immunoblotting (1:1000, Cell Signaling, cat. No. 234135, 3407T, and 4502, respectively). To exclude off-target effects of SNX5 RNAi, SNX5 expression was reconstituted in HAEC in which siRNA knockdown was previously performed. The siRNA knockdown proceeded for 24 h and the next day the cells were transfected with concentrated lentiviral particles (Lenti-X Concentrator TAKARA, cat#631232) encoding either eGFP control or SNX5. E2-stimulated insulin uptake was tested 18 h later.

Insulin transcytosis was studied as previously described^68^. Cells were seeded onto Transwell inserts (6.5 mm diameter, 3 µm pore size, polycarbonate membrane inserts, Sigma Aldrich) treated with 100ug/ml collagen I (BD Bioscience), and transendothelial electrical resistance (TEER) was monitored daily for 4-6d until studies were performed using an epithelial volt-ohmmeter (EVOM, World Precision Instruments) to confirm the establishment of a confluent monolayer^51^. FITC-insulin (5 × 10^−8^ M, Sigma-Aldrich) was introduced into the upper chamber along with vehicle or E2(10^−8^ M), and the cells were incubated for 30 min at 37 °C. At the end of the incubation, the FITC-insulin in the lower chamber was quantified using a fluorimeter (POLARstar Omega, BMG LABTECH), and the percentage of insulin initially placed in the upper chamber transported to the bottom chamber was calculated. Incubations with FITC-dextran (M.W. 4000, Sigma Aldrich, 60 min) were then performed, and less than 5% of FITC-dextran added to the upper chamber was detected in the lower chamber indicating negligible paracellular transport. The stimulation of FITC-insulin transcytosis by E2 was decreased by 84% by the addition of excess unlabeled insulin (5 × 10^−4^ M), revealing insulin receptor dependence and confirming that the process entails transcytosis. The participation of ERα or PI3 kinase in insulin transcytosis was evaluated using preincubation and incubation with vehicle or MPP or LY294002 as described for the insulin uptake studies. In select insulin transcytosis studies the effects of E2 were compared to those of the estrogen dendrimer conjugate (EDC), which selectively activates non-nuclear estrogen receptors^26^. Cells were treated with vehicle, E2 (10^−8^ M), dendrimer control at a concentration equivalent to EDC, or EDC providing tethered E2 at a concentration equivalent to 10^−8^ M free E2. In additional experiments insulin transcytosis was evaluated in cells infected with a control lentiviral construct versus a lentivirus harboring shRNA targeting SNX5. Effective shRNA-based knockdown of SNX5 was confirmed by immunoblotting.

To investigate the mechanism by which ERα modulates SNX5 expression, the receptor was silenced in HAEC by RNAi (Silencer Select, ThermoFisher cat. No. 4392420) confirming effective knockdown by immunoblotting, and in select samples ERα expression was reconstituted with either wild-type ERα (WT), mutant ERα lacking nuclear localization signals 2 and 3 (ERαΔ250-274) or mutant ERα lacking the DNA binding domain (ERαΔ185-251)^60,61^. Similar to what is described above for SNX5 reconstitution, following siRNA knockdown of ERα the cells were transfected with lentiviruses encoding eGFP control, WT ERα, ERαΔ250-274 or ERαΔ185-251, and 18 h later E2 stimulation of SNX5 expression uptake was tested. Effective ERα knockdown and reconstitution were confirmed by immunoblotting (1:1000, SantaCruz Biotech. cat. No. sc-8002).

### Preparation of estrogen dendrimer conjugate (EDC)

EDC was prepared according to prior methods^76–78^. Briefly, a benzaldehyde derivative of 17α-ethinylestradiol was attached onto the primary amine groups of a G-6 poly(amido)amine (PAMAM) dendrimer by reductive amination with sodium borohydride in methanol. Small molecule reactants and products were removed by repeated (4 times) ultrafiltration through an Amicon centrifugal filter (Ultra-15, cutoff 30 K) using methanol. The composition of the EDC (average number of estradiol units per PAMAM dendrimer) was determined by Matrix-assisted laser desorption ionization time of flight (Maldi-TOF) mass spectrometry. For the preparation used in this study, there were an average of 20 estradiol molecules per molecule of dendrimer, with a polydispersity index of 1.02. The PAMAM dendrimer G6 control (DEN) was simply the G-6 PAMAM without conjugated estradiol molecules.

### Co-immunoprecipitation, plasma membrane recruitment, immunoblot analyses

Following previously described methods^79^, in co-immunoprecipitation experiments cells were treated with vehicle versus E2 (10^−8^M) for 30 min and then lysed with ice-cold buffer containing 1% Triton X-100, 100 mM NaCl_2_, 150 mM Tris-HCl, 1 mM CaCl_2_, 1 mM MgCl_2_ and protease inhibitors (Roche Diagnostics) at pH 8.0. Cell lysates were placed on ice for 15 min and then centrifuged at 18,000 × *g* for 10 min at 4 °C, and supernatants were incubated with protein A beads coated with anti-ERα antibody (F-10, Santa Cruz Biotech) or matching IgG subclass mock for 3 h at 4 °C with continued rotation. Beads were washed three times and immunoprecipitated complexes were extracted and analyzed by immunoblot analysis or by mass spectrometry. The immunoblot analyses, which included samples of cell lysates representing the co-immunoprecipitation inputs, were performed for ERα and SNX5.

In studies of plasma membrane targeting, HAEC were treated 5 min with vehicle, E2 (10^−8^M), or E2 preceded by pretreatment with LY294002 (5 × 10^−5^ M, 60 min), and plasma membranes were isolated from total cellular membranes by phase separation (Abcam plasma membrane extraction kit; ab65400). Following treatment, the cells were washed with ice cold PBS and pelleted twice, and then homogenized with an ice-cold Dounce apparatus. The resulting whole cell lysate was centrifuged at 700 × *g* for 10 min at 4 °C to pellet nuclei and cell debris, and the supernatant was centrifuged at 10,000 × *g* for 30 min at 4 °C to yield a cytosol fraction (supernatant) and total cellular membranes (pellet). The total membrane pellet was subjected to phase separation twice with centrifugation at 1000 × *g* for 5 min at 4 °C, the yield of plasma membrane was increased by sample dilution with 5 volumes of water and overnight incubation at 4 °C, and the final plasma membrane pellet was obtained by centrifugation at 21,000 × *g* for 10 min at 4 °C. The resulting cellular sub-fractions were immunoblotted for GAPDH (marker for cytosol), calnexin (marker for total membranes; 1:1000, Santa Cruz Biotech. cat. No. sc-23954), VE-cadherin (marker for plasma membrane; 1:1000, Santa Cruz Biotech. cat. No. sc-9989), ERα and SNX5.

### Liquid chromatography/tandem mass spectrometry (LC/MS-MS)

To evaluate changes in the ERα interactome in endothelial cells (HAEC) treated with vehicle versus E2 (10^−8^ M for 30 min), ERα was immunoprecipitated including mock IgG controls, and the associated proteins were evaluated by liquid chromatography/tandem mass spectrometry (LC/MS-MS)^79^. Three biological replicates were used for each condition. Following protein separation by sodium dodecyl sulfate polyacrylamide gel electrophoresis, gel samples were digested overnight with trypsin (Pierce) followed by reduction and alkylation with dithiothreitol and iodoacetamide (Sigma-Aldrich). After solid-phase extraction cleanup with Oasis HLB plates (Waters), the samples were analyzed by LC/MS-MS using an Orbitrap Fusion Lumos mass spectrometer (Thermo Electron) coupled to an Ultimate 3000 RSLC-Nano liquid chromatography system (Dionex). Samples were injected onto a 75 um i.d., 75-cm long EasySpray column (Thermo) and eluted with a gradient from 0 to 28% buffer B over 90 min. Buffer A contained 2% (v/v) ACN and 0.1% formic acid in water, and buffer B contained 80% (v/v) ACN, 10% (v/v) trifluoroethanol, and 0.1% formic acid in water. The mass spectrometer operated in positive ion mode with a source voltage of 1.5 kV and an ion transfer tube temperature of 275 °C. MS scans were acquired at 120,000 resolution in the Orbitrap and up to 10 MS/MS spectra were obtained in the ion trap for each full spectrum acquired using higher-energy collisional dissociation (HCD) for ions with charges 2-7. Dynamic exclusion was set for 25 s after an ion was selected for fragmentation. Raw MS data files were analyzed using Proteome Discoverer v2.4 SP1 (Thermo), with peptide identification performed using Sequest HT searching against the human-reviewed protein database from UniProt (downloaded April 8, 2022, 20361 entries). Fragment and precursor tolerances of 10 ppm and 0.6 Da were specified, and three missed cleavages were allowed. Carbamidomethylation of Cys was set as a fixed modification, with oxidation of Met set as a variable modification. The false-discovery rate (FDR) cutoff was 1% for all peptides.

The statistical analysis of the mass spectrometry data was performed using the Differential Enrichment analysis of Proteomics data (DEP)^80^ analysis workflow package (version 1.12.0), R version 4.0.2. Proteins found in 2 out of 3 replicates per condition were filtered for further downstream analysis. Variance Stabilizing Normalization was performed to normalize the intensities of the filtered proteins followed by “MinProb” based missing value imputation. Differential expression testing of conditions was performed using limma empirical Bayes statistics by constructing linear models for proteins. FDR values were higher than expected, primarily due to variability between samples. Therefore, for significance (*P* < 0.05) in proteomics results we employed non-adjusted *P* values. To further identify the proteins of interest, we only filtered proteins significantly changed with anti-ERα + E2 treatment compared to anti-ERα + vehicle treatment but not significantly changed in the comparison between Mock IgG + E2 treatment vs Mock IgG + vehicle treatment.

### In vivo endothelial cell TRAPseq

Active gene translation was evaluated in the skeletal muscle microvascular endothelial cells of female GFP-L10a^EC^ mice treated with vehicle versus E2 subcutaneous pellets post-ovariectomy for 4 weeks. Skeletal muscle (gastrocnemius and soleus) was harvested and ribosome-bound RNA from the muscle endothelium (TRAP RNA) was obtained by anti-GFP immunoprecipitation for 3 h at 4 °C using methods modified from those previously described^69^. There were 6 biological replicates per study group. RNAseq was then performed employing the TRAP RNA by the UT Southwestern McDermott Center Sequencing Core. Briefly, using the ARTseq/TruSeq Ribo Profile Library Preparation Kit (Illumina), RNA-seq libraries were prepared from 500 ng of ribosome-associated RNA. Effective library preparation was validated on a 2100 Bioanalyzer (Agilent Technologies), and after normalization, 30-40 million reads per library was sequenced on an Illumina NextSeq 500 using 150 nucleotide paired-end chemistry. Image intensities were processed using NextSeq 500 Control Software (Illumina) with default settings. Raw data were de-multiplexed and converted to fastq files using bcl2fastq (v2.17). The fastq files were checked for quality using fastqc (v0.11.2) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) and fastq_screen (v0.4.4) (http://www.bioinformatics.babraham.ac.uk/projects/fastq_screen). Sequencing reads were mapped to mm10 reference genome (from igenomes) using STAR^81^, counted using featureCounts^82^ and normalized using trimmed mean of M values (TMM) methods. Differential expression analysis was performed using edgeR (version 3.12)^83^.

Functional pathway analysis was performed using the ShinyGo application at ShinyGO 0.77 (sdstate.edu)^84^ with biological process terms from Biological Processes of Gene Ontology^53^. For the overlap with proteomics data with TRAPseq data, we first utilized the databases of Homologene (https://www.ncbi.nlm.nih.gov/homologene) and MGI homology (http://www.informatics.jax.org/homology.shtml) to convert the TRAPSeq mouse data to human homologs. Venn diagrams were generated for the overlapping genes between LC-MS/MS (FDR < 0.01) and human homologs of the TRAPseq differentially expressed genes (*p* $$\le$$ 0.05 and log_2_(counts per million) $$\ge$$ 0) (http://bioinformatics.psb.ugent.be/webtools/Venn/).

### Quanitative RT-PCR for TRAPseq

To evaluate the effective isolation of endothelial cell ribosomes from mouse skeletal muscle in the TRAPseq protocol, Q-RT-PCR was performed using established techniques^85^ on whole tissue RNA and endothelial TRAP RNA to detect the myocyte-specific genes myogenin (MyoG), -myosin D1 (MyoD1), and alpha-smooth muscle actin (alphaSMA) (α-SMA), and the endothelium-specific genes roundabout 4 (Robo4), PECAM-1, and VE-Cadherin (Supplementary Table 4). In both tissues and TRAP RNA the transcript abundance was determined relative to the housekeeping gene hypoxanthine-guanine phosphoribosyltransferase (HPRT). In experiments in cultured endothelial cells similar methods were employed to evaluate relative SNX5 transcript abundance relative to HPRT mRNA abundance.

### Statistical analysis and reproducibility

Following normality testing by Shapiro–Wilk test, for normally distributed datasets comparisons between two groups were performed by two-sided Student’s *t* tests, and differences between more than two groups were evaluated by one-way analysis of variance (ANOVA) with Tukey’s post-hoc testing, or by two-way ANOVA with Sidak’s post-hoc testing. In the instances in which normality testing failed, non-parametric analyses were performed between two non-paired groups using Mann–Whitney, between two paired groups using Wilcoxon matched-pairs signed rank test, and between more than two groups by Kruskal–Wallis with Dunn’s post-hoc testing. Findings in cell culture experiments were replicated in two independent experiments. Values shown are mean ± SEM. Significance was accepted at the 0.05 level of probability.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

### Source data

Source Data

## Data Availability

The raw LC/MS-MS data in this study has been uploaded to the MassIVE data repository with accession number MSV000091095. The raw TRAPseq data in this study were deposited in GEO under record GSE179737. There are no restrictions on data availability. All differential proteomics data and integrated LC/ MS-MS and TRAPSeq analysis results are included in the Tables provided. Source data are provided with this paper.

# Supplementary material for: Endothelial ERα promotes glucose tolerance by enhancing endothelial insulin transport to skeletal muscle
**Source:** Nat Commun. 2023 Aug 17;14:4989. doi: 10.1038/s41467-023-40562-w

**Supplementary Table 1:** Proteins dissociated from ER $\alpha$  and proteins recruited to the receptor upon E2 liganding.

**Supplementary Table 2:** Proteins dissociated from or recruited to ER $\alpha$  upon E2 treatment of endothelial cells compared to ER $\alpha$  interacting proteins in MCF-7 cells.

**Supplementary Table 3:** Mouse genes demonstrating downregulated and upregulated translation with E2 treatment by TRAP-Seq, and those with human homologs.

Supplementary Table 4: Quantitative RT-PCR TaqMan Resources

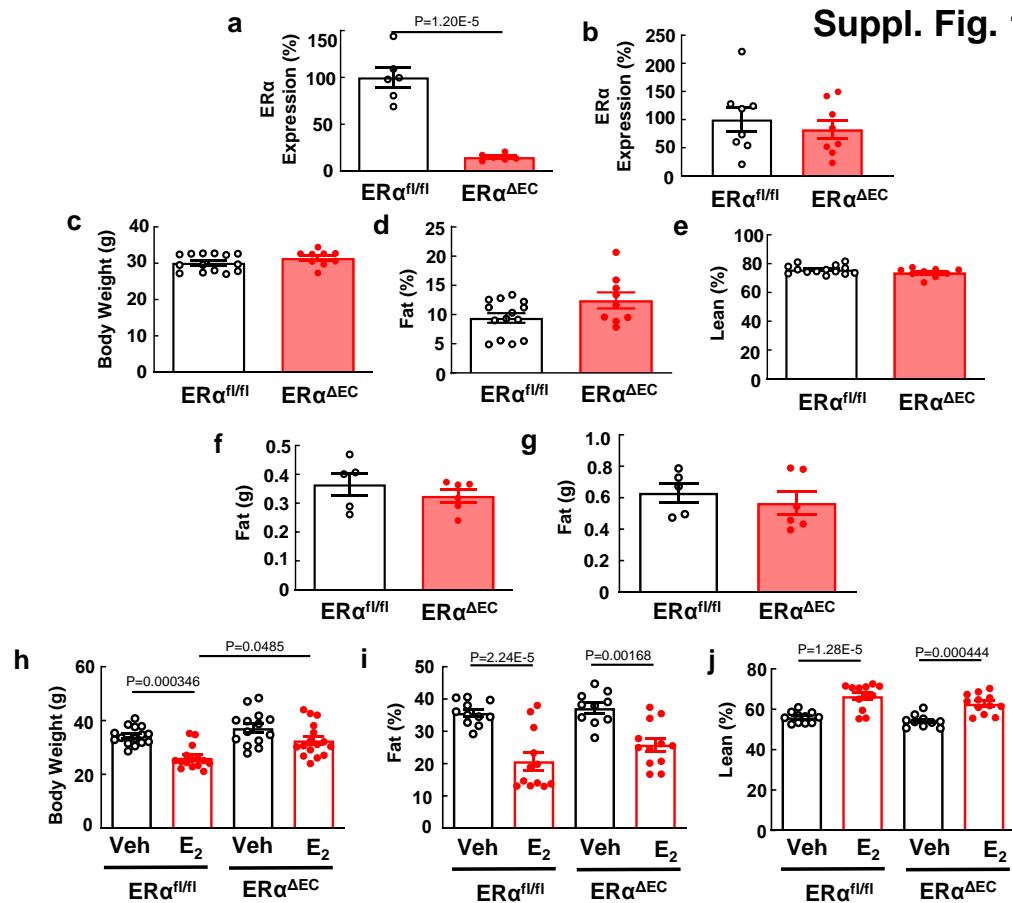

**Supplementary Figure 1.** Deletion of endothelial ERα does not influence adiposity in mice. **a**, **b**. ERα mRNA expression was evaluated in primary aortic endothelial cells (**a**) and myeloid lineage cells (**b**) from ERα<sup>fl/fl</sup> and ERα<sup>ΔEC</sup> mice. N=6 mice per group and 8 mice per group in **a** and **b**. **c-e**. Body weight (**c**), fat mass (**d**, % of body weight) and lean body mass (**e**, % of body weight) were assessed in standard chow-fed male ERα<sup>fl/fl</sup> and ERα<sup>ΔEC</sup> mice at 17 weeks of age. N=14 mice for ERα<sup>fl/fl</sup> and 9 mice for ERα<sup>ΔEC</sup> groups. **f, g**. Subcutaneous (**f**, inguinal) and visceral (**g**, gonadal) WAT depot sizes were also compared, from 5 mice and 6 mice in ERα<sup>fl/fl</sup> and ERα<sup>ΔEC</sup> groups, respectively. **h-j**. Body weight (**h**), fat mass (**i**) and lean body mass (**j**) were assessed in ovariectomized, high fat diet-fed ERα<sup>fl/fl</sup> and ERα<sup>ΔEC</sup> female mice administered vehicle or E2 for 12 weeks. In **h**, n=15, 15, 14 and 16 mice per group, and in **i** and **j**, n=11, 12,

10 and 12 mice per group. Data are mean $\pm$ SEM. Statistical analysis was by two-sided Student's t test (**a,b, d-g**), Mann Whitney (**c**), or Kruskal-Wallis with Dunn's post-hoc testing (**h-j**).

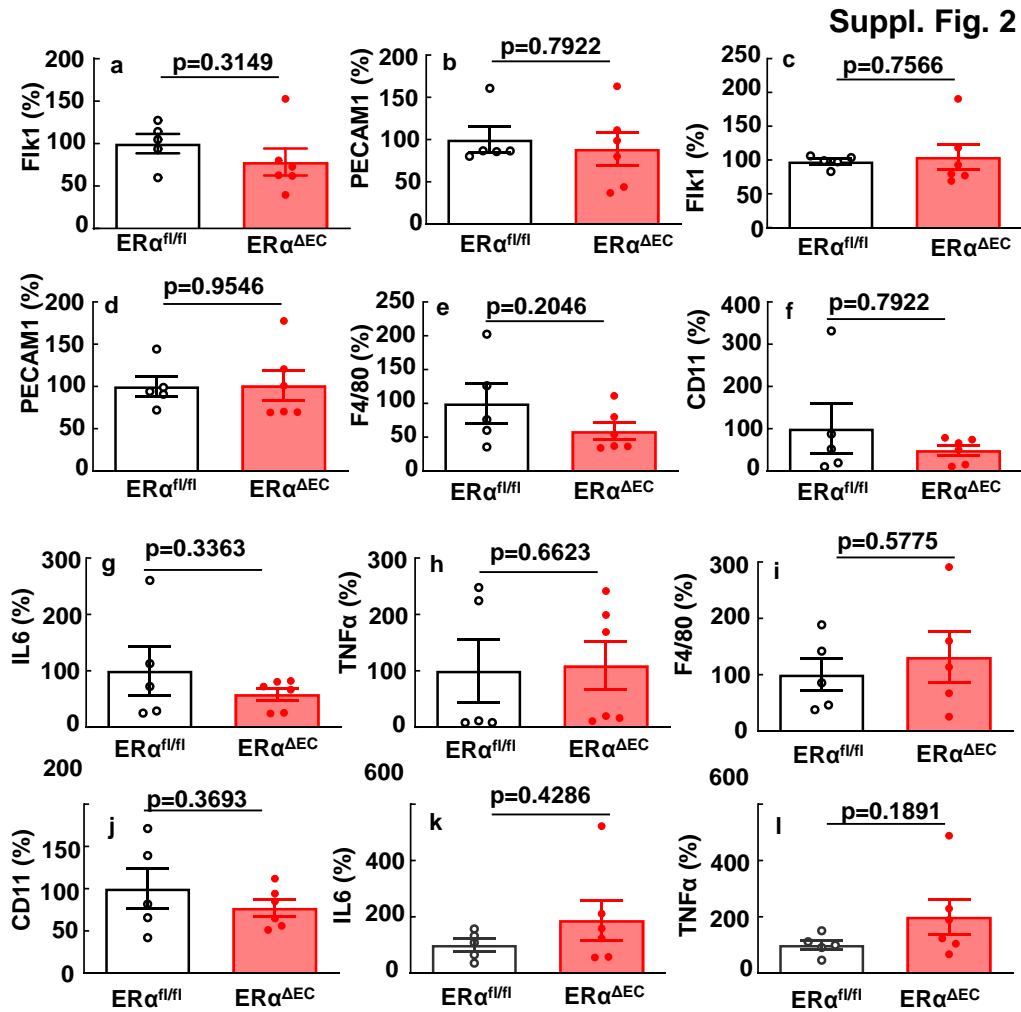

**Supplementary Figure 2.** Endothelial ER $\alpha$  does not impact adipose tissue vascularization or inflammation. In standard chow-fed male ER $\alpha^{fl/fl}$  and ER $\alpha^{\Delta EC}$  mice at 17 weeks of age, subcutaneous (**a,b**, inguinal) and visceral (**c,d**, gonadal) fat pads were harvested, and Flk1 (**a,c**) and PECAM-1 (**b,d**) transcript abundance was measured by Q-PCR. **e-l**. In the same subcutaneous (**e-h**) and visceral fat pads (**i-l**) transcript abundance was evaluated for F4/80 (**e,i**), CD11 (**f,j**), IL-6 (**g,k**) and TNF $\alpha$  (**h,l**). Data are mean $\pm$ SEM, n=5 mice and 6 mice in ER $\alpha^{fl/fl}$  and ER $\alpha^{\Delta EC}$  groups, respectively, in all panels except **i**, in which n=5 mice per group. Statistical analysis was by two-sided Student's t test (**a,c,d,e,g,i,j,l**) or Mann Whitney (**b,f,h,k**).

**Suppl. Fig. 3**

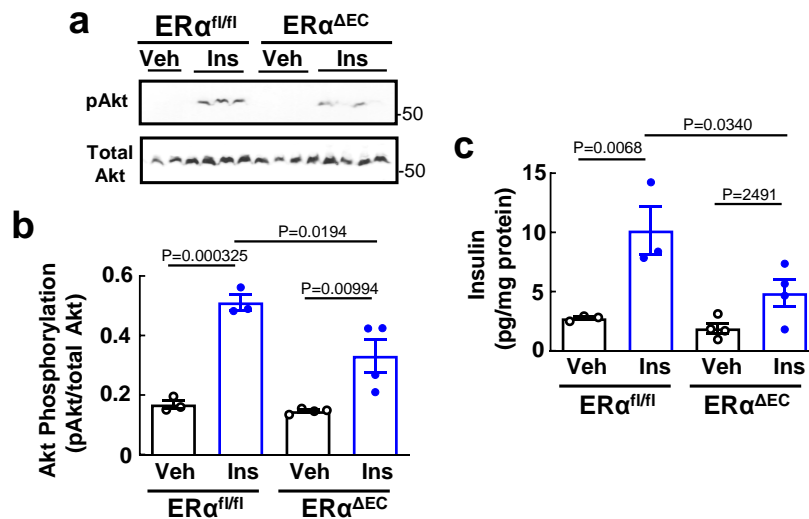

**Supplementary Figure 3.** Endothelial  $ER\alpha$  promotes insulin action in skeletal muscle by enhancing insulin delivery. **a-c.** In a cohort of mice independent of those reported in Figure 1, standard chow-fed males were intravenously injected with vehicle (Veh, saline) or insulin (ins, 1 unit/kg body wt), 5 min later skeletal muscle was isolated, and lysates were prepared for immunoblotting to detect phosphorylated Akt at Ser473 (pAkt) and total Akt. In **a**, example findings for 2 to 3 samples per group are shown, and quantification for  $n=3, 3, 4$  and 4 mice is in **b**. **c.** In muscle samples from mice studied as in **a,b**, insulin content was quantified by ELISA ( $n=3, 3, 4$  and 4 mice). Data are mean $\pm$ SEM, and p values for one-way ANOVA with Tukey's post-hoc testing are shown.

Suppl. Fig. 4

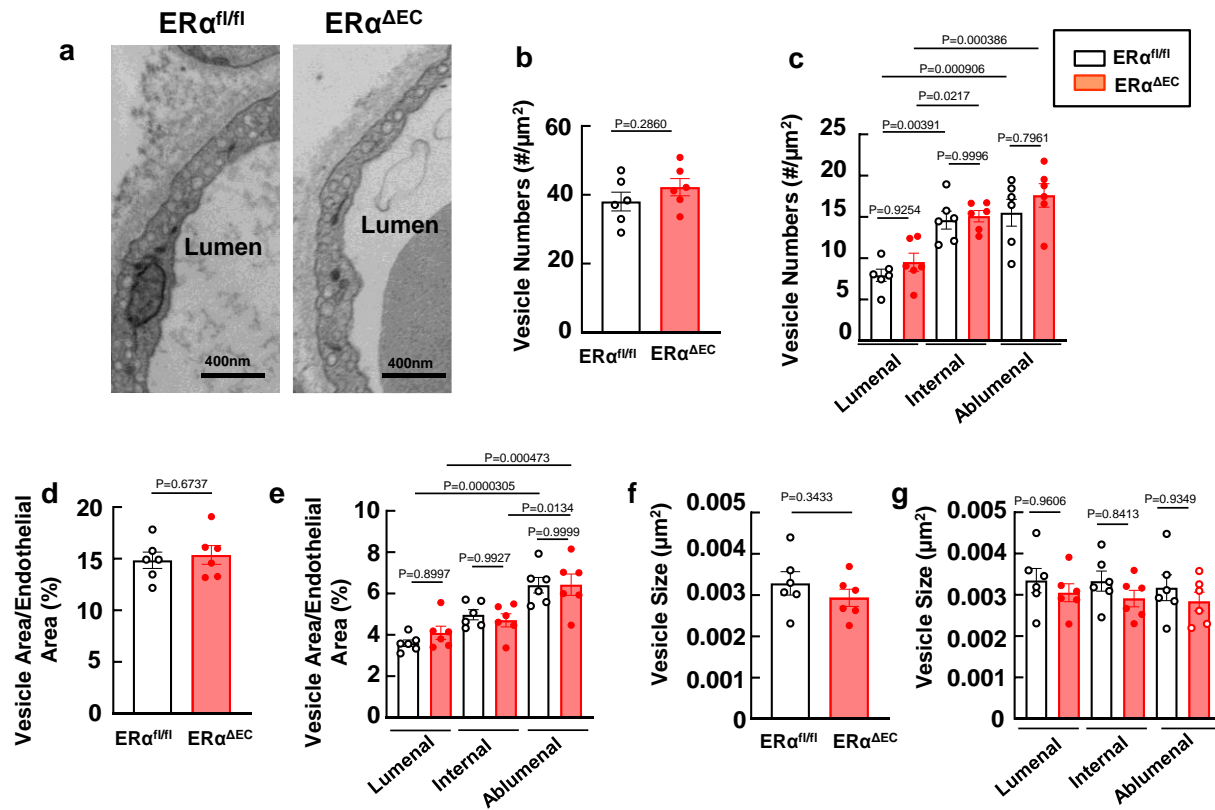

**Supplementary Figure 4.** Electron microscopy of skeletal muscle capillary endothelium. **a**. Images of capillary endothelium in gastrocnemius from male  $ER\alpha^{fl/fl}$  and  $ER\alpha^{\Delta EC}$  mice at 17 weeks of age following standard chow feeding since weaning. **b,c**. Vesicle number per unit endothelial area for all vesicles (**b**) and separately for luminal, abluminal and intracellular vesicles (**c**). **d,e**. Vesicle area per unit endothelial area for all vesicles (**d**) and separately for luminal, abluminal and intracellular vesicles (**e**). **f,g**. Individual vesicle size for all vesicles (**f**) and separately for luminal, abluminal and intracellular vesicles (**g**).  $N=6$  mice/group, data are mean $\pm$ SEM. Statistical analysis was by two-sided Student's t test (**b,d,f**) or one-way ANOVA with Tukey's post-hoc testing (**c,e,g**).

Suppl. Fig. 5

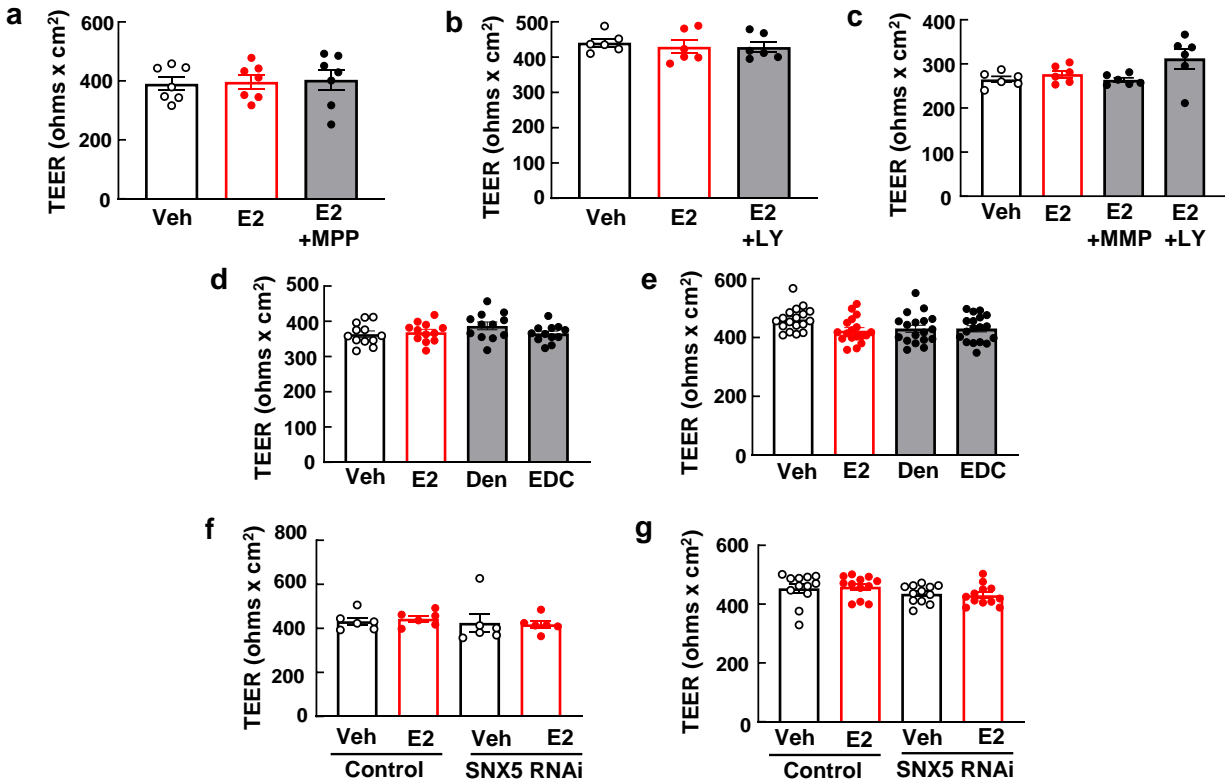

**Supplementary Figure 5.** In the interrogations of insulin transcytosis, measurements of transendothelial electrical resistance (TEER) on the day of study revealed intact monolayer barriers with similar degrees of integrity in all study groups within an experiment. **a-e**. TEER values are provided for experiments in HAEC (**a-c**) or HSMEC (**d,e**) that did not undergo genetic manipulation. In **a-c**,  $n=7$ , 6 or 6 wells of cells per treatment, respectively. In **d**,  $n=12$  wells of cells per treatment, and in **e**,  $n=13$  wells of cells per treatment. **f,g**. HAEC (**f**) and HSMEC (**g**) were transfected with control RNAi or RNAi targeting SNX5, and TEER measurements were done in the context of quantification of insulin transcytosis.  $N=6$  wells per treatment, and  $n=12$  wells of cells per treatment in **f** and **g**, respectively. Data are mean $\pm$ SEM.

**Suppl. Fig. 6**

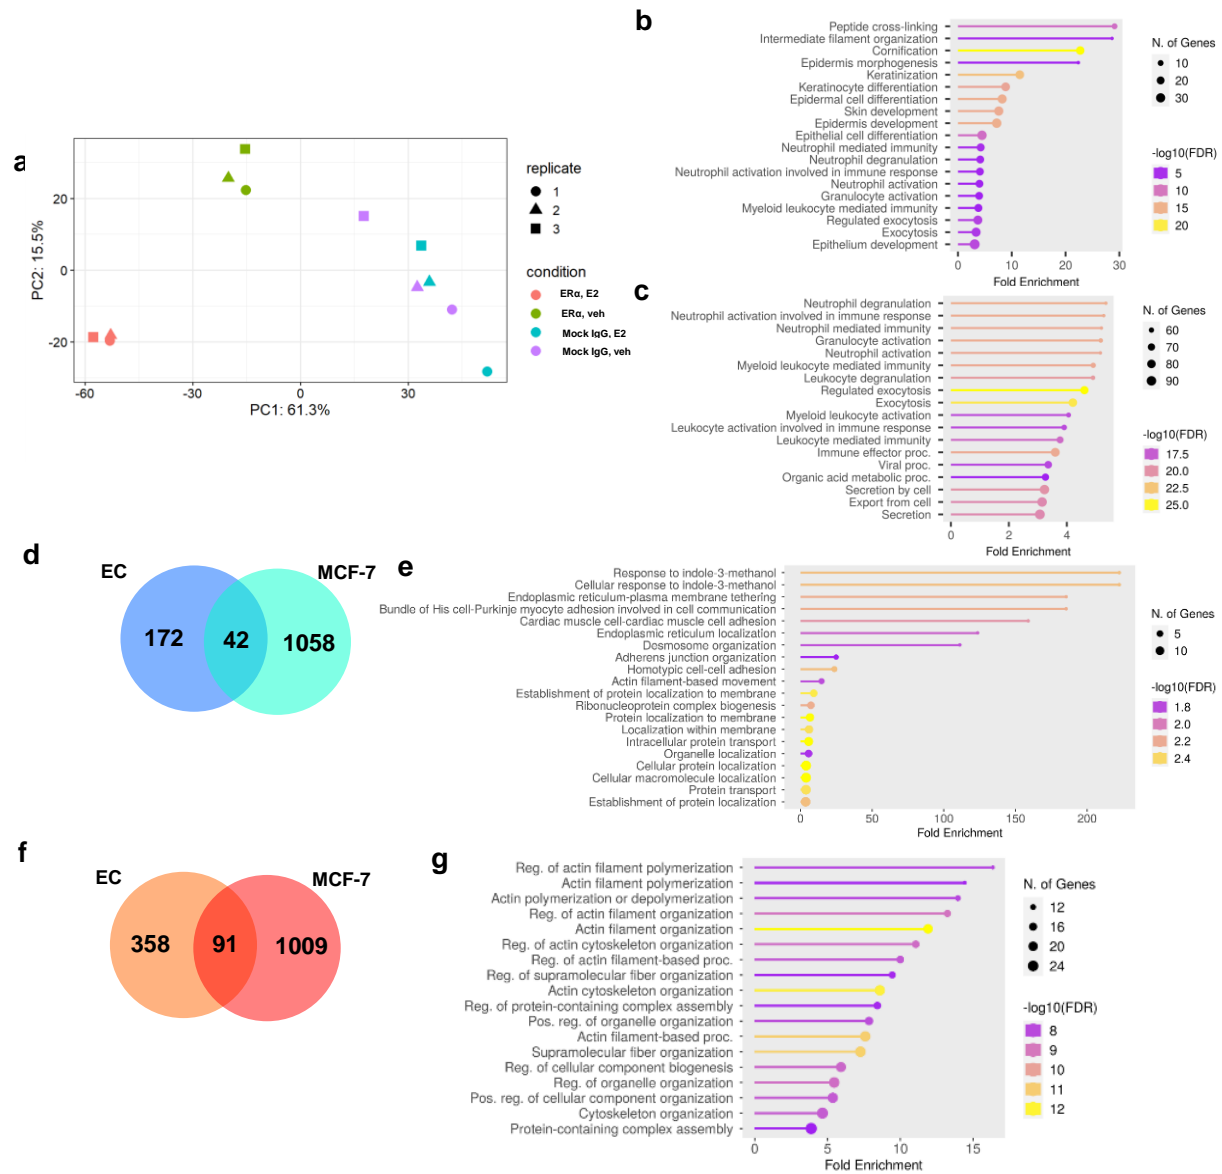

**Supplementary Figure 6.** The ER $\alpha$  interactome in endothelial cells includes both proteins disassociated from ER $\alpha$  and recruited to the receptor in response to E2. **a.** A PCA plot for the top 500 variable proteins detected in 3 biological replicates for 4 conditions reveals that discrete sets of proteins were identified to interact with ER $\alpha$  compared to mock samples, and that differing interactomes were detected with vehicle versus E2 treatment. **b,c.** Pathway analyses for proteins

disassociated from (**b**) or recruited to ER $\alpha$  (**c**) in response to E2. **d-g**. Venn diagrams and pathway analyses for the intersect of proteins dissociated from ER $\alpha$  in endothelial cells and components of the ER $\alpha$  interactome in MCF-7 cells (**d,e**), or for the intersect of proteins recruited to ER $\alpha$  in endothelial cells and components of the ER $\alpha$  interactome in MCF-7 cells (**f,g**). In **b,c,e,g** gene ontology gene sets are listed and fold enrichment ratios are shown for the top 20 pathways based on the false discovery rate  $\leq 0.05$ .

**Suppl. Fig. 7**

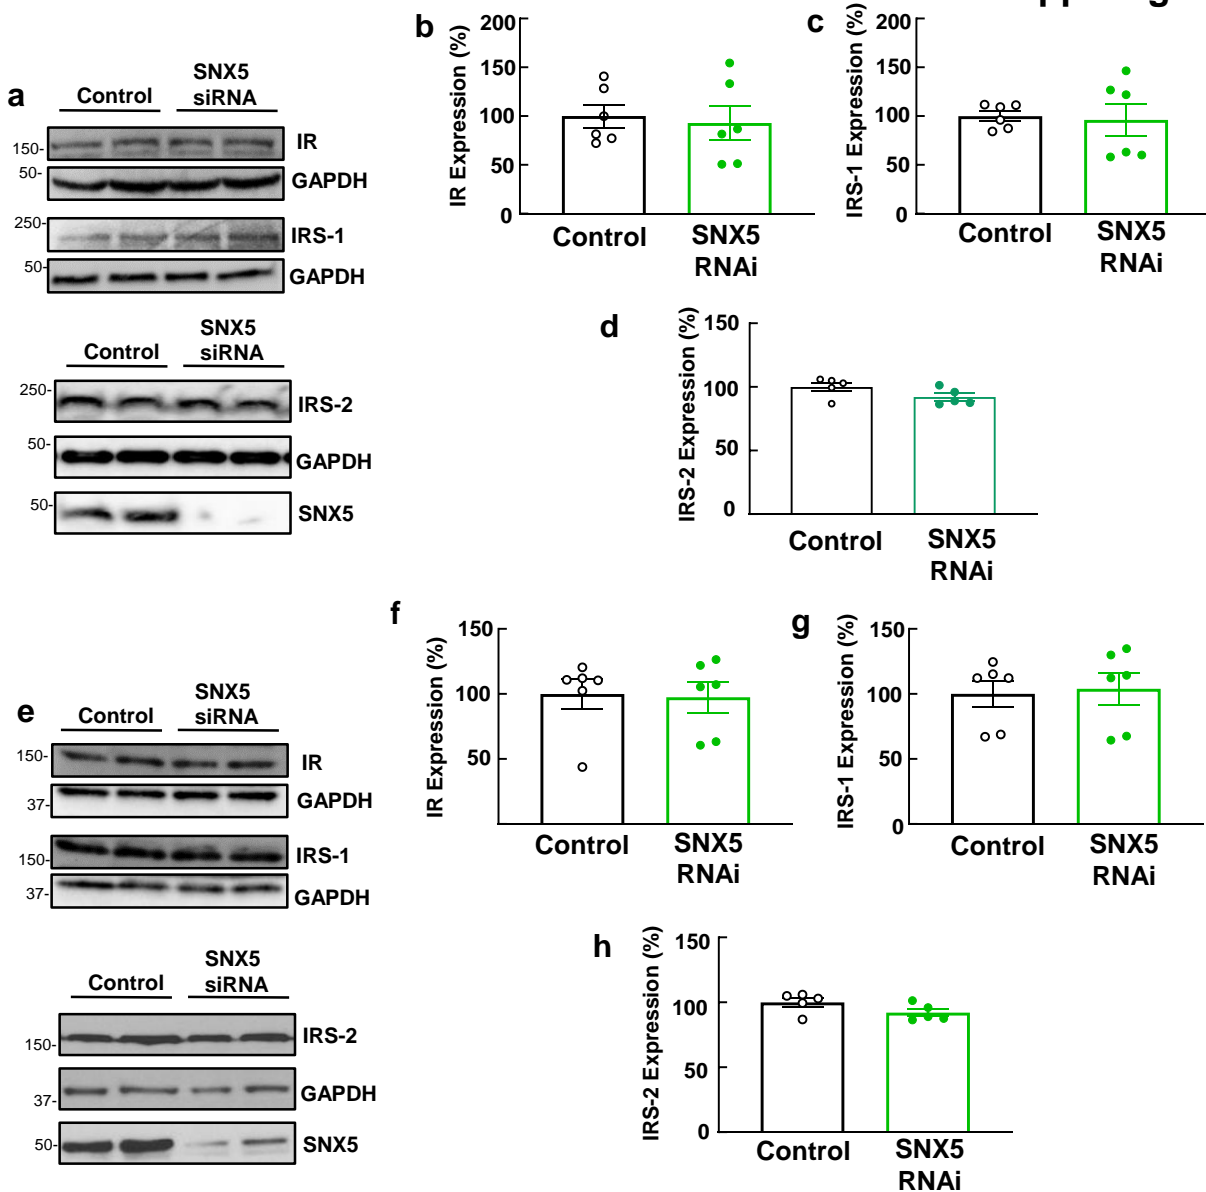

**Supplementary Figure 7.** Following SNX5 knockdown, IR, IRS-1 and IRS-2 expression are preserved in HAEC (**a-d**) and HSMEC (**e-h**). Representative immunoblots are shown in **a** and **e**, and summary data are provided for the quantification of IR expression (**b,f**), IRS-1 expression (**c,g**), and IRS-2 expression (**d,h**). Data are mean±SEM, and n=6 (**b,c,f,g**) or n=5 (**d,h**) wells of cells per study group.

Suppl. Fig. 3

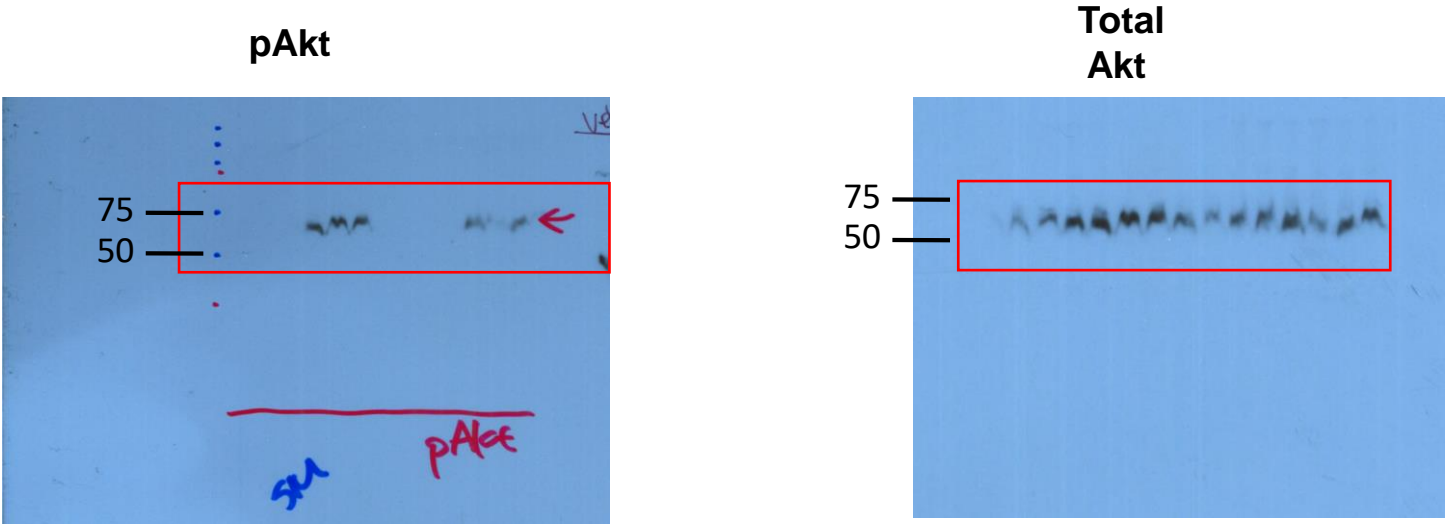

Suppl. Fig. 7a

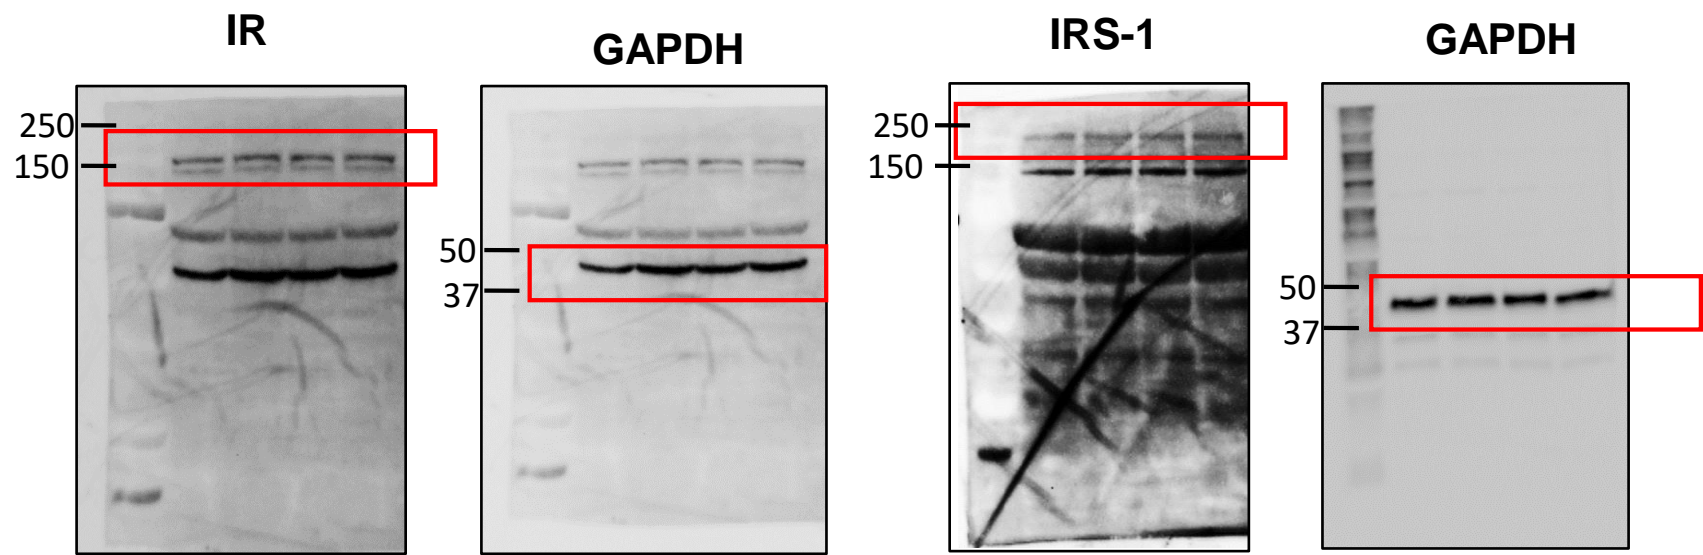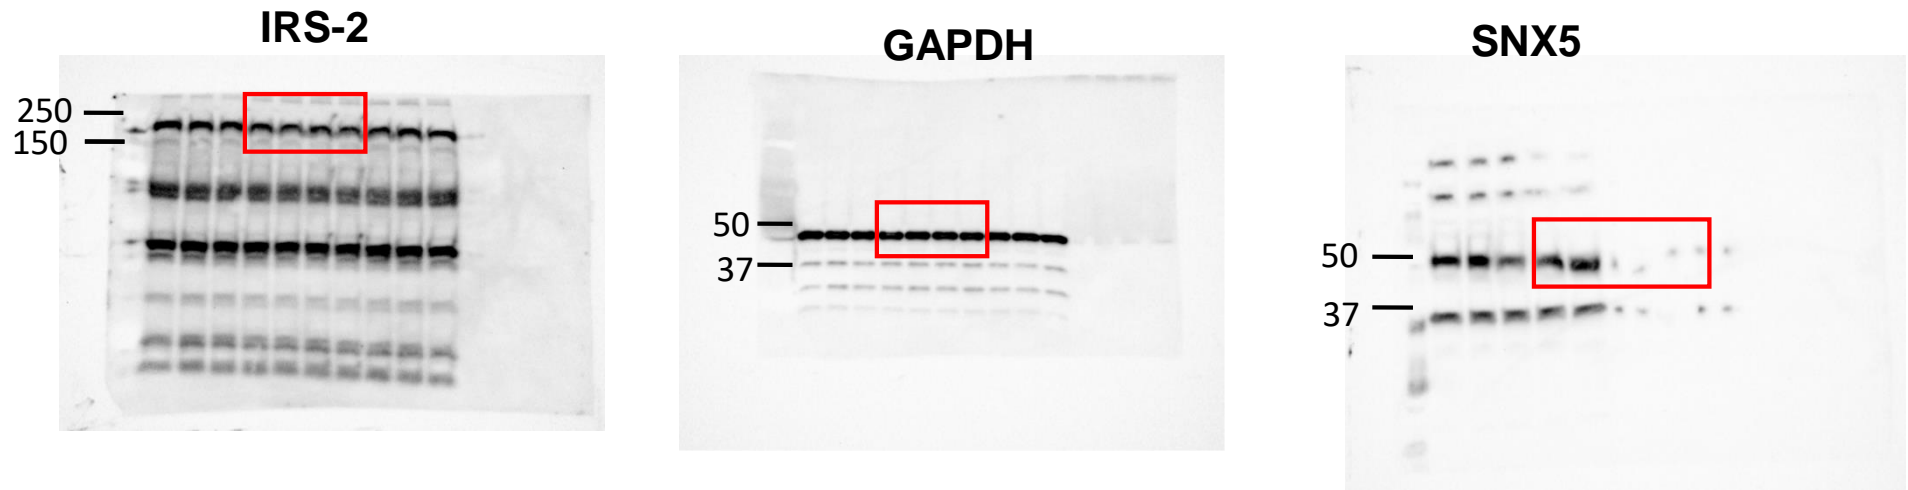

Suppl. Fig. 7e

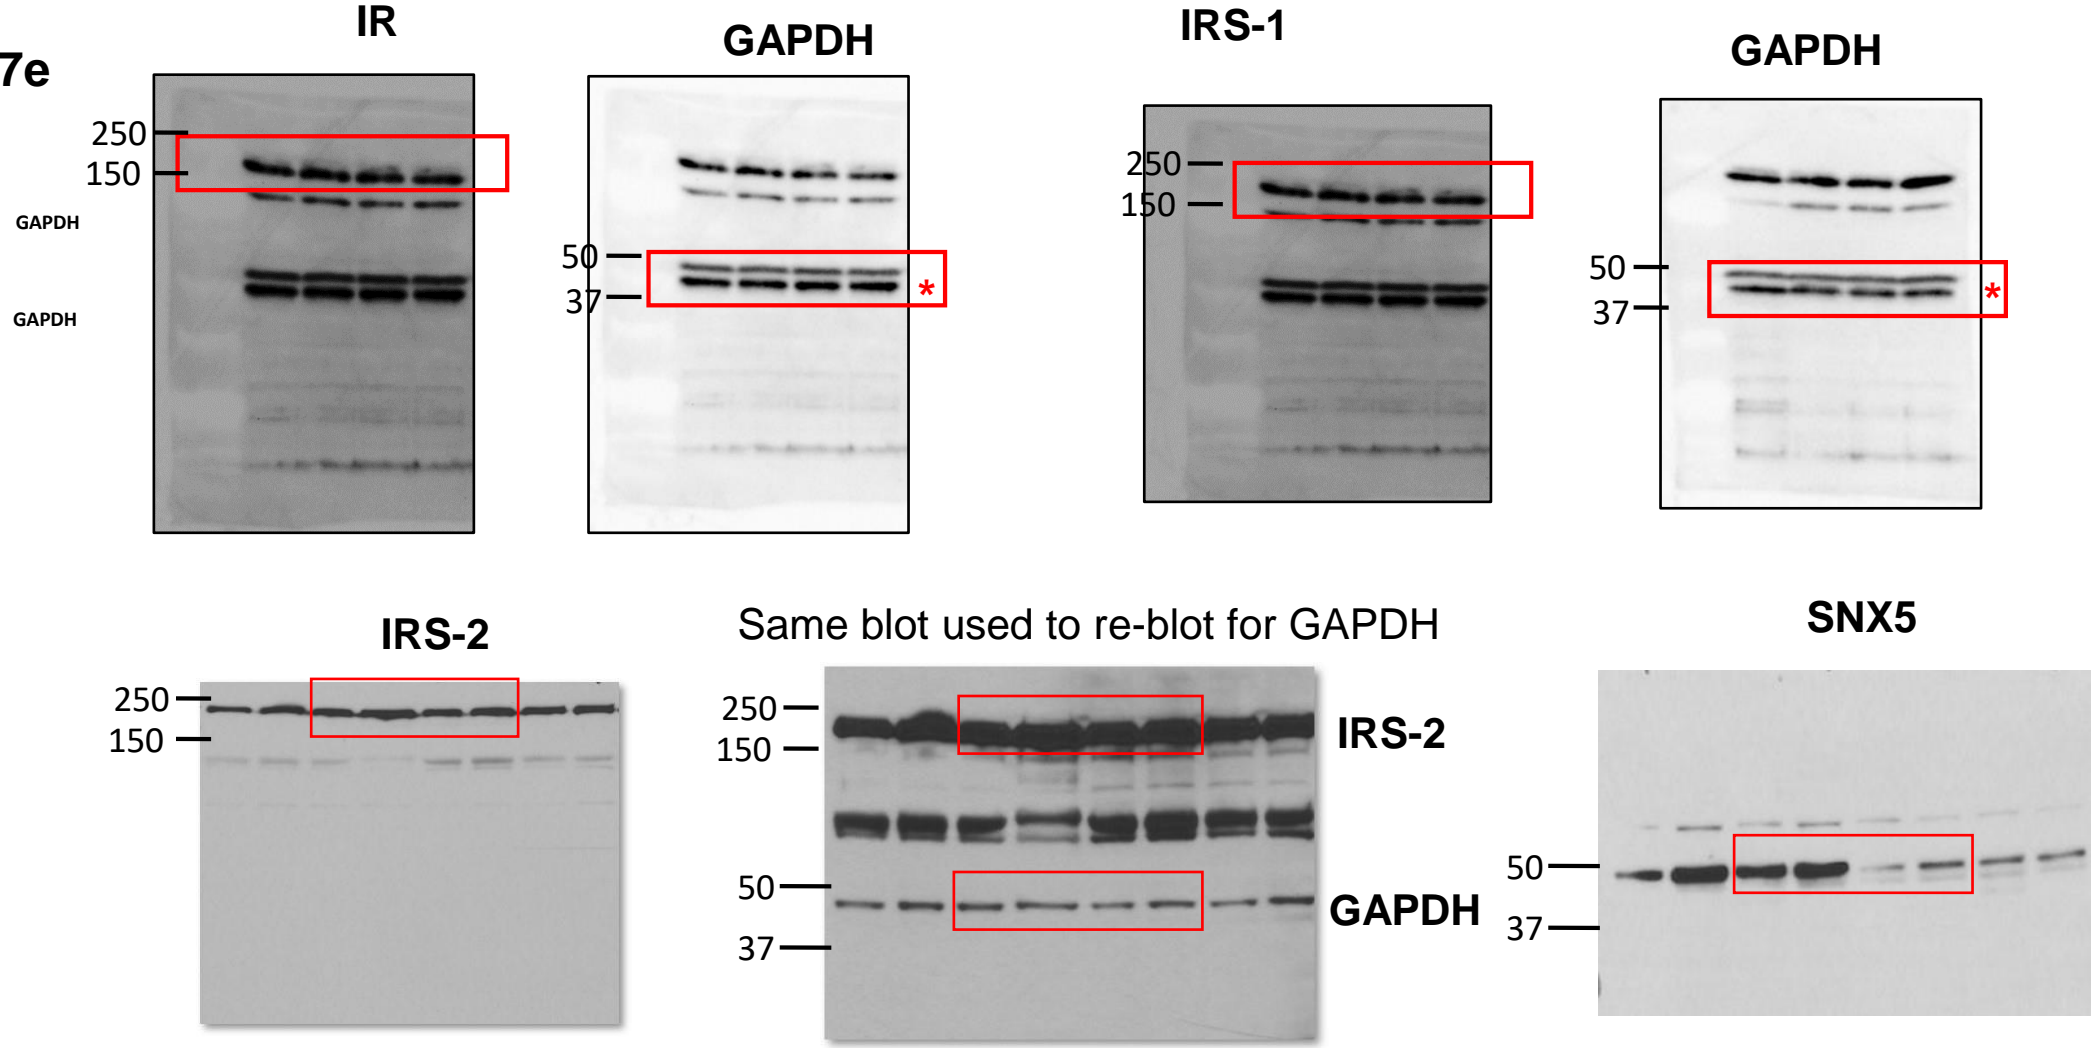

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Endothelial ERα promotes glucose tolerance by enhancing endothelial insulin transport to skeletal muscle
**Source:** Nat Commun. 2023 Aug 17;14:4989. doi: 10.1038/s41467-023-40562-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Materials

**Supplementary Movie 1:** Contrast-enhanced ultrasound imaging of a lipid shelled microbubble contrast agent in the skeletal muscle microvasculature of a control  $ER\alpha^{fl/fl}$  male mouse at baseline.

**Supplementary Movie 2:** Contrast-enhanced ultrasound imaging of a lipid shelled microbubble contrast agent in the skeletal muscle microvasculature of a control  $ER\alpha^{fl/fl}$  male mouse, showing increases in capillary recruitment and blood flow in response to a hyperinsulinemic-euglycemic clamp.

# Supplementary material for: Endothelial ERα promotes glucose tolerance by enhancing endothelial insulin transport to skeletal muscle
**Source:** Nat Commun. 2023 Aug 17;14:4989. doi: 10.1038/s41467-023-40562-w
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Contrast-enhanced ultrasound data were recorded and processed using MATLAB software (MathWorks, version 2020b).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Data analysis   | <p>Raw mass spectrometry (MS) data files were analyzed using Proteome Discoverer v2.4 SPI (Thermo), with peptide identification performed using Sequest HT searching against the human reviewed protein database from UniProt (downloaded April 8, 2022, 20361 entries). Fragment and precursor tolerances of 10 ppm and 0.6 Da were specified, and three missed cleavages were allowed. Carbamidomethylation of Cys was set as a fixed modification, with oxidation of Met set as a variable modification. The false-discovery rate (FDR) cutoff was 1% for all peptides.</p> <p>The statistical analysis of the MS data was performed using the Differential Enrichment analysis of Proteomics data (DEP)52 analysis workflow package (version 1.12.0), R version 4.0.2. Proteins found in 2 out of 3 replicates per condition were filtered for further downstream analysis. Variance Stabilizing Normalization was performed to normalize the intensities of the filtered proteins followed by "Min Prob" based missing value imputation. Differential expression testing of conditions was performed using limma empirical Bayes statistics by constructing linear models for proteins. FDR values were higher than expected, primarily due to variability between samples. Therefore, for significance (<i>P</i> &lt; 0.05) in proteomics results we employed non-adjusted <i>P</i> values. To further identify the proteins of interest, we only filtered proteins significantly changed with anti-ER + E2 treatment compared to anti-ER + vehicle treatment but not significantly changed in the comparison between Mock IgG + E2 treatment vs Mock IgG + vehicle treatment.</p> <p>In the RNAseq performed in TRAPseq, image intensities were processed using NextSeq 500 Control Software (Illumina) with default settings. Raw data were de-multiplexed and converted to fastq files using bcl2fastq (v2.17). The fastq files were checked for quality using fastqc (v0.11.2) (<a href="http://www.bioinformatics.babraham.ac.uk/projects/fastqc">http://www.bioinformatics.babraham.ac.uk/projects/fastqc</a>) and fastq_screen (v0.4.4) (<a href="http://www.bioinformatics.babraham.ac.uk/projects/fastq_screen">http://www.bioinformatics.babraham.ac.uk/projects/fastq_screen</a>). Sequencing reads were mapped to mm10 reference genome (from igenomes) using STAR, counted using featureCounts and normalized using trimmed mean of M values (TMM) methods. Differential expression analysis was performed using edgeR</p> |

(version 3.12).

Functional pathway analysis was performed using the ShinyGo application at ShinyGO 0.77 (sdstate.edu) with biological process terms from Biological Processes of Gene Ontology. For the overlap with proteomics data with TRAPseq data, we first utilized the databases of Homologene (<https://www.ncbi.nlm.nih.gov/homologene>) and MGI homology (<http://www.informatics.jax.org/homology.shtml>) to convert the TRAPseq mouse data to human homologs. Venn diagrams were generated for the overlapping genes between LC-MS/MS (FDR<0.01) and human homologs of the TRAPseq differentially expressed genes (p<0.05) and log2 (counts per million) >0 (<http://bioinformatics.psb.ugent.be/webtools/Venn/>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data Availability Statement: The raw LC/MS-MS data in this study has been uploaded to the MassIVE data repository with accession number MSV000091095 [<https://massive.ucsd.edu/ProteoSAFe/dataset.jsp?task=2e6879ce383a4eb68b7b2e7ca57bb1b8>]. The raw TRAPseq data in this study were deposited in GEO under record GSE179737 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179737>]. There are no restrictions on data availability. All differential proteomics data and integrated LC/MS-MS and TRAPseq analysis results are included in the Tables provided. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

|               |                                                                                                                                                                                                   |
|---------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Randomization | Within all genotype groups, age- and sex-matched animals were randomly assigned to the experimental groups.                                                                                       |
| Blinding      | The investigators were not blinded to experimental group assignment in the mouse experiments because the group differences were genetically-based and not within the control of the investigator. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-Phospho-Akt (Ser473) Antibody (Cell Signaling, Cat #9271), anti-Akt (Cell Signaling, Cat #9272), rat monoclonal anti-mouse CD31 (Thermo Fisher Scientific, Cat#RM5200; RRID: AB_10376006), anti-mouse Mac-1 (BD Biosciences, Cat #557395), anti-ERalpha (Santa Cruz Biotech, Cat #sc-8002), anti-SNX5 (Abeam, Cat #ab5983), anti-GAPDH (Santa Cruz Biotech, Cat #sc-47724), anti-Calnexin (Santa Cruz Biotech, Cat #sc-23954), anti-VE-cadherin (Santa Cruz Biotech, Cat# sc-9989), anti-insulin receptor (Cell Signaling, Cat #234135), anti-insulin receptor substrate-1 (Cell Signaling, Cat #3407T), anti-insulin receptor substrate-2 (Cell Signaling, Cat #4502), mouse anti-rabbit (Santa Cruz Biotech, Cat #sc-2357), goat anti-mouse (Invitrogen, Cat #31430), and mouse anti-goat (Santa Cruz Biotech, Cat #sc-2354).                                                                                                                                                                                                                        |
| Validation      | In the project the following antibodies were validated by western blotting, by the following means: 1) knockdown: ERalpha and SNX5, 2) detection in different subcellular fractions: GAPDH, Calnexin, VE-cadherin, 3) stimulation of phosphorylation: phospho-Akt, and 3) confirmation of cells obtained using the antibody for cell isolation: CD31. For other antibodies the validation was done by query of the Research Resource Identification Portal, or RRID ( <a href="https://scicrunch.org/resources">https://scicrunch.org/resources</a> ). The RRID citations are as follows: Anti-Phospho-Akt (Ser473): RRID:AB_329825, anti-Akt: RRID:AB_329827, rat monoclonal anti-mouse CD31: RRID: AB_10376006, anti-mouse Mac-1: RRID:AB_2296385, anti-ERalpha: RRID:AB_627558, anti-SNX5: RRID:AB_305219, anti-GAPDH: RRID:AB_627678, anti-Calnexin: RRID:AB_626783, anti-VE-cadherin: RRID:AB_2077957, anti-insulin receptor: RRID:AB_2924796, anti-insulin receptor substrate-1: RRID:AB_2127860, anti-insulin receptor substrate-2: RRID:AB_2125774. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Primary human aortic endothelial cells (HAEC) were purchased from Lonza (cat#: CC-2535), and human skeletal muscle microvascular endothelial cells (HSMCE) were purchased from Cell Biologics (cat#: H-6220). The cells were from female donors. Studies were additionally performed in primary skeletal muscle endothelial cells isolated from male mice with normal versus deficient expression of estrogen receptor alpha in endothelial cells. |
| Authentication                                                    | The human cells were authenticated to be endothelial cells by confirming the expression of the endothelial markers CD31/105 and van Williebrand Factor VIII.                                                                                                                                                                                                                                                                                       |
| Mycoplasma contamination                                          | The cells were tested negative for mycoplasma, bacteria, yeast, and fungi.                                                                                                                                                                                                                                                                                                                                                                         |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | None used.                                                                                                                                                                                                                                                                                                                                                                                                                                         |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                                                                                      |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Mice with or without ERalpha expression in endothelial cells (generated by breeding ERalpha floxed mice and VECad-Cre mice) were placed on a standard chow (males) or in a high fat diet for 12. To isolate ribosomes from skeletal muscle endothelial cells, Rosa26 |
|--------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

fsTRAP mice were bred with VECad-Cre mice, and studies were performed in females. In male mice studies began at 5 weeks of age, and in female mice they began at 6 weeks of age.

#### Wild animals

Wild animals were not used.

#### Reporting on sex

Experiments were performed in both male and female mice, whose sex was determined by physical examination. The study designs differed in male and female mice such that the effects of administered estrogen could be evaluated in females. The data have not been combined. The overall number of mice studied was not collected.

#### Field-collected samples

Field-collected samples were not used.

#### Ethics oversight

All animals were treated and cared for in accordance with the Guide for the Care and Use of Laboratory Animals [National Institutes of Health (NIH), Revised 2011], and the Institutional Animal Care and Use Committee of the University of Texas Southwestern Medical Center approved all experiments.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Endothelial ERα promotes glucose tolerance by enhancing endothelial insulin transport to skeletal muscle
**Source:** Nat Commun. 2023 Aug 17;14:4989. doi: 10.1038/s41467-023-40562-w
**Supplement:** Supplementary file 6 — Source Data

## Slide 1
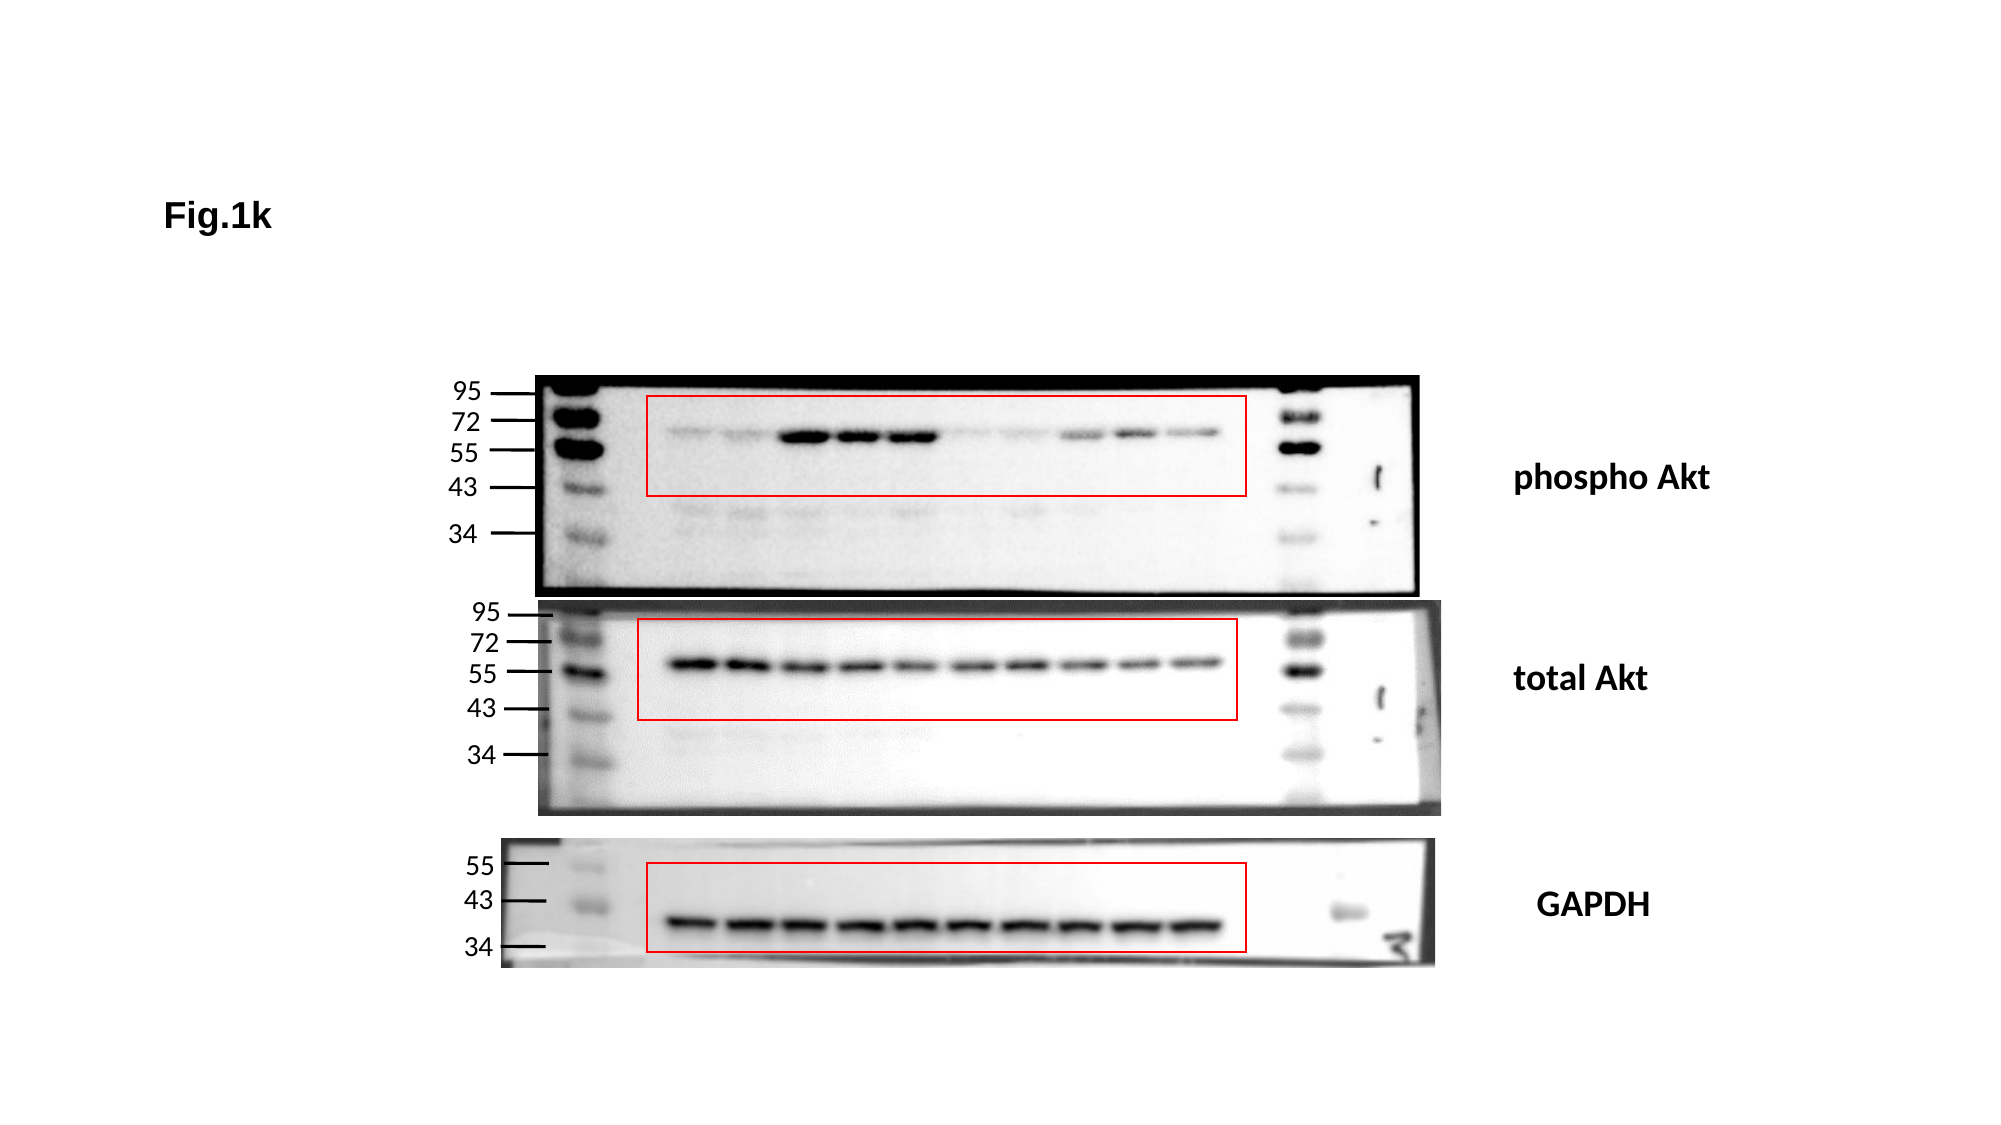

Fig.1k
95
72
55
phospho Akt
43
34
95
72
total Akt
55
43
34
55
GAPDH
43
34

## Slide 2
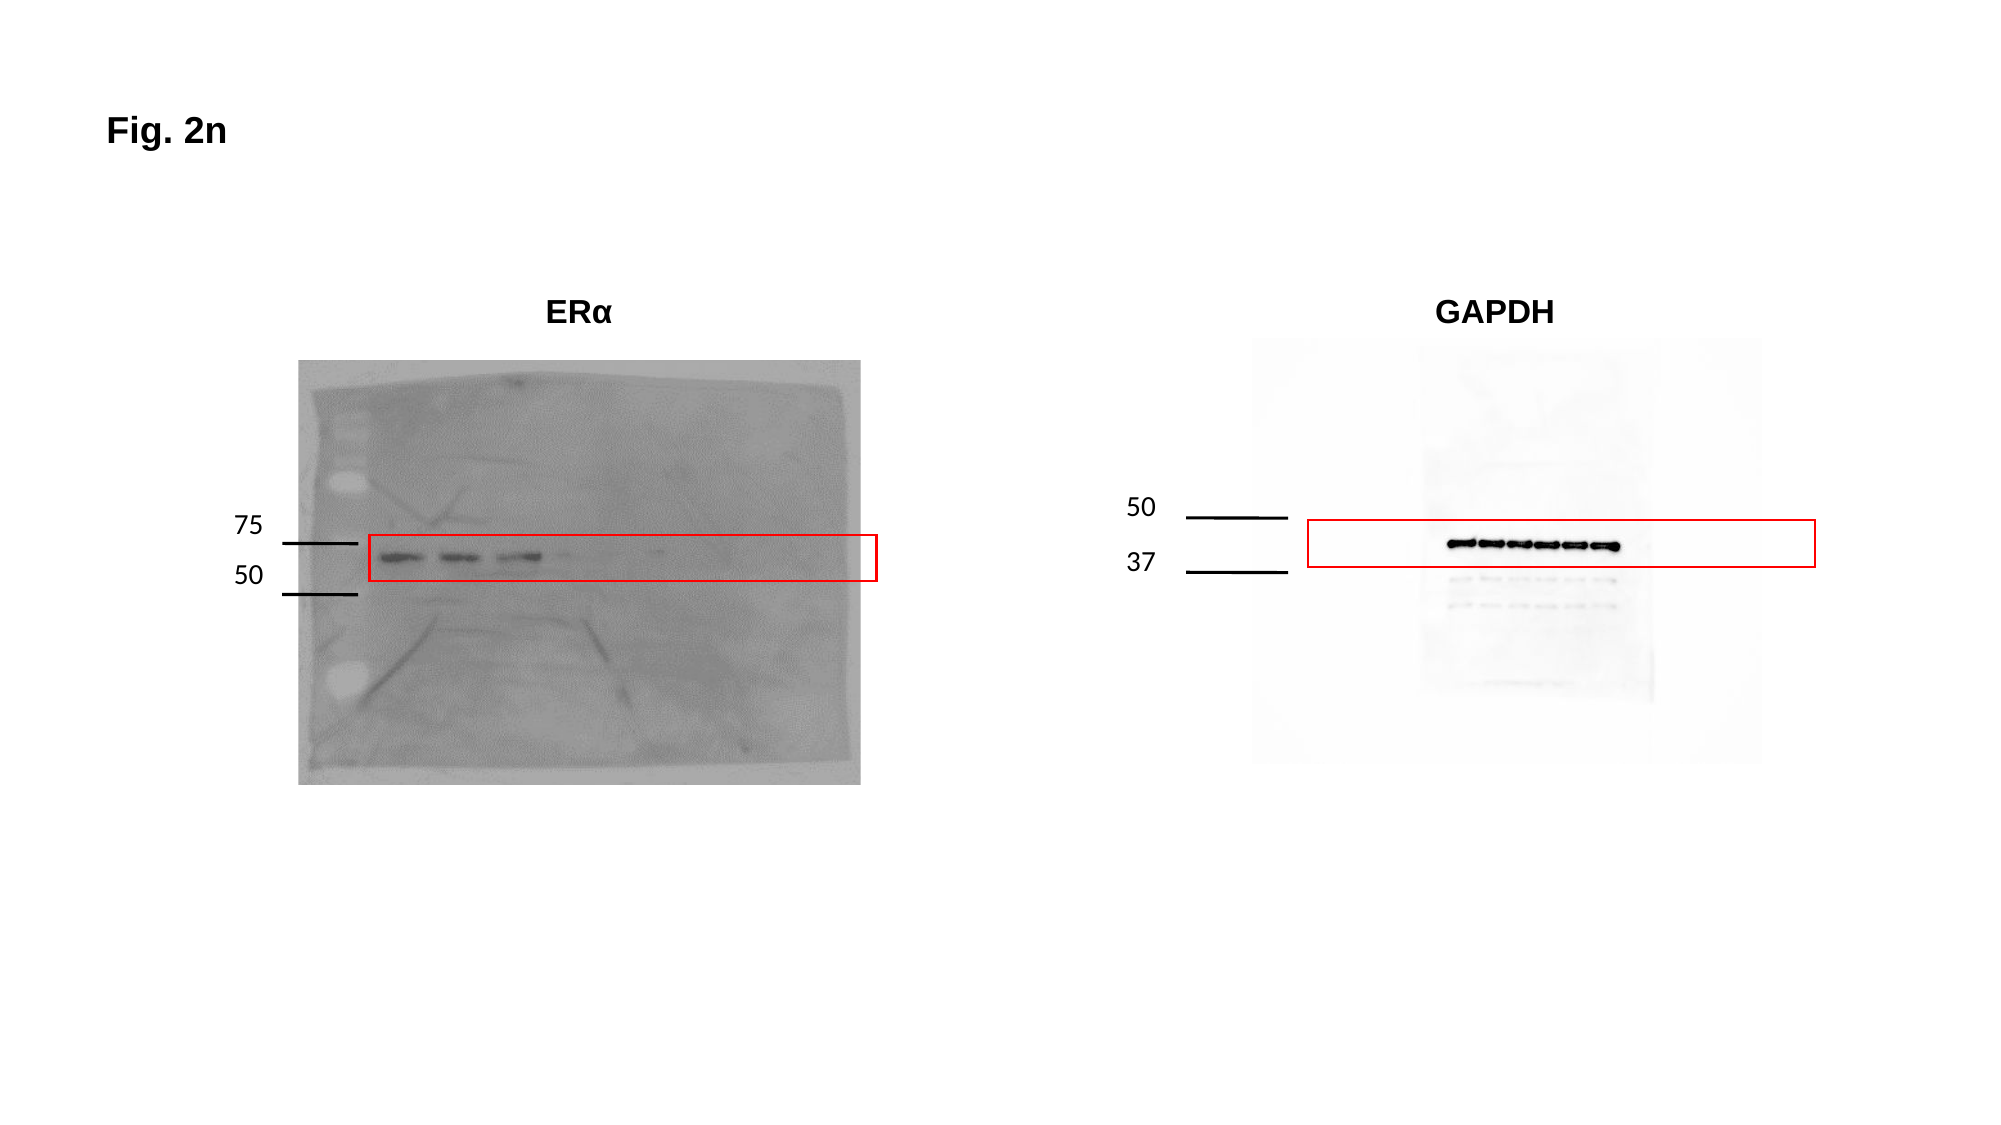

Fig. 2n
ERα
75
50
GAPDH
50
37

## Slide 3
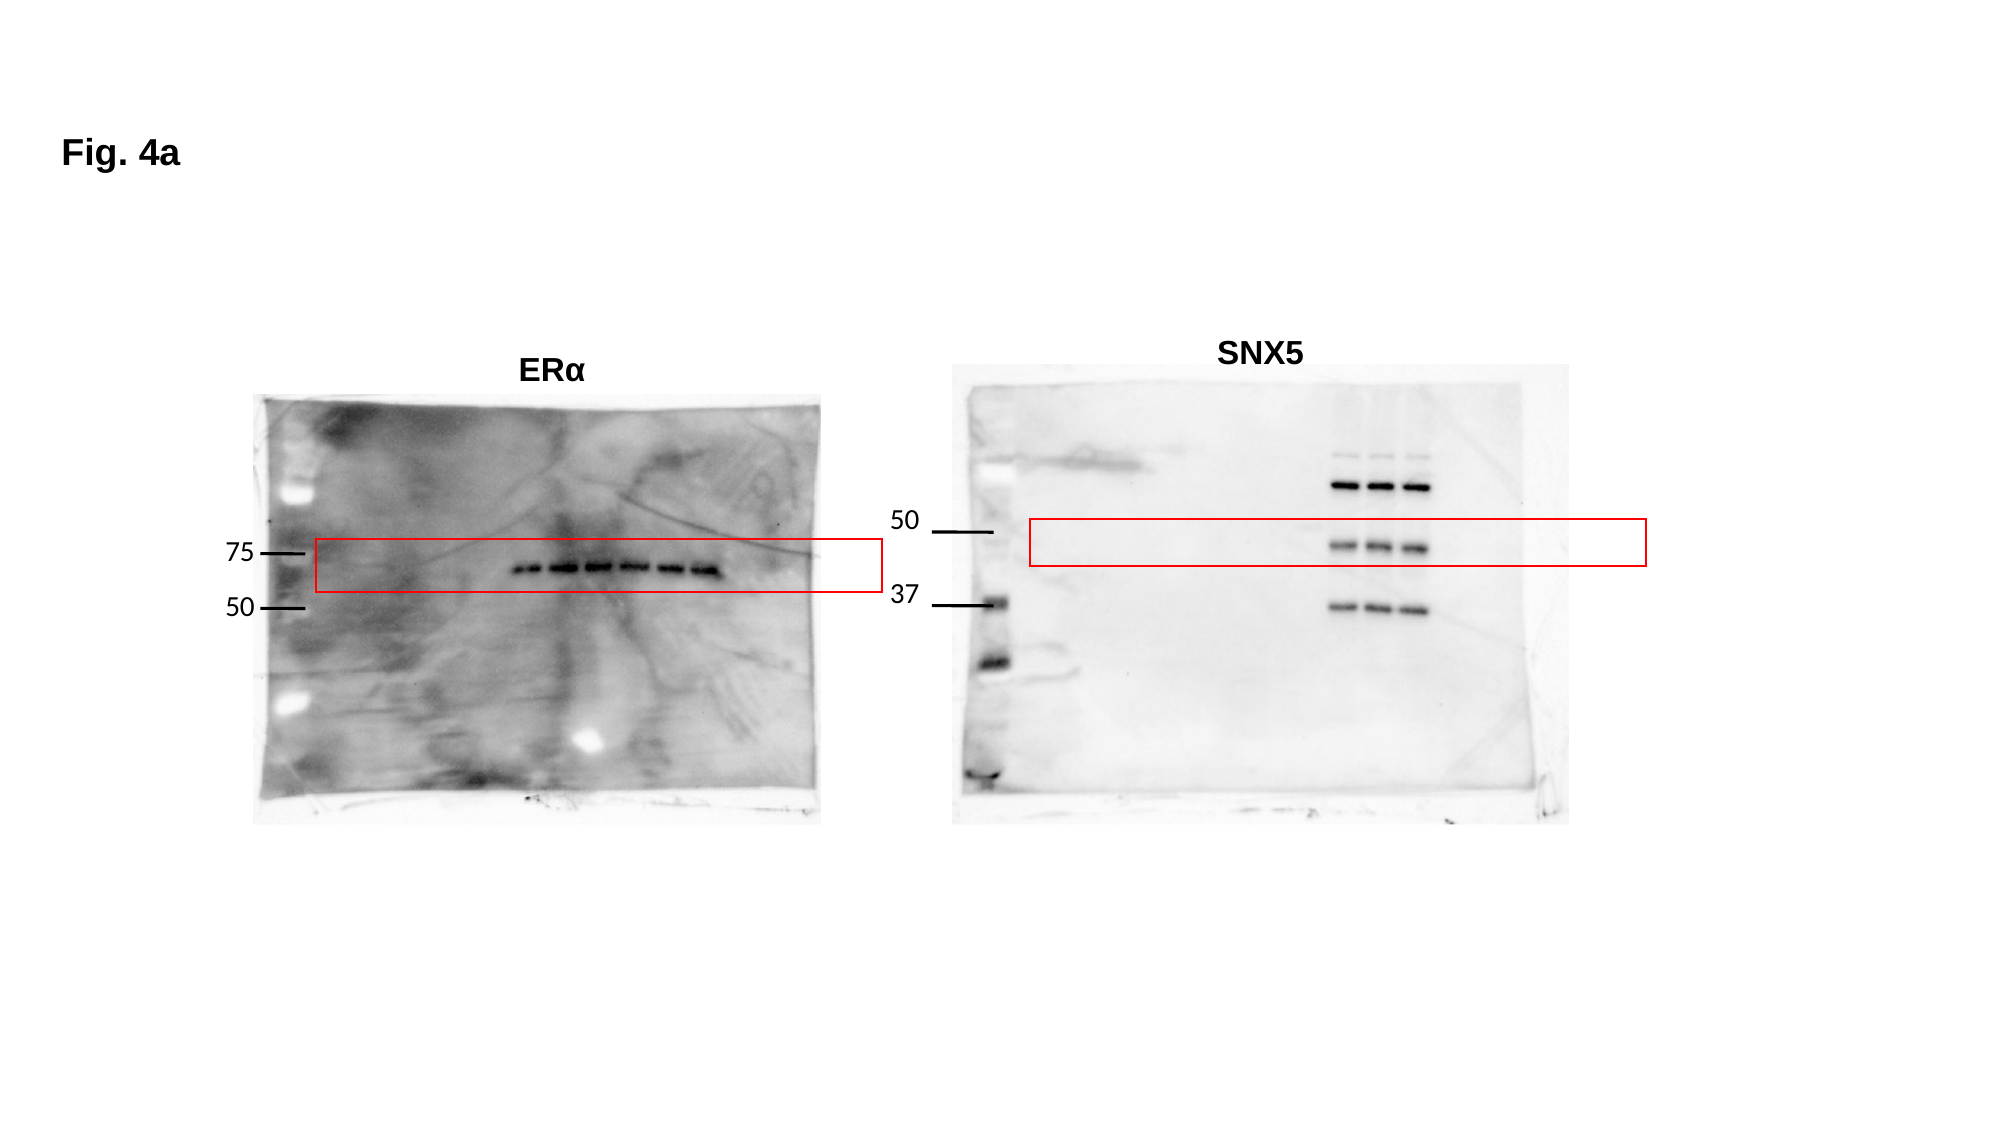

Fig. 4a
SNX5
ERα
50
37
75
50

## Slide 4
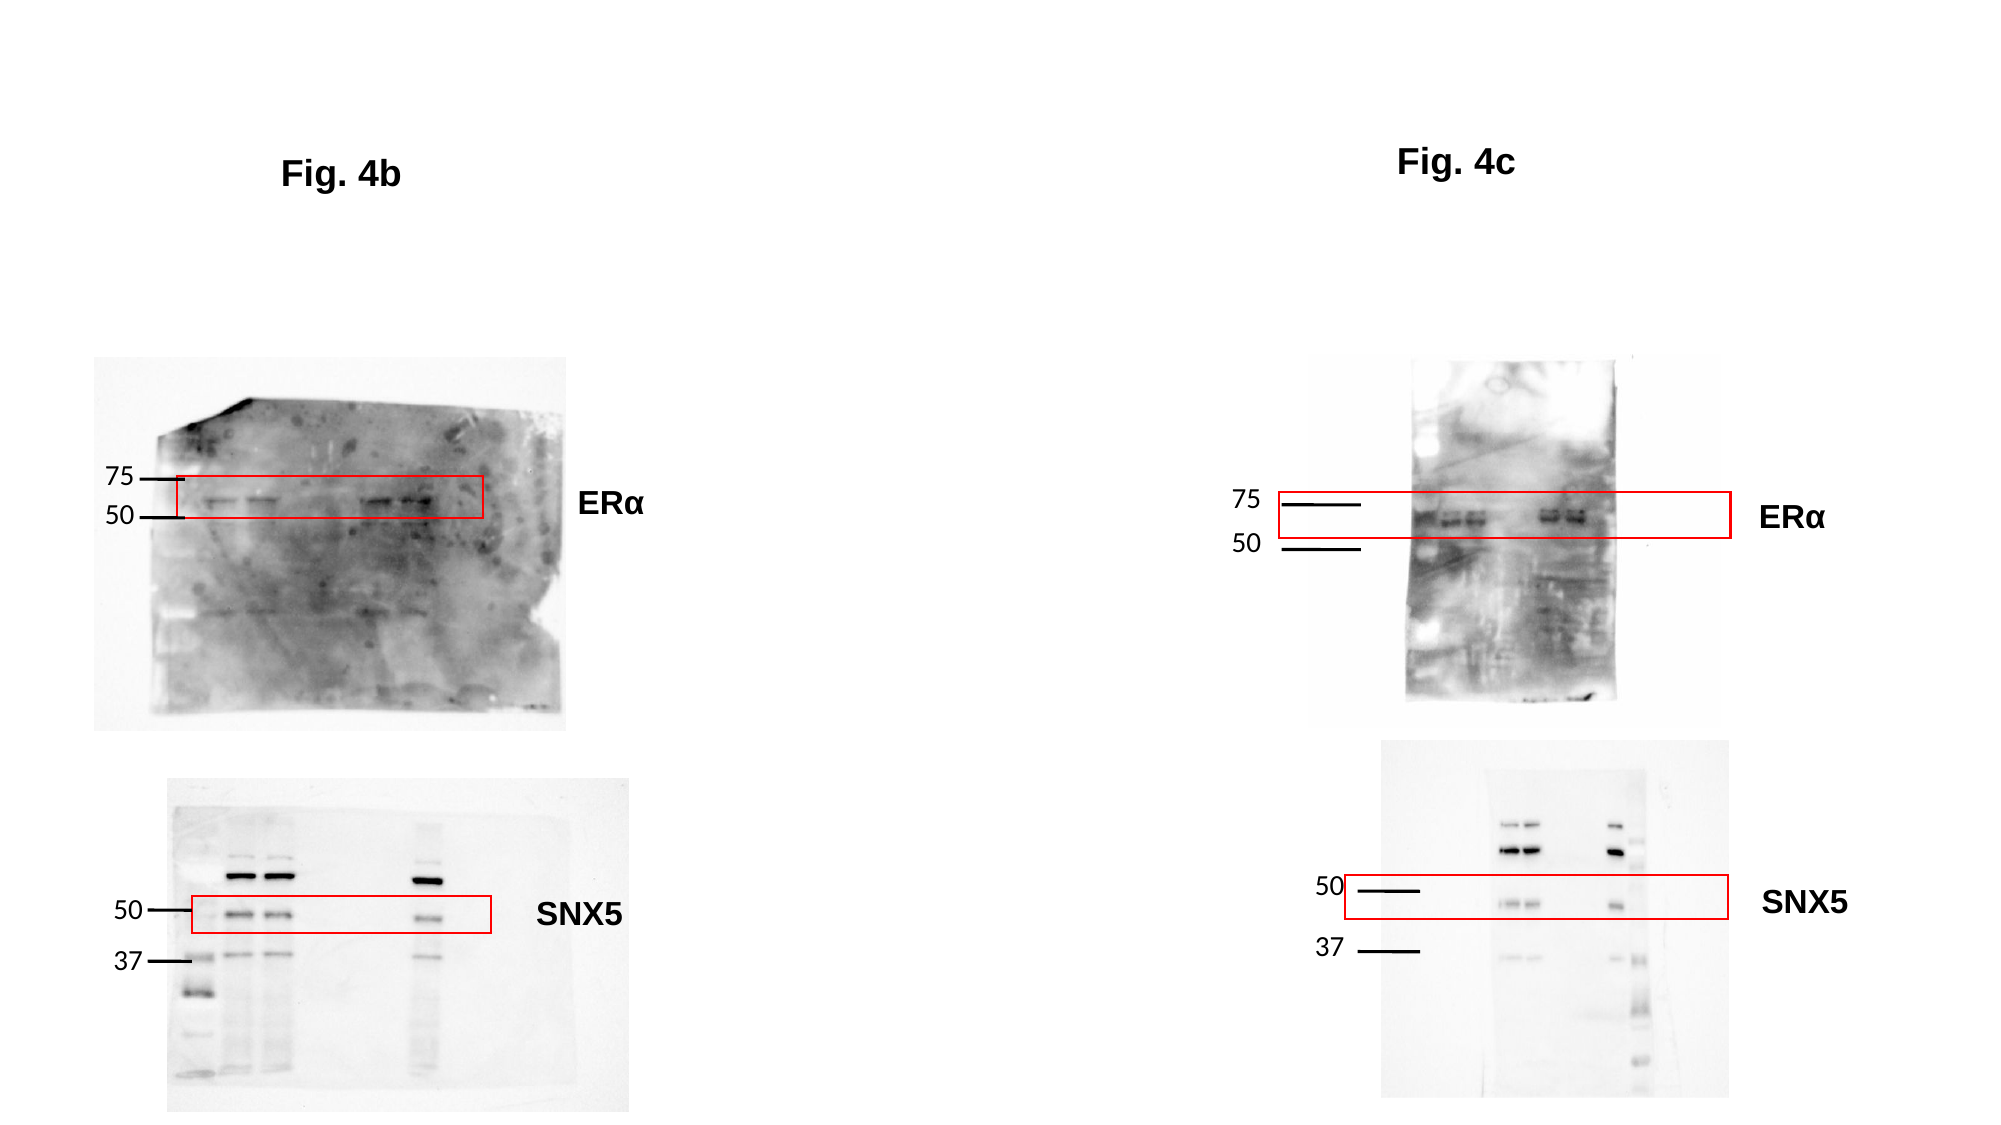

Fig. 4c
Fig. 4b
75
ERα
50
75
ERα
50
50
SNX5
37
50
SNX5
37

## Slide 5
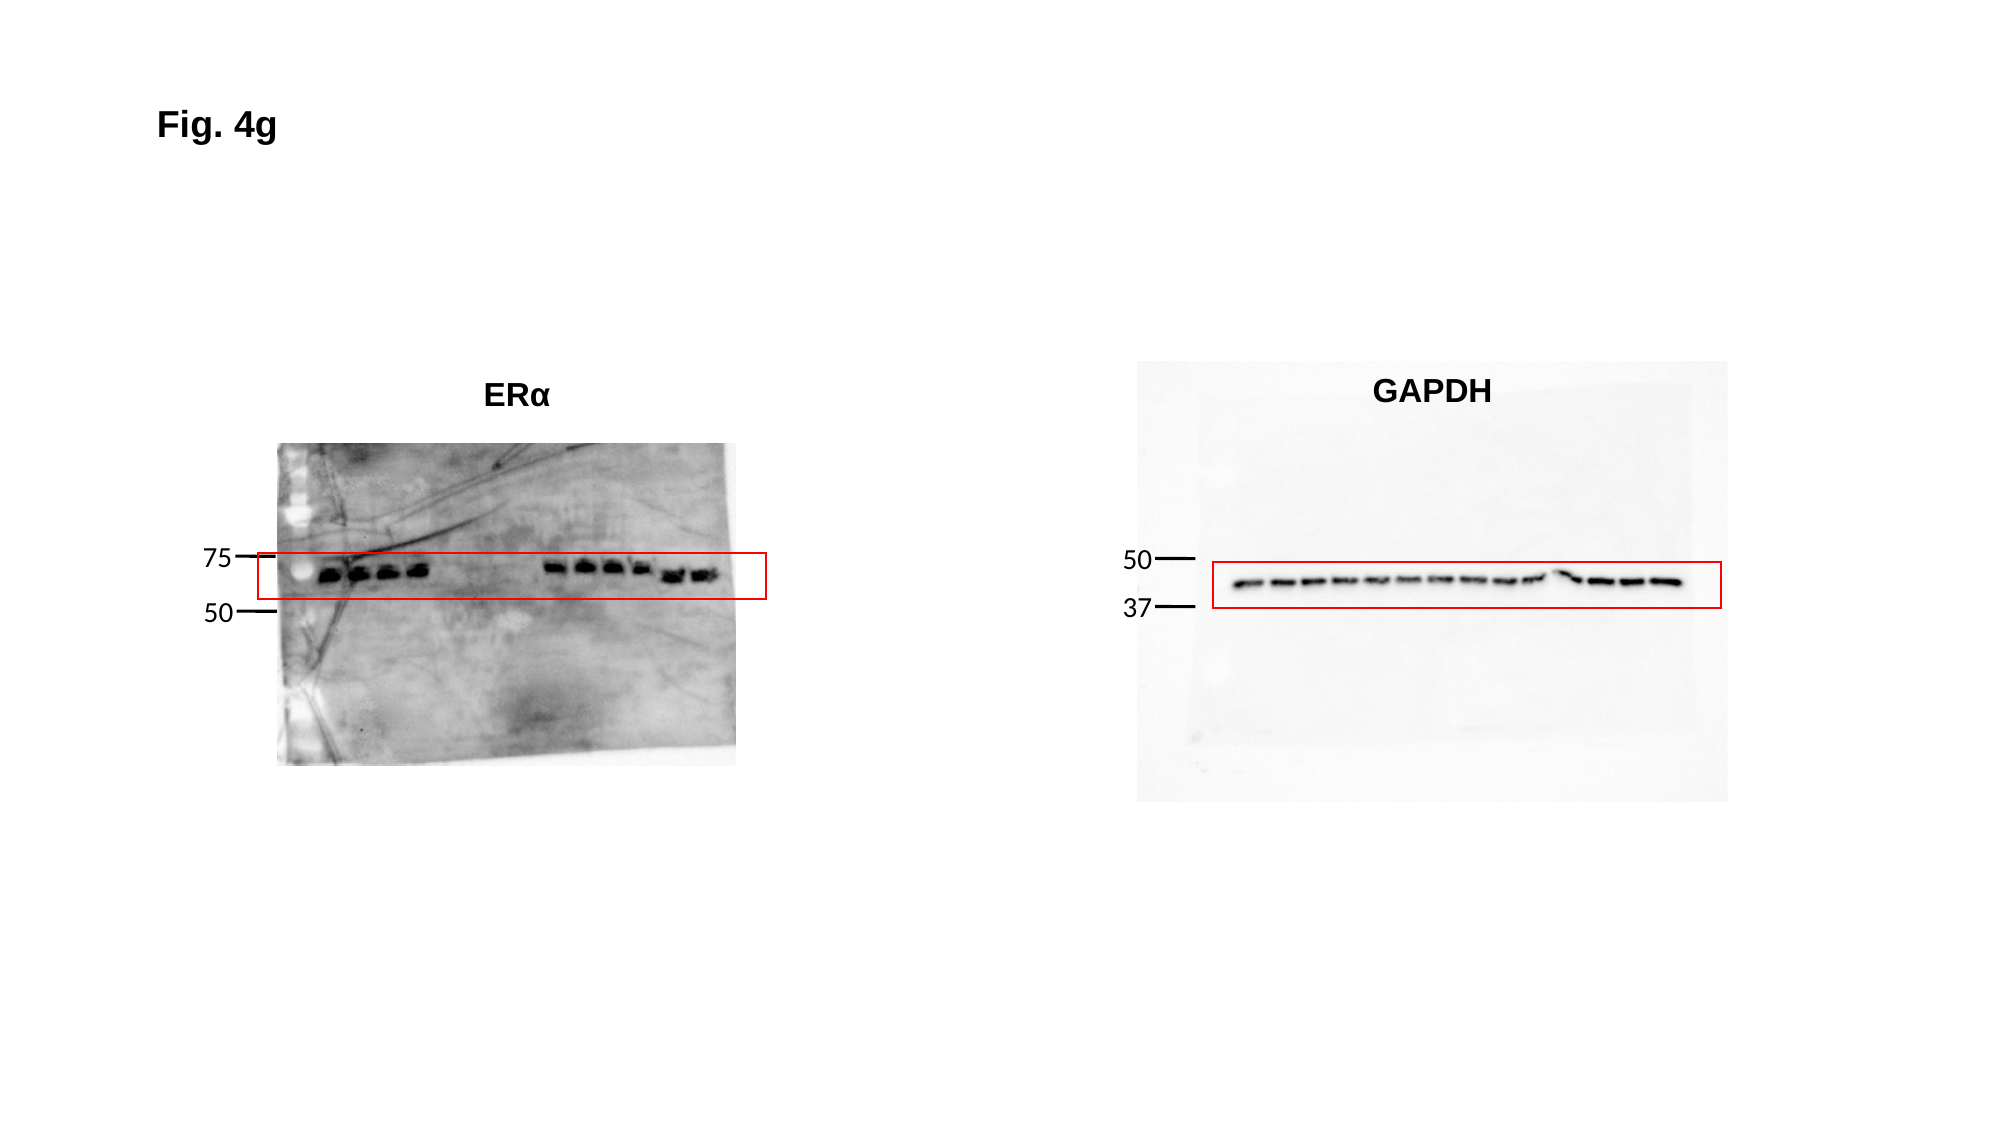

Fig. 4g
GAPDH
ERα
75
50
37
50

## Slide 6
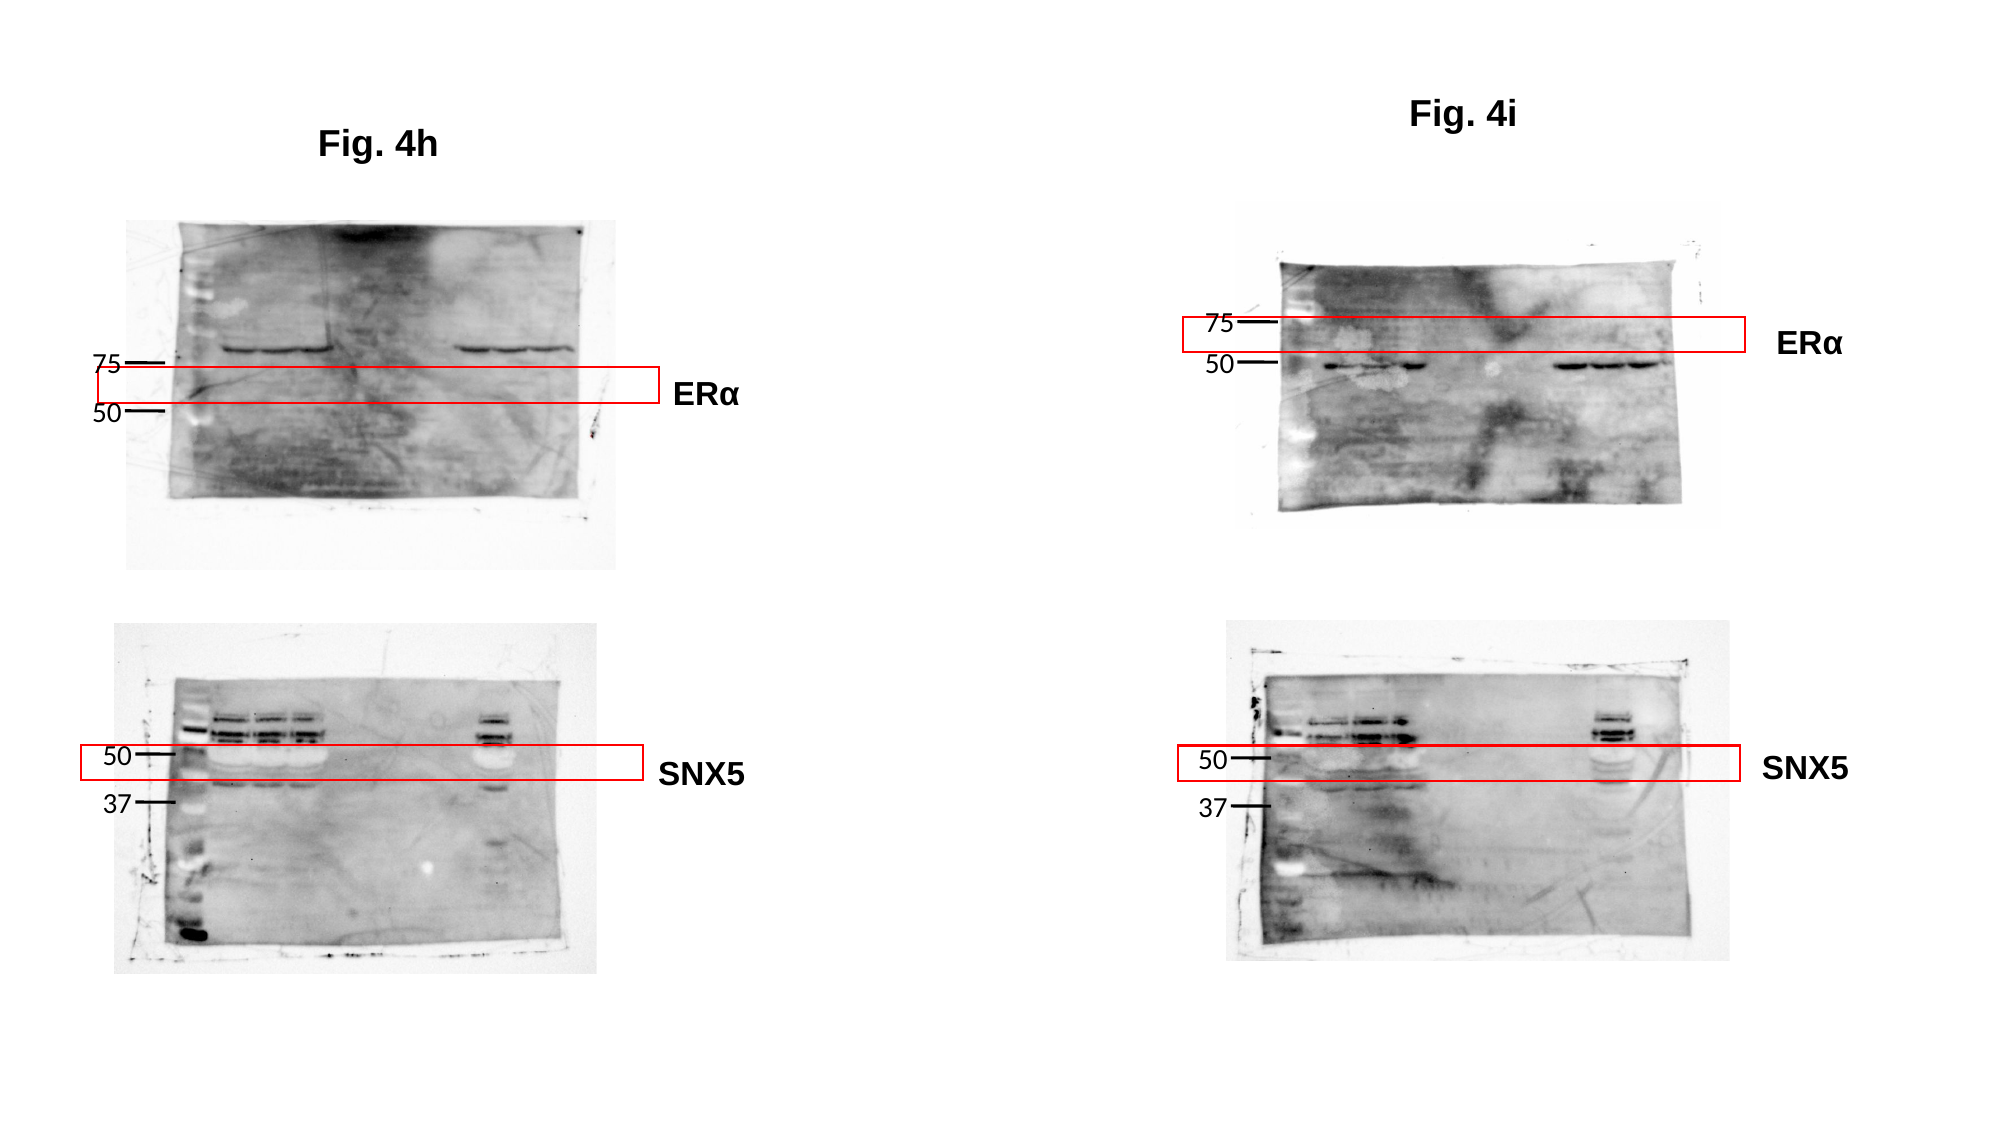

Fig. 4i
Fig. 4h
75
ERα
50
75
ERα
50
50
50
SNX5
SNX5
37
37

## Slide 7
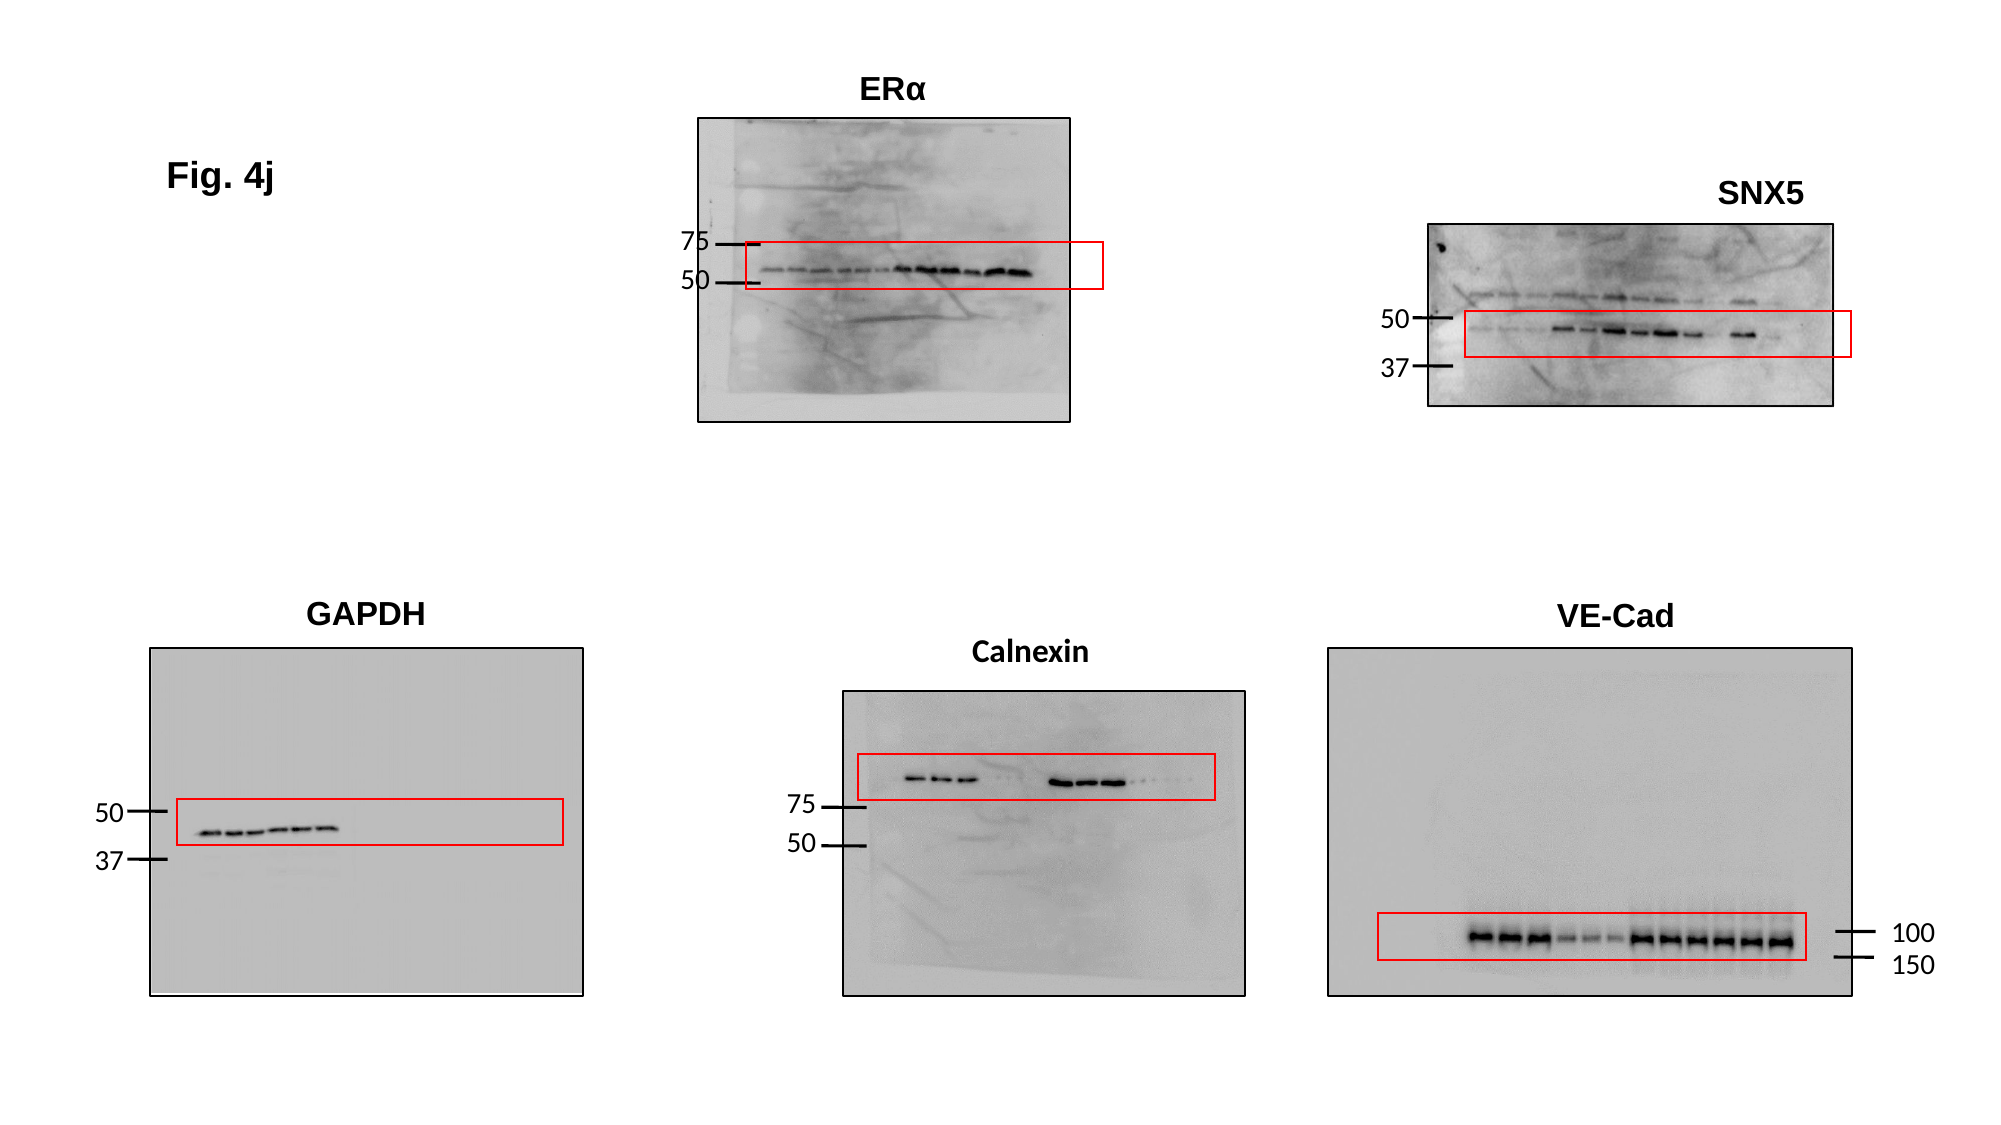

ERα
Fig. 4j
SNX5
50
37
75
50
GAPDH
50
37
VE-Cad
Calnexin
75
50
100
150

## Slide 8
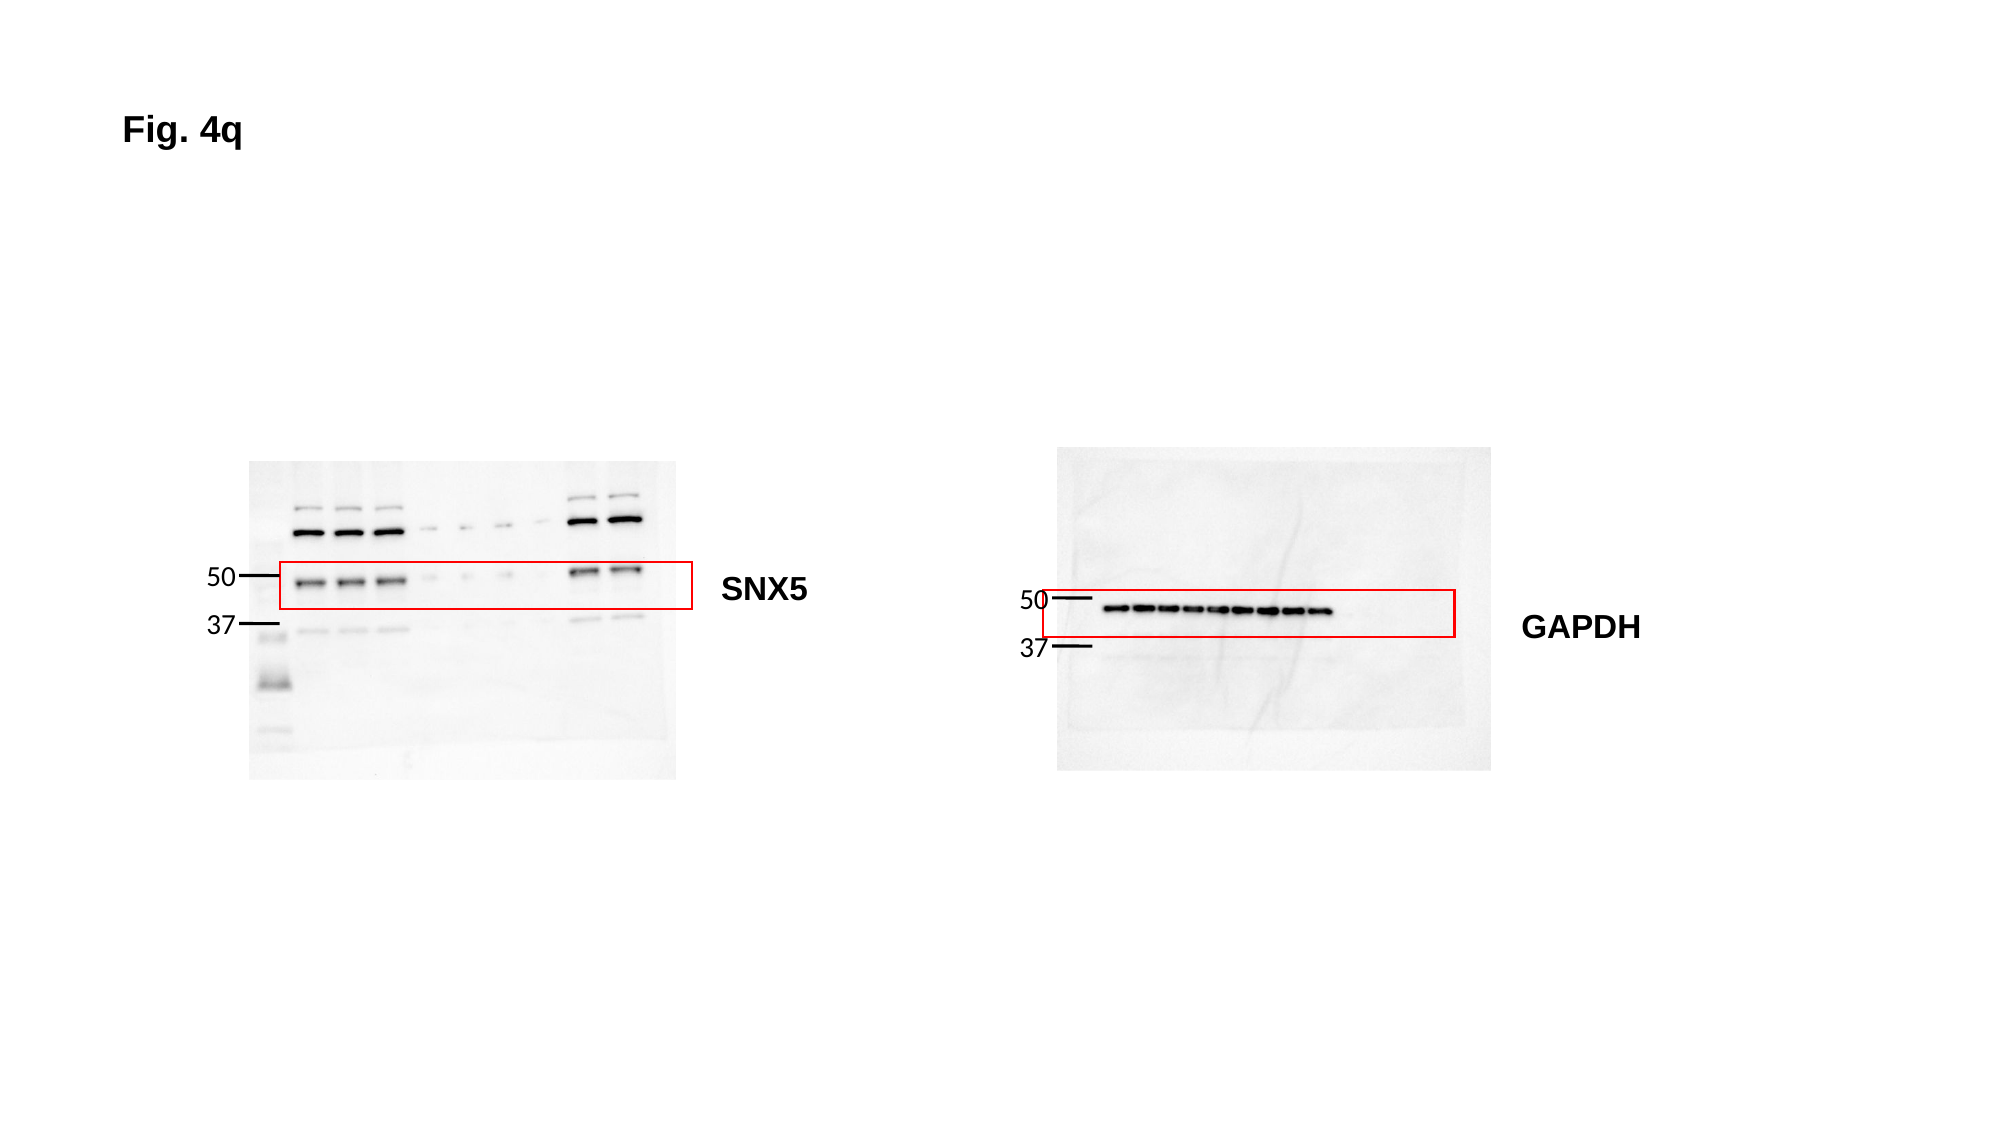

Fig. 4q
50
SNX5
50
GAPDH
37
37

How the deposited data were processed for this re-analysis (not part of the article)

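TRAPseq libraries were analysed from the skeletal muscle of ovariectomized GFP-L10a EC mice, 3 from vehicle-treated and 3 from E2-treated mice. The grouping was taken from the sample labels and the paper. Each label names 2 mouse numbers and the same 3 replicate numbers occur in both groups. Whether the 2 mice of a label were pooled, and whether a number links a vehicle library with an E2 library, is not given in the sources used here.

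The authors demultiplexed the reads with bcl2fastq (version 2.17), checked them with FastQC (0.11.2), mapped them to mm10 with STAR (2.5.3a) and counted them per gene with featureCounts of the Subread package (1.6.0). The versions of STAR and Subread are from the submitters' processing notes. The deposited values are counts, whole numbers per gene symbol without normalization, for 24062 genes. The strand setting of the counting is not given in the sources used here. The paper names TMM normalization and edgeR, and its text does not name which of edgeR's tests was used. The kit in the paper is a ribosome profiling kit, and the labels give a stranded total RNA kit and polyadenylated RNA.

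From the deposited counts, differential expression was computed with edgeR (4.0.16) in R (4.3.3), comparing E2 with vehicle in all 6 libraries. Genes were kept by edgeR's filterByExpr, which left 1682 genes, libraries were scaled by TMM, and the quasi-likelihood test was used with Benjamini-Hochberg adjustment. Calls were made at an adjusted p below 0.05, and also at the paper's threshold, an unadjusted p of 0.05 or less with an average log2 CPM of 0 or more. Standard errors were derived from the log2 fold change and the F statistic. CPM were taken over all counts of a library. Single genes were also compared by exact permutation tests, and counts by Fisher's exact test. In Fisher's tests the unit is the count or the gene and not the library, so their p-values do not cover the variation between libraries. The totals of counts ranged from 84823 to 451034, so that a count of 0, which allows up to 3 counts, corresponds to a limit of 35.4 CPM in vehicle replicate 3 and of 6.65 CPM in vehicle replicate 2. Intervals on counts are exact 95% Poisson intervals and cover counting error only, since the reads carry no molecular identifiers in the sources used here.

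Overlaps with proteins of Supplementary Table 1 used upper-cased mouse symbols. Their expected size was taken from independent lists and from 10000 random gene lists matched on average log2 CPM in 20 bins. The random lists without a filter on low counts were drawn after the result had been seen. Gene positions, exons, lengths and GC content were taken from GENCODE mouse release M21, whose assembly is mm10. Of the gene symbols, 22750 had a transcript there and 935 more were matched through a RefSeq synonym. Exons of genes on opposite strands were taken to overlap at 50 or more shared bases. The paper names the iGenomes mm10 reference, so overlaps of the exons that were counted may differ from those given here.

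A total of 11 gene lists for cell types and sex were tested with fry in limma (3.58.1) on log2 CPM with a prior count of 2, and compared with camera with a preset correlation of 0.01 and with an estimated one. The lists are endothelial, skeletal muscle fiber, pancreatic acinar, squamous epithelium, adipocyte, smooth muscle and pericyte, fibroblast, immune, Y-linked, X inactivation escape and ribosomal protein. The sex-linked, pancreatic and squamous lists were prompted by gene names in Supplementary Table 3 of the paper.

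The tests were checked on simulated counts for this comparison, with 200 genes changed by known folds. The filter kept 1579 genes, among them 88 of the 100 genes changed 4-fold and all of the 100 changed 16-fold. Of all changed genes, kept or not, the quasi-likelihood test recovered 68% of those changed 4-fold and 100% of those changed 16-fold, with 9 false calls among 177.

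The quasi-likelihood test with its filter and thresholds, the 11 lists and a rule for the genes named in the text were fixed before the data were examined. The genes under the rule are the genes of Table 1 and of the Q-RT-PCR panels, Snx5 with Snx1, Snx2 and Snx6, Esr1, Insr, Irs1, Irs2 and Nos3, sex-linked genes, members of the 11 lists, and the 6 genes in each direction with the largest change among those called at the adjusted p whose libraries did not overlap between groups. The genes and directions in the paper's tables had been seen when the rule was written. Naca, Tsix, Casp9, Mgme1, Snord17, Iffo1 and the opposite-strand RNAs and abundant genes in the closing section were named after their values were seen.

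A total of 17 alternatives to the counts of called genes were planned. They are no filter, at least 10 counts in every library, RLE scaling, library totals only, edgeR's exact and likelihood ratio tests, DESeq2 (1.42.0), limma-voom, the replicate number as a block, offsets for gene length and GC content, these offsets with the block, and leaving out each library in turn. The combination of no filter with the likelihood ratio test and common, then trended, then tagwise dispersions, and the removal of Rn45s, were chosen after seeing the data. Results of the Q-RT-PCR, the LC-MS/MS and the other experiments of the paper were not analysed here.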

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

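Of the tests in this part, those on Y-linked and pancreatic transcripts, on opposite-strand pairs and on an exchange of libraries were chosen after the result had been seen, and those on the depth and on a wrong label of vehicle replicate 3 and on opposite-strand partners among called genes were written before.

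Transcripts of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, which the paper does not discuss, had 40 counts in vehicle replicate 1 and 63 in vehicle replicate 2, and 0 in vehicle replicate 3 and in the 3 E2 libraries. All mice are described as ovariectomized females. Lower depth of the other libraries is argued against, since at least 11.8 counts would be expected in each of them at the rate of vehicle replicates 1 and 2. Misplaced reads of the X-linked copies Ddx3x, Eif2s3x, Kdm5c and Kdm6a are argued against as well, since these had 169 counts in vehicle replicates 1 and 2 and 109 in the other libraries, against 103 and 0 counts on the Y-linked genes (Fisher's exact test, two-sided, p = 8.80e-19). Xist had 2 counts in vehicle replicates 1 and 2 together, with an upper 95% limit of 9.76 CPM, and its lowest level in the other libraries was 35.4 CPM. This argues against a small addition of male RNA to RNA of female mice. What stays open is that male mice may have been the main RNA source of these libraries, for which Xist counts differed by Fisher's exact test (two-sided, p = 1.78e-10). Tsix, on the strand opposite to Xist, had 0 counts in vehicle replicates 1 and 2 and 29, 51, 91 and 37 in the other libraries. These tests compare libraries and not treatments, and no biological explanation was tested.

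Transcripts of a list of 21 pancreatic acinar genes had 453 counts in vehicle replicate 1 and 691 in vehicle replicate 2, and 3, 3, 1 and 4 in vehicle replicate 3 and E2 replicates 1, 2 and 3. E2 replicate 3, with 4 counts, exceeds the 3 counts that a count of 0 allows, but not by more than counting error. Lower depth does not account for the difference, since at least 131 counts would be expected in each of the other libraries. RNA of acinar cells may be present in vehicle replicates 1 and 2, where 15 of the 21 transcripts had a count. In the other libraries 4 of the 21 had one. Rnase1 held 328 and 506 of the counts (1136 and 1122 CPM), followed by Cpa1 with 54 and 79. Without Rnase1, 125 and 185 counts remained. Cela3b, Clps, Try4, Try5, Amy2a5 and Zg16 had 0 counts in every library, and the levels within the list were not compared with a pancreas library. TRAP would remove RNA of cells that lack the tagged ribosome only as far as the immunoprecipitation is selective. No biological explanation was tested, as the design names no tissue other than muscle.

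Of 128 pairs of a coding gene and an annotated antisense RNA with overlapping exons and at least 50 counts, 92 had more counts on the antisense RNA (71.9%, exact 95% interval 63.2% to 79.5%), a signal the paper does not report on. A930016O22Rik, opposite to the muscle creatine kinase gene Ckm, had 32598 counts against 655. A630019I02Rik, opposite to Cmya5, had 54555 against 7321. Counting without regard to strand favours neither side, and the lower limit of 63.2% argues against it. That reads were counted on the strand opposite to their gene is consistent with the share of 71.9%, and with the presence of Tsix in the libraries that have Xist. Both kits that are named mark the strand of the RNA or may do so, and the strand setting of the counting is not given in the sources used here, so this stays a hypothesis. Whether it bears on the low totals of counts was not tested.

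The coding gene's share of the counts of these pairs was 26.9% and 27.5% in vehicle replicates 1 and 2, 6.59% in vehicle replicate 3, and 8.51%, 10.5% and 10.8% in E2 replicates 1, 2 and 3. Vehicle replicates 1 and 2 lay on the same side of vehicle replicate 3 in 91 pairs, and above it in 76 of these (83.5%, exact 95% interval 74.3% to 90.5%). A difference in strand specificity between libraries may therefore contribute to the distance of vehicle replicate 3 from the other vehicle libraries. The same difference was looked for among the genes called. Of the 42 genes higher with E2 at the adjusted p, 17 (40.5%) had exons overlapping a gene on the opposite strand, against 5 of 50 lower genes (10%) and 34.4% of all genes tested (Fisher's exact test, two-sided, p = 0.00111). Snx5, whose exons overlap Mgme1, is among the 17. At the paper's threshold the shares were 50.8% and 11.8% (p = 5.64e-19), and in the lists of Supplementary Table 3 they were 31.1% and 9.87% (p = 3.37e-30). A candidate explanation for part of the calls is thus a difference between libraries in how many reads fall on each strand. Since vehicle replicates 1 and 2 make up most of the vehicle group, this cannot be separated from an effect of E2 with these libraries. Neighbouring genes are not independent, so these p-values are too small.

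Vehicle replicate 3 lay apart from vehicle replicates 1 and 2. When these were thinned 100 times to its 84823 counts, their correlation over all genes with a count stayed at 0.673 or above, and the highest with vehicle replicate 3 was 0.607, which argues against lower depth as the cause. An exchange with an E2 library needs an E2 library out of place. Over the genes tested the highest correlation of an E2 library with vehicle replicate 1 or 2 was 0.665 and the lowest between E2 libraries 0.797, and over all genes with a count these were 0.720 and 0.676. If vehicle replicates 1 and 2 differ from the other 4 libraries for another reason, an exchanged library need not resemble them, so an exchange and such a difference cannot be told apart with these values. A wrong label of vehicle replicate 3 alone stays possible. Over all genes with a count, its correlation was 0.649 and 0.666 with vehicle replicates 1 and 2. With E2 replicates 1, 2 and 3 it was 0.651, 0.662 and 0.645, so vehicle replicate 3 lay no nearer to E2 there. Over the genes tested, vehicle replicate 3 did lie nearer to E2. Its correlation there was 0.569 and 0.575 with vehicle replicates 1 and 2, and 0.768, 0.763 and 0.676 with E2 replicates 1, 2 and 3. Among the 477 genes called higher without it, it lay nearer the mean of vehicle replicates 1 and 2 in 29.6%, and among the 526 called lower in 17.7%. The same values are expected if vehicle replicates 1 and 2 differ from the other 4 libraries for another reason, such as their sex, their acinar transcripts or their strand specificity. Gm12505 had 194 and 200 CPM in vehicle replicates 1 and 2, 920 in vehicle replicate 3 and 17652, 9756 and 25835 in the E2 libraries. It was picked among genes whose vehicle and E2 libraries did not overlap, so its side in vehicle replicate 3 was fixed by that choice. Snx5, with 23.6 CPM in vehicle replicate 3, lay with the vehicle libraries. That value rests on 2 counts, and the paper chose Snx5 on these libraries with these labels. Neither gene can therefore count against a wrong label. Single genes exclude nothing. The paper's other measure of Snx5 runs as the labels do, since it states that Snx5 was higher with E2 by QPCR on TRAP RNA. This does not settle the label of this library. The treatment the design names stays among the open explanations, as do the untested differences between animals.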

How the results depend on the processing

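The combination of no filter with a likelihood ratio test on tagwise dispersions and the removal of Rn45s were tried after the data had been seen, and the other alternatives were chosen before.

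At an adjusted p below 0.05, 50 genes were lower and 42 higher with E2. RLE scaling, DESeq2, edgeR's exact test, offsets for gene length and GC content and the removal of Rn45s kept both counts within 1.5 times of these. Without a filter, 132 genes were lower and 31 higher, a share of lower genes of 81.0%. With 10 counts required in every library, which left 578 genes, 0 were lower and 11 higher. In that test 89 lower genes had an unadjusted p of 0.05 or less. With library totals only, 90 genes were lower and 33 higher (73.2% lower, against 54.3% with TMM and the filter), and the median log2 fold change of all genes shifted by -0.16. On the simulated counts, library totals only gave 559 false calls among 713, against 9 among 177 with TMM. The simulated libraries differed in composition through the changed genes alone, so this share of false calls need not hold for the real libraries. The likelihood ratio test gave 152 and 105, limma-voom gave 9 lower and 63 higher, and the unfiltered likelihood ratio test with tagwise dispersions gave 127 lower and 60 higher. Why the tests differ was not examined. With each library left out in turn, the lower genes ranged from 2 to 526 and the higher genes from 6 to 477. The highest counts were reached without vehicle replicate 3, and all of the 50 and 42 genes were among them. Without any other library at most 11 lower and 15 higher genes were called. No gene called with all libraries changed its direction in any alternative in which it was tested.

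At the paper's threshold, 254 genes were lower and 177 higher. Without a filter these were 957 and 459, with 10 counts in every library 89 and 69, and with the unfiltered likelihood ratio test 1202 and 706. Leaving out each library gave 159 to 597 lower and 98 to 560 higher genes, the most without vehicle replicate 3 (597 and 560). The fewest were reached without vehicle replicate 1 (159 and 98), and without vehicle replicate 2 there were 185 and 100.

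Of the genes of Table 1, 4 lower and 6 higher ones passed the paper's threshold. Without a filter these were 21 and 16, with 10 counts in every library 2 and 1, and with the unfiltered likelihood ratio test 27 and 23. The filtered likelihood ratio test gave 7 lower genes. Leaving out each library gave 2 to 12 lower and 3 to 9 higher genes, with 12 lower ones without vehicle replicate 3, 2 without vehicle replicate 1 or E2 replicate 2, and 3 higher ones without vehicle replicate 1. The overlap of dissociated proteins with lower genes was 4. It was 23 without a filter, 2 with 10 counts in every library, 8 with library totals only, 7 with the likelihood ratio test and 28 with the unfiltered likelihood ratio test. The overlap of recruited proteins with higher genes was 7, and under the same settings 16, 1, 5, 9 and 20. The human homolog names of Supplementary Table 3 gave 27 and 23, but these cross the paper's own lists and rest on no test of the counts. With DESeq2 it was 4. Leaving out each library gave 2 to 14 and 3 to 18 shared genes, the most without vehicle replicate 3. Without vehicle replicate 1 there were 2 and 3, without E2 replicate 2 there were 2 and 4, and without E2 replicate 1 there were 11 recruited ones.

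Snx5 kept its direction under all 18 alternatives in which it was tested, with a log2 fold change between 1.66 and 2.06, and its adjusted p was below 0.05 in 7 of them (range 0.00202 to 0.257). It lost its call without a filter (log2 fold change 1.71, adjusted p = 0.157), with library totals only (1.66, 0.0521), with DESeq2 (1.87, 0.0518) and with offsets for length and GC content (1.69, 0.0533). Leaving out each library gave 1.68 to 2.06. The adjusted p was 0.257 and 0.180 without vehicle replicates 1 and 2, and 0.0995, 0.131 and 0.115 without E2 replicates 1, 2 and 3, each with 5 libraries. Without vehicle replicate 3 it was 0.00202.

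Of the 11 gene lists, 0 had an adjusted p below 0.05 by fry, and 1 (squamous epithelium) an unadjusted p below 0.05. With library totals only, 1 list passed. Leaving out each library gave 0 to 5 lists, the most without vehicle replicate 3. These were skeletal muscle fiber (median log2 fold change -0.78), pancreatic acinar (-0.91), squamous epithelium (-0.71), fibroblast (-0.86) and Y-linked (-1.20).

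For 28 other named genes, the tested genes of Table 1, the 12 with the largest changes, Cdh5, Irs1, Naca and Tsix, the alternatives gave 511 values, and 14 of the genes were called with all libraries. Of the values, 434 kept their direction and side of the threshold, 51 lost the call, 18 gained one and 8 changed direction. Of the gains, 10 came without vehicle replicate 3. The changes of direction were in Cdh5 and Irs1, which were called in no setting. Cdh5 had a log2 fold change of 0.13 with all libraries, of -0.12 with library totals only, of -0.27 with limma-voom, of -0.01 without vehicle replicate 1 and of -0.75 without E2 replicate 3 (leaving out each library gave -0.75 to 0.64). Irs1 had 0.19, and -0.18 and -0.40 without vehicle replicates 1 and 2 (range -0.40 to 0.92).

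The replicate number does not appear to pair the libraries. Deviations from the group means had correlations of -0.13, 0.03 and -0.20 between vehicle and E2 libraries of the same number, and no vehicle library correlated best with its own number. With the replicate number as a block, 1 gene was lower and 7 were higher at the adjusted p, and with offsets for length and GC content added these were 1 and 4. At the paper's threshold the latter fit gave 145 lower genes. With the block, 4 recruited proteins were shared with higher genes. With the offsets added, 2 lower genes of Table 1 and 2 dissociated proteins were past the paper's threshold. Snx5 had log2 fold changes of 1.84 (adjusted p = 0.137) with the block and 1.67 (0.178) with the offsets added. Cdh5 had log2 fold changes of -0.29 and -0.28 in these fits. On the simulated counts, the block called 164 genes and the fit without it 177.

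Depth limits what can be seen. Of 14057 genes with a count, 1682 were tested, and vehicle replicate 3 had 6597 genes with a count against 11325 in vehicle replicate 2.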

Differences from the paper's values

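The unfiltered likelihood ratio test on tagwise dispersions, which reaches several of the paper's values, was chosen after seeing the values.

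The paper lists 1202 downregulated and 706 upregulated genes in Supplementary Table 3, and here 254 and 177 genes passed the same threshold. Of the alternatives set before the data were examined, no filter gave 957 lower genes, within 1.5 times of the paper's value, and 459 higher genes, which is not. Leaving out vehicle replicate 3 gave 560 higher genes, within 1.5 times, and 597 lower ones, which is not. The other alternatives set then stayed further away for both. With no filter, a likelihood ratio test and common, then trended, then tagwise dispersions, a setting chosen after seeing the values, there were 1202 lower and 706 higher genes. It drops 0 of the 1185 downregulated and 1 of the 697 upregulated genes of the paper's lists whose symbols are in the counts. At an adjusted p below 0.05, this setting calls 127 and 60 genes.

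The paper gives 27 genes shared by dissociated proteins and downregulated genes, and 23 shared by recruited proteins and upregulated genes. Here there were 4 and 7. No filter gave 23 and 16, both within 1.5 times of the paper's values. The human homolog names of Supplementary Table 3 gave 27 and 23, which cross the paper's own lists with each other and so do not test its values against the counts. Leaving out vehicle replicate 3 gave 14, which is not, and 18, which is. The other alternatives set then stayed further away. The unfiltered likelihood ratio test, chosen after seeing the values, gave 28 and 20 with upper-cased mouse symbols. All 27 and 23 genes of Table 1 passed the paper's threshold in it, so it drops 0 of them, and at the adjusted p it calls 2 and 2.

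The paper gives 30 to 40 M reads sequenced per library, and the counts on genes summed to between 0.0848 and 0.451 M. The former counts reads sequenced and the latter reads counted on genes. The paper gives 6 biological replicates per group, and there were 3 libraries per group here. No alternative bears on these values.

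Prpf31, Gstp2 and other genes that Table 1 of the paper gives as changed had too few counts to pass the filter here, which left 7 of its 27 lower and 6 of its 23 higher genes. Of the tested ones, Col3a1, Hsp90aa1 and Myh9 did not pass the paper's threshold (unadjusted p = 0.0700, 0.0941 and 0.0542 from edgeR's quasi-likelihood test), although each fell with E2. Naca passed it here and is not in Table 1. The settings that call these 3 genes include the unfiltered likelihood ratio test named above.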

Other observations

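In this part, the test on the share of endothelial RNA was chosen after the result had been seen, as was the setting of the unfiltered likelihood ratio test, and the others were written before.

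The 6 libraries can be divided into 3 and 3 in 10 ways, too few for a share below 0.05. At the adjusted p, the real split called 92 genes and the highest of the others 0, so 1 split reached the real count. At the paper's threshold, the real split gave 431 genes and the highest other 417, and 1 split reached it. With the unfiltered likelihood ratio test these were 1908 and 1901, again with 1 split. The split with 417 and 1901 genes set vehicle replicates 1, 2 and E2 replicate 3 against the rest. The splits that kept vehicle replicates 1 and 2 together gave 263, 244 and 417 genes at the paper's threshold with an E2 library as the third, and those that parted them gave 20 or fewer. This points to a structure of the libraries that follows vehicle replicates 1 and 2. Of the gene lists, 0 passed in the real split and 2 in the highest other, and 10 of 10 splits gave as many as the real one.

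The overlap of protein and translation lists was compared with 10000 random gene lists of the same abundance. The 4 dissociated proteins among lower genes lay within the random range (median 4, 95% of lists 1 to 8), and 61.1% of lists gave as many. The 7 recruited proteins among higher genes also did (median 8, 3 to 14), with 72.3% of lists. With the unfiltered likelihood ratio test, 28 dissociated proteins were among the lower genes, above the random range (median 17, 10 to 25), and 0.72% of lists gave as many, which argues against random overlap for that direction. The 20 recruited proteins were within it (median 22, 14 to 31), with 73.5% of lists. An overlap of this size for recruited proteins may thus arise from gene lists of this length and abundance alone. Random lists were matched on abundance and not on other properties, such as opposite-strand partners. This was compared for numbers of genes only, and says nothing about any single gene among them.

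Gene length and GC content were weighed as an explanation of the genes called at the adjusted p. Of the 1682 genes tested, 98.8% had a length and GC content. After removal of their trend in each library, 69 of the 92 genes were called again, which argues against these properties as the whole cause.

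By fry, 0 of 11 gene lists passed at an adjusted p below 0.05, and 1 had an unadjusted p below 0.05. Camera with a preset correlation called the endothelial, skeletal muscle fiber, pancreatic acinar, squamous epithelium, Y-linked and ribosomal protein lists, and with an estimated correlation it called 0. The median log2 fold changes with E2 (fry's adjusted p) were -0.35 for endothelial (0.608), -0.42 for skeletal muscle fiber (0.486), -0.58 for pancreatic acinar (0.314), -0.78 for squamous epithelium (0.287), -0.64 for fibroblast (0.314) and -0.75 for Y-linked genes (0.364). They were 0.13 for immune (0.379), 0.30 for X inactivation escape (0.486) and 0.55 for ribosomal protein genes (0.379). The adipocyte list had a median of 0.22 and a mean of -0.20 (0.735), and the smooth muscle and pericyte list a median of 0.01 and a mean of -0.17 (0.735), so that their medians and means differ in sign. Without vehicle replicate 3, 5 lists passed.

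A lower share of endothelial RNA in the E2 libraries was weighed as an explanation of the lower genes. The endothelial list summed to 1108, 1246 and 330 CPM in the vehicle libraries and to 175, 448 and 821 CPM in the E2 libraries. The highest E2 value (820.9 CPM) lies above the lowest vehicle value, and no list of another cell type passed the adjustment, so that this explanation cannot be told apart with these values. In the same libraries, the skeletal muscle fiber list summed to 129394, 101010 and 83397 CPM with vehicle and 86904, 103512 and 76872 CPM with E2. Akap5, Tnnc2, Myh4 and Ttn were among the 7 genes with the most counts, with 41923, 29926, 29732 and 24678.

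Most genes of the paper's Q-RT-PCR panels for the purity of TRAP RNA had too few counts to be tested, except Cdh5. The paper's panels compare TRAP RNA with whole muscle, and no library of whole muscle was analysed here. Myog had 0 counts in all libraries, Myod1 6 and Acta2 65. Of the endothelial genes, Robo4 had 6, Pecam1 62 and Cdh5 317. Esr1 had 18 counts in all, Insr 56, Irs1 77, Irs2 5 and Nos3 22, and of these Irs1 alone could be tested, with an adjusted p of 0.850 in edgeR's quasi-likelihood test.

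Casp9 had 78 and 69 counts in vehicle replicates 1 and 2 and 0 in the other libraries. On chromosome 4 it overlaps Cela2a and Ctrc, which lie on the opposite strand and are expressed in the pancreas.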
